# Comparative RNA‐Seq transcriptome analyses reveal distinct metabolic pathways in diabetic nerve and kidney disease

**DOI:** 10.1111/jcmm.13136

**Published:** 2017-03-08

**Authors:** Lucy M. Hinder, Meeyoung Park, Amy E. Rumora, Junguk Hur, Felix Eichinger, Subramaniam Pennathur, Matthias Kretzler, Frank C. Brosius, Eva L. Feldman

**Keywords:** type 2 diabetes, diabetic peripheral neuropathy, diabetic nephropathy, pioglitazone

## Abstract

Treating insulin resistance with pioglitazone normalizes renal function and improves small nerve fibre function and architecture; however, it does not affect large myelinated nerve fibre function in mouse models of type 2 diabetes (T2DM), indicating that pioglitazone affects the body in a tissue‐specific manner. To identify distinct molecular pathways regulating diabetic peripheral neuropathy (DPN) and nephropathy (DN), as well those affected by pioglitazone, we assessed DPN and DN gene transcript expression in control and diabetic mice with or without pioglitazone treatment. Differential expression analysis and self‐organizing maps were then used in parallel to analyse transcriptome data. Differential expression analysis showed that gene expression promoting cell death and the inflammatory response was reversed in the kidney glomeruli but unchanged or exacerbated in sciatic nerve by pioglitazone. Self‐organizing map analysis revealed that mitochondrial dysfunction was normalized in kidney and nerve by treatment; however, conserved pathways were opposite in their directionality of regulation. Collectively, our data suggest inflammation may drive large fibre dysfunction, while mitochondrial dysfunction may drive small fibre dysfunction in T2DM. Moreover, targeting both of these pathways is likely to improve DN. This study supports growing evidence that systemic metabolic changes in T2DM are associated with distinct tissue‐specific metabolic reprogramming in kidney and nerve and that these changes play a critical role in DN and small fibre DPN pathogenesis. These data also highlight the potential dangers of a ‘one size fits all’ approach to T2DM therapeutics, as the same drug may simultaneously alleviate one complication while exacerbating another.

## Introduction

Type 2 diabetes mellitus (T2DM) affects over 387 million people worldwide 1, and its prevalence continues to increase 2. T2DM itself is a complex metabolic disease characterized by hyperglycaemia, hyperlipidemia and impaired insulin signalling that develops as a result of genetic factors, obesity or the environment. As T2DM progresses, oxidative stress, high circulating blood glucose levels and hyperlipidemia can promote microvascular complications that can result in severe debility and increased mortality. These complications are one of the greatest challenges facing the healthcare industry: in 2014 alone, the global medical expenditure for diabetic patients totalled over $245 billion, with 25–45% of those costs related to associated vascular complications 3.

The most common of these microvascular complications includes diabetic peripheral neuropathy (DPN) and diabetic nephropathy (DN) 4, 5. DPN affects 50% of diabetic patients and is characterized by progressive loss of sensation in the limbs, pain and allodynia. DPN progression also increases the risk of infection and foot ulcers that can lead to amputation of the affected limb 6. There is no cure for DPN, and treatments are limited to glycemic control and symptomatic relief 4. Similarly, DN affects approximately 40% of diabetic patients. Marked by albuminuria and impaired glomerular filtration, DN is the leading cause of end‐stage renal disease in the United states 7 and is primarily responsible for the increased mortality in T2DM 8. Thus, there is a critical need for effective therapeutics and a better understanding of the mechanisms underlying T2DM complications.

Pioglitazone is a drug that is often prescribed to treat T2DM 9, 10. In T2DM animal models, pioglitazone ameliorates DN and diabetic retinopathy *via* multiple pathways 9, 11, 12, 13, 14, 15, 16 and can attenuate neuropathic pain and nervous system inflammation 17, 18. Mechanistically, pioglitazone acts as an agonist of peroxisome proliferator‐activated receptor gamma (PPARG), but it differentially regulates metabolism in a tissue‐specific manner 19. We recently reported that pioglitazone normalized the renal function and significantly improved small nerve fibre function in the C57BLKS‐*db/db* murine model of T2DM 20. However, pioglitazone had no effect on the phenotypical measurement of large myelinated fibre function.

In this study, we expand on our previous findings by evaluating gene expression changes in both the nerve and kidney from control (*db/+*), diabetic (*db/db*) and pioglitazone‐treated (*db/+* PIO and *db/db* PIO) mice using RNA‐sequencing (RNA‐Seq); we subsequently analyse these changes using both differential analysis 20 and self‐organizing maps (SOMs) 21, 22, 23. This combination of analyses, tissues and treatment represents several important advances over previous studies examining diabetes and pioglitazone. First, RNA‐Seq provides more complete transcriptomic information than microarray analysis and is much more sensitive and specific 24. Second, we expand our tissue analysis to include the kidney which provides key information into the mechanisms of DN as well as pioglitazone treatment. Third, the simultaneous analysis and subsequent comparison of both nervous and renal tissue allows us to assess the tissue‐specific effects of pioglitazone as well as the basic mechanisms underlying diabetic complications in peripheral tissue. Finally, the parallel use of two forms of RNA‐Seq analysis will alleviate the wide variety of results that can be generated using common software packages 25, 26.

## Materials and methods

### Animals

Male C57BLKS (BKS) *db/+* and *db/db* mice (BKS.Cg‐m+/+Lepr^db^/J; stock number 000642; Jackson Laboratory, Bar Harbor, ME) were fed a standard diet (AIN76A; 11.5% kcal fat; Research Diets, New Brunswick, NJ, USA) and cared for in a pathogen‐free environment by the University of Michigan Unit for Laboratory Animal Medicine. Mice were treated with or without 15 mg/kg pioglitazone (112.5 mg pioglitazone/kg chow for a dose of 15 mg/kg to the mouse) between 5 and 16 weeks of age, for 11 total weeks (Fig. 1A). Animal protocols were approved by the University of Michigan University Committee on Use and Care of Animals and complied with Diabetic Complications Consortium guidelines (https://www.diacomp.org/shared/protocols.aspx).

**Figure 1:**
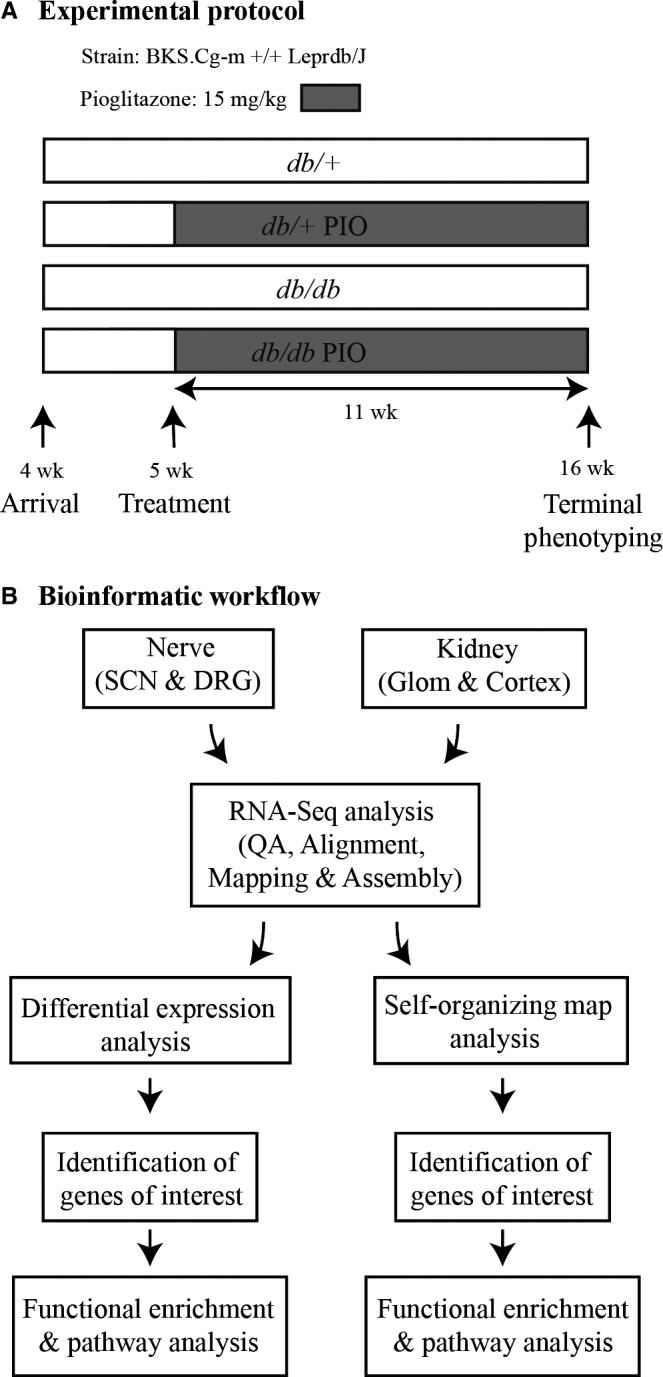
Study workflow. (**A**) *db/+* and *db/db* mice were treated with or without 15 mg/kg pioglitazone (112.5 mg pioglitazone/kg chow, for a final dose of 15 mg/kg to the mouse) from 5 to 16 week of age. (**B**) Total RNA from nerve and kidney tissues was isolated for RNA‐Seq analysis. RNA‐Seq data were mapped, aligned and used for differential expression and self‐organizing map analysis. The identified genes of interest were used for functional enrichment analysis. SCN, sciatic nerve; DRG, dorsal root ganglia; Glom, glomeruli; QA, quality assessment.

### Metabolic phenotyping

For each animal, bodyweight was recorded and fasting blood glucose (FBG) levels were measured with an AlphaTrak Glucometer (Abbott Laboratories, Abbott Park, IL, USA) weekly. Glycated haemoglobin (GHb) levels were determined using a Glyco‐Tek Affinity column (catalog no. 5351; Helena Laboratories, Beaumont, TX, USA) at the Michigan Diabetes Research and Training Center Chemistry Core. Fasting plasma insulin, total cholesterol and total triglycerides were measured by the National Mouse Metabolic Phenotyping Center (Vanderbilt University, Nashville, TN, USA).

### DPN and DN phenotyping

All animals were phenotyped for DPN and DN according to Diabetic Complications Consortium guidelines 27, 28. Motor (sciatic) and sensory (sural) nerve conduction velocities (NCVs) were measured for large nerve fibre function, and hind paw withdrawal latency from a thermal stimulus was measured for small fibre function using our published protocols 29, 30. The periodic acid–Schiff (PAS) staining on 3‐μm‐thick fixed kidney slices determined mesangial area as previously described 31, 32. Urinary albumin levels, albumin/creatinine ratios, glomerular area and glomerular PAS‐positive area were measured using our published protocols 31, 32.

### RNA‐Seq

To identify mechanisms affected by pioglitazone in DPN and DN at the transcriptomic level, we analysed steady‐state gene expression using RNA‐Seq (Fig. 1B). Total RNA was isolated from sciatic nerve (SCN), dorsal root ganglia (DRG), and kidney glomeruli (Glom) and cortex from *db/+* (*n* = 6), *db/db* (*n* = 6), *db/+* PIO (*n* = 6), and *db/db* PIO (*n* = 6) mice. RNA quality was assessed using TapeStation (Agilent, Santa Clara, CA). Samples with RNA integrity numbers ≥8 were prepared using the Illumina TruSeq mRNA Sample Prep v2 kit (Catalog #s RS‐122‐2001, RS‐122‐2002; Illumina, San Diego, CA, USA). Multiplex amplification was used to prepare cDNA with a paired‐end read length of 100 bases using an Illumina HiSeq 2000 (Illumina, Inc., San Diego, CA, USA). RNA‐sequencing was performed by the University of Michigan DNA Sequencing Core (http://seqcore.brcf.med.umich.edu/).

Quality control assessment of RNA‐Seq data was completed using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for high throughput sequencing before and after RNA‐Seq alignment. Then, RNA‐Seq data were analysed using the Tuxedo suite of sequence analysis programs, including Bowtie, TopHat and Cufflinks 33. Using TopHat, the resulting FASTQ files were aligned to the NCBI reference mouse transcriptome (NCBI 37) to identify known transcripts. Mapped reads were processed using the Cufflinks algorithm to calculate fragments per kilobase of exon per million mapped reads (FPKM), which accurately reflects the RNA transcript number normalized for RNA length and total number of mapped reads 33.

### Differential expression analysis

The output of Cufflinks was loaded into Cuffdiff 33 to quantify differences in expression of combined transcripts for each gene between the groups within each tissue (*db/+ versus db/db*,* db/+ versus db/+* PIO, *db/+* PIO *versus db/db* PIO, and *db/db versus db/db* PIO). The differentially expressed genes (DEGs) with a false discovery rate (FDR) cut‐off of <0.05 were identified between groups, and sets were compared within and across tissues to identify gene expression changes. Analyses focused on *db/+ versus db/db* and *db/db versus db/db* PIO DEG sets to identify gene expression changes in *db/db* mice that were reversed, exacerbated or unaffected by pioglitazone treatment.

### SOM analysis

SOM analysis was performed to identify gene clusters with similar expression patterns in kidney and nerve of *db/+*,* db/db* and *db/db* PIO mice. SOMs generate a two‐dimensional grid and cluster similar patterns of data points into units called modules. FPKM were pre‐processed by removing genes with expression values less than log_2_3 and were centred at zero for each gene 34. Pre‐processed FPKM were applied to a SOM using the algorithm implemented in the MATLAB software Neural Networking Toolbox [www.mathworks.com]. Gene sets having a similar expression pattern were grouped into modules. Each module in the SOM panel was subjected to functional enrichment analysis. Adjacent modules were further combined into clusters that share enriched functions of interest and similar gene expression patterns.

### Function and pathway enrichment analysis

Over‐represented biological functions from the DEG sets and SOM modules were identified by functional enrichment analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID 6.7) (http://david.abcc.ncifcrf.gov). Gene Ontology terms and Kyoto Encyclopedia of Genes and Genomes pathways were adopted as the functional terms 35. A Benjamini–Hochberg corrected *P*‐value <0.05 was used to identify significantly over‐represented biological functions in the DEG sets. To visualize results, heat maps were generated using the most over‐represented biological functions for DEG sets of interest. Hierarchical clustering based on significance values was used to represent overall similarity and differences between the DEG sets 36. Moreover, clusters from SOM analysis were investigated to identify canonical pathways using Ingenuity Pathway Analysis software (IPA, www.qiagen.com/ingenuity). A Benjamini–Hochberg adjusted *P*‐value was calculated using the Fisher's exact test and <0.05 used to identify significantly over‐represented canonical pathways.

### RNA‐Seq qPCR validation

Technical validation of RNA‐Seq data was performed on glomerular tissue by quantitative real‐time polymerase chain reaction (RT‐qPCR; *n* = 6/group). Biological confirmation was performed on glomerular and SCN tissue (*n* = 6/group). We focused on the SOM cluster, containing genes regulated by diabetes, but reversed by pioglitazone treatment in both kidney glomeruli and SCN (Table 1; Fig. 4) as this cluster likely represents pathways that may drive both DN and small nerve fibre dysfunction and provides insight into conserved pathways in the diabetic kidney and nerve. Our selection of specific genes for RT‐qPCR was based on a combination of expression level (FPKM), fold‐change, FDR significance, *P*‐values (Data S1). Based on our understanding of mitochondrial substrate metabolism in complications‐prone tissue 37, 38, 39, and the established role of oxidative stress in diabetic complications 40, we chose two targets encoding components of fatty acid β‐oxidation (*Acaa2*, and *Echs1* encoding the second and last enzymes of β‐oxidation) for technical validation, and two targets encoding subunits of complex II and complex IV of the mitochondrial electron transport system (*Sdhb*, complex II; *Cox4i1*, complex IV), and a target encoding a mitochondrial peroxynitrite antioxidant enzyme, peroxiredoxin‐5 (*Prdx5*) for biological confirmation. cDNA was generated from 40 ng of total RNA (iScript cDNA Synthesis Kit; Bio‐Rad, Hercules, CA). RT‐qPCR was performed in triplicate using sequence‐specific primers (Table S16), Power SYBR^®^ Green PCR Master Mix (Applied Biosystems/Waltham, MA, USA) and the StepOnePlus™ Real‐Time PCR System (Applied Biosystems/Waltham, MA, USA). Expression of each gene was calculated from a cDNA titration within each plate (standard curve method) and normalized to the geometric mean of tyrosine 3‐monooxygenase/tryptophan 5‐monooxygenase activation protein (*Ywhaz*) endogenous reference gene expression. Samples were assayed in triplicate.

**Table 1:** Pathway enrichment analysis of SOM Cluster. Top 20 significantly enriched canonical pathways among the shared genes in modules 42 and 49 from the SOM analysis using IPA^a^

Canonical pathways	BH *P*‐value^a^	Genes
Mitochondrial dysfunction	7.94E−20	*Ndufa4, Sdhb, Cox7b, Cox6a1, Cox6c, Prdx5, Uqcr11, Xdh, Aco2, Ndufb3, Ndufb10, Pdha1, Ndufb9, Ndufab1, Ndufb6, Aco1, Atp5 g3, Cox4i1, Sdha, Ndufv1, Cox6b1, Ndufb4, Cycs, Ndufv3, Uqcrb, Gsr, Atp5b, Uqcr10, Uqcrc2, Cyc1, Cox5a, Cox7a2, Ndufa12, Atpaf2, Uqcrq*
Oxidative phosphorylation	7.94E−20	*Ndufa4, Sdhb, Cox7b, Cox6a1, Cox6c, Uqcr11, Ndufb3, Ndufb10, Ndufb9, Ndufab1, Ndufb6, Atp5 g3, Cox4i1, Sdha, Ndufv1, Cox6b1, Ndufb4, Cycs, Ndufv3, Uqcrb, Atp5b, Uqcr10, Uqcrc2, Cyc1, Cox5a, Cox7a2, Ndufa12, Atpaf2, Uqcrq*
TCA cycle II (Eukaryotic)	3.16E−17	*Sdha, Sdhb, Idh3 g, Aco2, Mdh1, Sucla2, Cs, Suclg1, Dlst, Dld, Idh3a, Mdh2, Fh, Aco1, Idh3b*
Glycolysis I	4.37E−07	*Pgk1, Eno1, Tpi1, Pgam1, Pkm, Aldoa, Gapdh, Pfkl, Aldoc*
Glutaryl‐CoA degradation	6.17E−06	*Hadhb, L3hypdh, Acat1, Ehhadh, Hsd17b4, Hadh*
Gluconeogenesis I	6.17E−06	*Pgk1, Eno1, Pgam1, Aldoa, Gapdh, Mdh1, Mdh2, Aldoc*
Valine degradation I	7.41E−06	*Hadhb, Echs1, Bcat2, Bckdha, Dld, Dbt, Ehhadh*
Acetyl‐CoA Biosynthesis I (Pyruvate dehydrogenase complex)	8.71E−06	*Pdha1, Dlat, Dld, Dbt, Pdhb*
Fatty acid β‐oxidation I	2.00E−05	*Hadhb, Echs1, Ehhadh, Hsd17b4, Acadm, Acaa2, Eci1, Hadh*
Isoleucine degradation I	2.14E−05	*Hadhb, Echs1, Bcat2, Acat1, Dld, Ehhadh*
Tryptophan degradation III (eukaryotic)	2.19E−04	*Hadhb, L3hypdh, Acat1, Ehhadh, Hsd17b4, Hadh*
Sucrose degradation V (Mammalian)	1.32E−03	*Tpi1, Aldoa, Galm, Aldoc*
Branched‐chain α‐keto acid dehydrogenase complex	1.70E−03	*Bckdha, Dld, Dbt*
Pentose phosphate pathway (oxidative branch)	3.89E−03	*Pgd, Pgls, G6pd*
Lipoate biosynthesis and incorporation II	1.55E−02	*Lipt1, Lias*
Leucine degradation I	2.69E−02	*Bcat2, Acadm, Mccc2*
Ascorbate recycling (cytosolic)	3.55E−02	*Glrx, Gsto1*
Glutathione redox reactions II	3.55E−02	*Gsr, Glrx*
Fatty acid β‐oxidation III (unsaturated, odd number)	3.55E−02	*Ehhadh, Eci1*
Pentose phosphate pathway	4.07E−02	*Pgd, Pgls, G6pd*

a IPA: ingenuity pathway analysis; BH *P*‐value: Benjamini–Hochberg *P*‐value.

### Statistical analyses of phenotypic data

Statistical analyses of phenotypic and RT‐qPCR data utilized GraphPad Prism Software, version 6 (GraphPad Software, La Jolla, CA, USA). Data were assumed to follow a Gaussian distribution based on the rules for transformation and non‐normative data 41. One‐way ANOVA with Tukey's post‐test for multiple comparisons or Kruskal–Wallis test with Dunn's post‐test for multiple comparisons was used, as appropriate 42. The correlation matrix was generated from Pearson's correlations. Data were considered significant when *P* < 0.05. Reported values represent the mean ± SEM.

## Results

### Bioinformatic workflow and confirmation of pioglitazone efficacy in the kidney and small nerve fibres

To determine the differential effects of pioglitazone on DPN and DN and to elucidate potential mechanisms explaining tissue‐specific differences, we compared the metabolic, neurological and renal phenotypes of *db/+* and *db/db* mice with and without pioglitazone treatment (Fig. 1A). We next identified differentially regulated cellular pathways using differential analysis and SOMs to analyse RNA transcripts from the SCN, DRG, kidney glomeruli and kidney cortex (Fig. 1B). Consistent with our previous studies 20, *db/db* mice receiving pioglitazone treatment were significantly heavier than both *db/+* and *db/db* mice, but had significantly reduced blood glucose levels and GHb % with no significant effect on insulin, cholesterol or triglyceride levels (Fig. S1). Also consistent with our previous study, we found that pioglitazone could significantly prevent small nerve fibre dysfunction, but large nerve fibre dysfunction was unaffected by treatment (Fig. S2). In contrast, pioglitazone had a significant effect on DN anatomical and physiological markers of renal function (Figs S3 and S4). Due to the positive effect of pioglitazone treatment on hyperglycaemia, small fibre dysfunction (hind paw thermal latency) and DN, we performed correlation analyses between these parameters (Fig. S5; Data S1). All correlations were significant, suggesting a close relationship between glycemia, small fibre dysfunction and DN. Taken together, these data indicate that pioglitazone treatment selectively affects different aspects of metabolism and functions in a tissue‐specific manner during T2DM.

### Differential expression analysis of tissue‐specific RNA transcripts identifies reversed and exacerbated genes associated with DPN, DN and pioglitazone treatment

To identify specific mechanisms differentially affected by pioglitazone in DPN and DN at the transcriptomic level, we first analysed steady‐state gene expression in the SCN, DRG, kidney glomeruli and kidney cortex using RNA‐Seq. This analysis resulted in an average of 29.8 (±8.4) million reads, and the resulting data were subsequently analysed using differential expression analysis (Fig. 1B; Table S1). 

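The RNA-Seq values come from 4 tissues of male db/+ and db/db mice on the C57BLKS background. The db/db mice lack a working leptin receptor and become obese and diabetic. The tissues were the SCN, which holds axons, Schwann cells and the connective tissue and fat around them, the DRG, which holds the cell bodies of sensory neurons, isolated kidney glomeruli, and kidney cortex, which is mostly tubule. Each tissue was taken at 16 weeks of age from 4 groups, db/+, db/+ PIO, db/db and db/db PIO, where PIO marks mice fed chow with 112.5 mg/kg pioglitazone, for a dose of 15 mg/kg, for 11 weeks. There were 6 libraries in each group, except 5 in DRG db/db, and 95 libraries in all. The authors aligned the reads with TopHat to the mouse reference transcriptome (build mm9, NCBI 37) and calculated FPKM with Cufflinks. The deposited values are one FPKM per gene symbol and library, written to 2 decimals. From there, log2(FPKM + 1) was compared between groups with limma in one fit of the 4 groups of a tissue, for genes with an FPKM of at least 1 in at least 5 libraries of the tissue, at an FDR below 0.05 (Benjamini-Hochberg). Fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low values. An exact 0 was often a failed estimate rather than a low level. The cytoskeletal gene Actb was listed at 0 in 74 of 95 libraries and had a median of 651.02 in the others, the elongation factor gene Eef1a1 was at 0 in 46 libraries with a median of 1835.04 in the others, and Tbp was at 0 in all 95. A 0 was therefore taken as missing, a choice made after these genes were seen and before any group was compared, and a gene was tested with at least 3 values in each of the groups compared. The zeros may depend on the level. In DRG db/db replicate 3, 10 skeletal muscle markers reached an FPKM of 1, with Acta1 at 109.24. The muscle gene Ckm was listed at 0 there, against 0.08 to 1.25 in the other DRG db/db libraries. Where zeros fall on high values, means and fold changes can be biased, and strongly raised genes can go untested. Means, SDs and n cover the libraries with a value above 0. The counts with each 0 entered as a value of 0, as the design was first written, are given beside the main ones. In that setting, 27 of 162 calls of named genes were kept, 121 ended and 14 ended with a turn in direction. Of 31 calls of gene lists by camera 4 were kept, 19 ended and 8 ended with a turn of the median or of the direction of the test.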

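The read totals of the single libraries are not part of the deposited values and were not estimated from them, so the depth of each library was not known here. The number of genes above 0, which failed estimates lower, is no measure of it. The SCN libraries had 7342 to 10432 genes above 0 (median 8733), the DRG libraries 7533 to 9558 (median 8284), the glomerular libraries 7333 to 8626 (median 8150.5) and the cortex libraries 7567 to 9533 (median 8138). Within the SCN the group medians were 9051 in db/+, 8839.5 in db/+ PIO, 8226 in db/db and 8424.5 in db/db PIO. The FPKM of a library summed to 141469 to 260274 in SCN, 140164 to 269263 in DRG, 129009 to 193784 in glomeruli and 184748 to 601310 in cortex, where a single db/db library gave the highest sum. Among genes with a usual FPKM of 10 or more, 62.3% of the entries in SCN, 62.4% in DRG, 61.7% in glomeruli and 64.2% in cortex were at 0, while 0.32%, 0.08%, 0.33% and 0.76% lay above 0 but well under the usual level. These gaps leave fewer than 6 values for many genes of each group.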

For each type of tissue, four DEG sets were obtained from the pairwise comparisons (*db/+ versus db/db*,* db/+ versus db/+* PIO, *db/+* PIO *versus db/db* PIO, and *db/db versus db/db* PIO) (Fig. 2A). 

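Few genes passed for pioglitazone in non-diabetic mice. Between db/+ and db/+ PIO, limma called 4 of 5142 genes in SCN, 0 of 4153 in DRG, 0 of 4419 in glomeruli and 1 of 4004 in cortex, and at an unadjusted p under 0.05 the counts were 659, 403, 118 and 103. Between the pioglitazone-fed groups, db/+ PIO against db/db PIO, the SCN had 1487 DEGs of 4402 tested (909 higher and 578 lower in db/db PIO), the DRG 354 of 4095 (168 higher, 186 lower), the glomeruli 358 of 4255 (180 higher, 178 lower) and the cortex 761 of 3865 (274 higher, 487 lower). The higher share depends on the scaling. In DRG it was 47.5%, against 59.4% with median-of-ratios rescaling and 57.6% with quantile normalization, and in glomeruli 50.3%, against 75.4% with quantile normalization. These 4 counts, with each 0 entered as a value, were 147, 0, 11 and 55, and those between db/+ and db/+ PIO were 2, 0, 0 and 0. For db/+ and db/+ PIO the SCN count was 30 without SCN db/+ replicate 6, 7 to 10 without SCN db/+ replicate 5, SCN db/+ PIO replicate 1, 4 or 6, SCN db/db replicate 3 or SCN db/db PIO replicate 6, and 1 without SCN db/+ replicate 3 or SCN db/+ PIO replicate 3, the cortex count was 0 without Cortex db/+ PIO replicate 5 or 6, and the 761 of cortex became 1154 without Cortex db/db replicate 6.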

The number of genes regulated by diabetes (*db/+ versus db/db*) was similar in the SCN (2077) and the DRG (2061); however, pioglitazone significantly changed gene expression in 14‐fold more genes in the diabetic SCN (2368) than in the DRG (164). Similarly, in the kidney, the number of DEGs was greater in diabetic glomeruli (1644) than in cortex (909), and pioglitazone changed the expression of fourfold more genes in the diabetic glomeruli (2880) than the cortex (678). These data indicate that even within similar tissue, pioglitazone treatment can have differing effects.

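In the SCN, diabetes was accompanied by higher transcripts of Igfbp3, which encodes a binding protein for insulin-like growth factors, and by lower transcripts of mast cell proteases, Shh and the cartilage collagen gene Col2a1. Igfbp3 (chromosome 11, 7106089 to 7113926 in mm9) had 7.72 ± 2.11 FPKM (SD, n = 6) in db/+ and 42.1 ± 13.8 (n = 5) in db/db, a log2 fold change of 2.29 (SE 0.19, adjusted p = 4.65e-08 from limma). Atp6v0d2, a subunit of the vacuolar proton pump (chromosome 4, 19803988 to 19849752), rose by 2.93 (SE 0.428, adjusted p = 1.60e-04). Of 6 mast cell markers tested, 4 fell (Cpa3, Mcpt4, Cma1 and Tpsb2), none rose, and the same 4 passed when adjusted over the list alone. Mcpt4 fell from 65.2 ± 16.3 (n = 3) to 12.1 ± 5.51 FPKM (n = 4). The list was lower by camera at an adjusted p of 2.69e-06 (adjusted p = 0.128 with an estimated correlation). Of 16 cell cycle genes, 8 rose, among them Mki67 and Top2a, and 11 when adjusted over the list alone, with an adjusted p of 2.56e-04 from camera (adjusted p = 0.616 with an estimated correlation). With pioglitazone, the SCN of db/db mice gained transcripts of brown fat and of PPARG target genes. Cox8b, a cytochrome c oxidase subunit of brown adipocytes and heart (chromosome 7, 148084842 to 148086345), rose from 8.96 ± 5.11 (n = 6) to 136 ± 79.0 FPKM (n = 4), and Cidea, a lipid droplet protein, rose by 3.04 (SE 0.626, adjusted p = 0.005). Fabp4, a fatty acid carrier of adipocytes, rose from 4545 ± 2274 to 11626 ± 3373 (n = 6 in each). All 3 PPARG targets tested and 2 of 3 brown adipocyte markers rose. In the DRG, diabetes raised Npy, which encodes neuropeptide Y (chromosome 6, 49772709 to 49779506), from 1.41 ± 0.599 (n = 6) to 8.31 ± 3.78 FPKM (n = 5), and lowered Hes5, a Notch target, by a log2 fold change of -1.24 (SE 0.162, adjusted p = 2.90e-04). Of 12 immediate early genes tested in DRG, 5 rose, among them Jund, Btg2 and Klf4, and 7 when adjusted over the list alone. Over all genes, diabetes changed 629 of 4233 in SCN (321 higher, 308 lower) and 158 of 3829 in DRG (107 higher, 51 lower). Pioglitazone in db/db mice changed 399 of 3940 in SCN (256 higher, 143 lower) and 0 of 3794 in DRG by limma, where 325 had an unadjusted p under 0.05 and array weights gave 31. The share of higher genes in SCN was 51% for diabetes and 64.2% for pioglitazone, against 42.9% and 69.3% with median-of-ratios rescaling and 72.6% and 52.9% with quantile normalization. With each 0 entered as a value, the 4 counts were 41, 0, 20 and 0, and the call of the mast cell list ended while that of cell cycle genes did not. In that setting the 41 in SCN with diabetes were 8 higher and 33 lower, and the 20 with pioglitazone were 19 higher and 1 lower. The SCN diabetes count was 386 without SCN db/db replicate 1, and that of DRG was 90 to 95 without DRG db/+ replicate 1, 3 or 6 or DRG db/db replicate 1, 2 or 5, 270 without DRG db/+ PIO replicate 1, 659 with array weights, and 547 when only the db/+ and db/db libraries entered the fit. Fitted on those 2 groups alone, the SCN diabetes count was 399. The SCN pioglitazone count was 715 with array weights. With at least 5 values in each group the counts were 394 and 83 for diabetes and 243 for pioglitazone in SCN, and with a fold change of at least 1.5 they were 278, 30 and 187.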

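In glomeruli, diabetes raised transcripts of tubule epithelium. S100g, the vitamin D-dependent calbindin of distal tubule (chromosome X, 159399924 to 159402531), rose by 3.56 (SE 0.875, adjusted p = 0.009 from limma), the tight junction gene Cldn4 by 3.34 (SE 0.587, adjusted p = 3.17e-04) and Slpi by 3.00 (SE 0.375, adjusted p = 7.25e-06). All 3 collecting duct markers tested (Elf5, Krt18 and Krt19), all 3 intercalated cell markers (Atp6v0d2, Foxi1 and Aqp6), 2 of 3 distal tubule markers and 4 of 11 proximal tubule markers rose, and none fell. Steap4, a metalloreductase (chromosome 5, 7960472 to 7982213), fell from 7.30 ± 2.84 to 1.31 ± 0.372 FPKM. Of 14 interferon-stimulated genes 8 fell, also when adjusted over the list alone, with an adjusted p of 4.29e-04 from camera (adjusted p = 0.406 with an estimated correlation). With pioglitazone, the same tubule segments were lower. All 3 collecting duct and all 3 intercalated cell markers, 2 of 3 distal and 4 of 11 proximal tubule markers fell. Transcripts of macrophages fell too. Of 8 macrophage markers 6 fell, and 7 when adjusted over the list alone (camera, adjusted p = 1.33e-06, and adjusted p = 0.137 with an estimated correlation), and C1qb, a chain of complement C1q (chromosome 4, 136436044 to 136442102), went from 34.5 ± 18.6 (n = 5) to 3.11 ± 2.09 FPKM (n = 6). All 5 MHC class II genes tested fell. In cortex, diabetes raised Bhmt, the betaine-homocysteine methyltransferase gene (chromosome 13, 94386846 to 94407916), from 2.36 ± 0.742 (n = 5) to 74.4 ± 37.0 (n = 3), and lowered Igj, the joining chain of immunoglobulins (chromosome 5, 88949537 to 88956916), from 18.6 ± 8.88 to 0.790 ± 0.239. All 13 interferon-stimulated genes tested fell in cortex, at an adjusted p of 7.16e-12 (adjusted p = 0.014 with an estimated correlation), and 7 of 9 macrophage markers fell (adjusted p = 2.80e-08, and adjusted p = 0.025 with an estimated correlation). In all, diabetes changed 1070 of 4210 genes in glomeruli (695 higher, 375 lower) and 406 of 3925 in cortex (170 higher, 236 lower), and pioglitazone in db/db mice changed 963 of 4158 (300 higher, 663 lower) and 126 of 3890 (22 higher, 104 lower). The higher share of the glomerular DEGs was 65% for diabetes, against 52.7% with median-of-ratios rescaling and 41.6% with quantile normalization. For pioglitazone it was 31.2%, against 49.6% and 69.6%. With quantile normalization the median log2 fold change of all genes was -0.08 for diabetes and 0.15 for pioglitazone, against 0.04 and -0.04 without it. In cortex the share for pioglitazone was 17.5%, against 35.3% and 30.6%. With each 0 entered as a value, the 4 counts were 127, 24, 110 and 2, and the calls of interferon-stimulated genes in glomeruli and of macrophage markers in both tissues ended. The cortex diabetes count was 676 without Cortex db/db replicate 6, 214 when only the 2 compared groups entered the fit, 770 with array weights and 615 without the filter on low values. The pioglitazone count in cortex was 55 without Cortex db/db replicate 4, 62 to 83 without Cortex db/db replicate 5 or Cortex db/db PIO replicate 2, 4 or 5, 189 without Cortex db/db replicate 6, 48 when only the 2 compared groups entered the fit, 72 with quantile normalization and 389 with array weights. With a fold change of at least 1.5 the counts were 571 and 251 for diabetes and 515 and 72 for pioglitazone, and with at least 5 values in each group those of glomeruli were 587 and 583.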

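In the cortex of db/db mice, pioglitazone raised Id4, an inhibitor of helix-loop-helix factors, by a log2 fold change of 1.50 (SE 0.256, adjusted p = 0.003 from limma) and Pck1, the gluconeogenic PEP carboxykinase, by 0.91 (SE 0.175, adjusted p = 0.018). It lowered Mgp, the matrix Gla protein gene, by -1.36 (SE 0.241, adjusted p = 0.008) and Tgfb1 by -0.62 (SE 0.106, adjusted p = 0.003). Of 12 macrophage markers tested in cortex 4 fell, and 9 when adjusted over the list alone (camera, adjusted p = 7.28e-05, and adjusted p = 0.245 with an estimated correlation). Of 8 cholesterol synthesis genes none passed over all genes tested and 2 rose when adjusted over the list alone. In the DRG, none of the genes of any list passed for pioglitazone over all genes tested. Of 8 PPARG targets in DRG, 3 rose and 1 fell when adjusted over the list alone, with a median log2 fold change of 0.21 (camera, adjusted p = 0.002, and adjusted p = 0.251 with an estimated correlation). Of 4 adipocyte markers in the same DRG libraries, 2 rose when adjusted over the list alone, with a median log2 fold change of 0.90, and Fabp4, which is on both lists, was at 3.5 to 34.72 FPKM in db/db and 24.33 to 175.63 in db/db PIO. The 34.72 was that of DRG db/db replicate 3, and the other db/db libraries were at 3.5 to 6.1. Muscle transcripts stood high in that library too, with Acta1 at 109.24 against 0 to 0.91 in the other DRG db/db libraries. The call of the macrophage list in cortex ended when each 0 was entered as a value, and that of PPARG targets in DRG did not. The response was not tested for a difference between SCN and DRG or between glomeruli and cortex. From the numbers of DEGs in each pair of tissues, the paper concludes that the drug can act differently even within similar tissue.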

**Figure 2:**
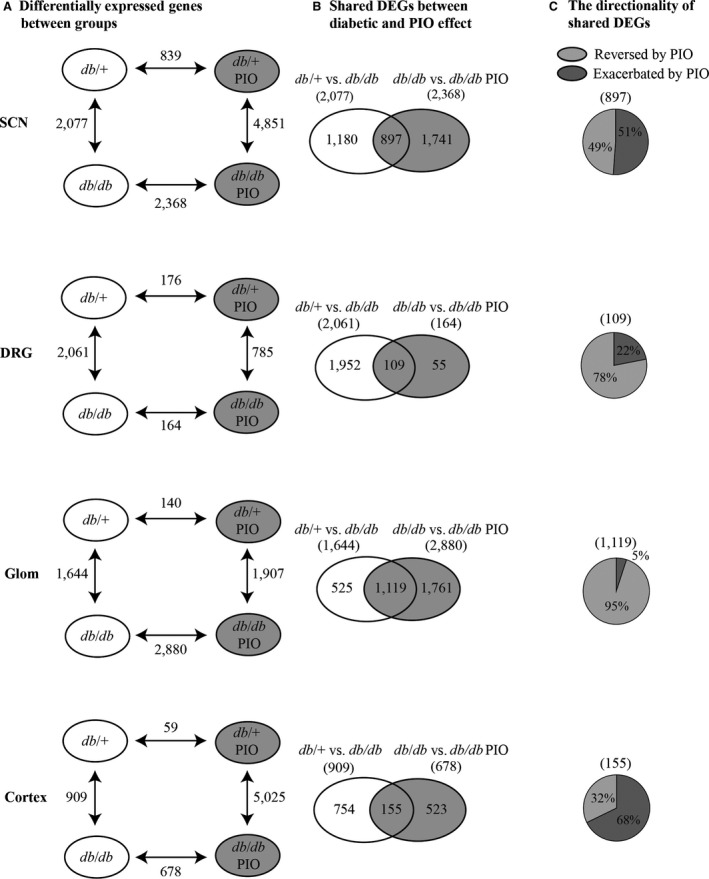
Differential expression analysis. RNA‐Seq data were used to determine gene expression in nerve (SCN, DRG) and kidney (Glom, cortex) tissues from all groups. (**A**) Differential gene expression analysis was determined using Cuffdiff with a false discovery rate (FDR) cut‐off of <0.05. Pairwise comparisons were performed between DEG sets for all groups within a tissue. DEGs regulated by both diabetes and pioglitazone within a tissue were determined (*db/+ versus db/db* and *db/db versus db/db* PIO). Venn diagrams illustrate the shared and unique DEGs between the two groups. (**B**) Directionality of regulation of these overlapping DEG sets was assessed, and the shared genes were divided into two groups: DEGs Reversed by PIO and DEGs Exacerbated by PIO. (**C**) The percentage of shared DEGs exacerbated and reversed by PIO is indicated in the pie chart for each tissue. SCN, sciatic nerve; DRG, dorsal root ganglia; Glom, glomeruli.

To better understand the cellular mechanisms driving DN and DPN changes in response to pioglitazone treatment, we next compared *db/+ versus db/db* and *db/db versus db/db* pioglitazone DEG sets in each tissue (Fig. 2B). Overall, 897 (43%) SCN DEGs and 1119 (68%) glomeruli DEGs were significantly affected by both diabetes and pioglitazone in *db/db* mice (Tables S2–S9). However, only 109 (5%) DRG and 155 (17%) kidney cortex DEGs were affected by treatment. 

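In the SCN, 93 genes were DEGs of both diabetes and pioglitazone, 16.1% of the 579 diabetes DEGs among 3756 genes tested in both contrasts. They include S100a8, a calcium-binding protein of myeloid cells, the eosinophil ribonuclease gene Ear11, Mmp3, Shh and Col2a1, and the mast cell proteases Mcpt4 and Cpa3. In glomeruli, 547 genes were shared, 55% of 995 diabetes DEGs among 3758 genes. They include the tubule genes Tmem213, Epcam, Cdh1, Krt8 and Krt18, the enzyme gene Ptges, and Grem1. Unchanged groups simulated against the same db/db libraries gave 0 shared genes in each of 100 simulations. Unchanged groups leave few calls at this FDR in either contrast, so this 0 sets no scale for the shared counts. Independent lists of these sizes would share, per direction, 18.7 genes higher in both contrasts, 10.8 lower in both, 10.6 up then down and 19.1 down then up in SCN, and 47.2, 57.3, 110 and 24.6 in glomeruli. Both contrasts use the db/db libraries. When 3 of them served one contrast and 3 the other, the shared genes numbered 16 in SCN (median of 20 splits, 5 to 124) and 229 in glomeruli (214 to 269). These splits allowed fewer than 3 values in a group and tested another set of genes, at the median 2979.5 in SCN and 3255.5 in glomeruli. Their counts are therefore not over the same genes as the 93 and 547. The covariance of the log2 fold changes of both contrasts was 0.005 in SCN, against -0.0179 for simulated unchanged groups, and -0.234 in glomeruli, against -0.0228. The shared genes numbered 3 in SCN and 74 in glomeruli with each 0 entered as a value. With array weights they numbered 166 and 689, and with a fold change of at least 1.5 they numbered 36 and 316.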

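In cortex, 25 genes changed with both diabetes and pioglitazone, 6.5% of 385 diabetes DEGs among 3499 genes tested in both. Tgfb1, the complement gene C1qa, the lysozyme gene Lyz2 and the chemokine receptor gene Ccr2 were lower with diabetes and lower again with pioglitazone, while Phlda3, a p53 target, rose by 1.01 with diabetes and fell by 1.16 with pioglitazone. In DRG the count was 0 of 148 diabetes DEGs, since no gene passed for pioglitazone in limma at this FDR; 92 genes had an unadjusted p under 0.05 in both contrasts. Independent lists would share 0.9, 6.3, 4.3 and 1.4 genes in cortex (higher in both, lower in both, up then down, down then up). Simulated unchanged groups shared 0 in both tissues, which sets no scale, since they leave few calls at this FDR. Splitting the db/db libraries between the contrasts, with fewer than 3 values in a group allowed, gave 12 shared genes in cortex (4 to 55) and 0 in DRG (0 to 1). The cortex count was 57 without Cortex db/db replicate 6, 11 without Cortex db/db replicate 4, and 13 to 16 without Cortex db/+ replicate 3 or 5, Cortex db/+ PIO replicate 2, Cortex db/db replicate 3 or Cortex db/db PIO replicate 2, 4, 5 or 6. It was 109 with array weights and 1 with each 0 entered as a value.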

To address the discrepancy, we examined the transcript expression of *Ppara*,* Ppard* and *Pparg* in the SCN, DRG, kidney glomeruli and kidney cortex (Fig. S6). Pioglitazone is a PPARG agonist; therefore, we suggested that the low number of genes regulated by pioglitazone treatment in DRG and cortex could be due to low PPAR expression in these tissue types. 

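In db/+ mice, Ppara (chromosome 15, 85565413 to 85633249 in mm9) was listed above 0 in 5 of 6 SCN libraries (1.63 to 1.99 FPKM, median 1.90), in 4 DRG libraries (0.42 to 0.77, median 0.60), in 3 glomerular libraries (0.73 to 0.94, median 0.76) and in no cortex library. Ppard (chromosome 17, 28369699 to 28438414) was above 0 in 1 library each of SCN (10.73), DRG (5.34) and cortex (4.97), and listed at 0 in all 6 glomerular libraries. Pparg, the target of pioglitazone (chromosome 6, 115311239 to 115440419), was listed at 0 in all 6 SCN libraries, above 0 in 2 DRG libraries (0.62 and 0.93), in 1 glomerular library (2.14) and in 3 cortex libraries (1.06 to 1.80). Of the 18 pairs of tissues over the 3 genes, 4 had enough values for a two-sided exact permutation test, and none passed after adjustment. By this exact test, Ppara in SCN against DRG gave p = 0.016 (adjusted p = 0.063) and in SCN against glomeruli p = 0.036 (adjusted p = 0.071). Both are the smallest p that these numbers of values allow. No pair could therefore pass after adjustment, and the 4 tests decide nothing about differences between the tissues. When each 0 was entered as a value, 0 of 18 pairs passed, with a smallest adjusted p of 0.234.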

Overall, the number of *Ppar* transcripts was highest in kidney glomeruli and SCN with reduced expression in the kidney cortex and negligible transcript expression in the DRG. Hence, the reduced *Ppar* expression in the DRG and the kidney cortex likely explains the relatively low numbers of shared DEGs in these tissues. 

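Over all 4 groups of each tissue, Ppara was above 0 in 15 of 24 SCN libraries (median 1.97 FPKM), 14 of 23 DRG libraries (median 0.64), 16 of 24 glomerular libraries (median 0.92) and none of 24 cortex libraries. Pparg was listed at 0 in all 24 SCN libraries, and was above 0 in 6 DRG, 4 glomerular (1.87 to 5.06) and 15 cortex libraries (0.46 to 2.11, median 0.75). Among the values above 0, Ppara was higher in SCN than in DRG or glomeruli (permutation test, adjusted p = 9.00e-05 for each, from the smallest p the resamples can give) and higher in glomeruli than in DRG (adjusted p = 0.002), and Pparg was higher in glomeruli than in DRG (exact permutation test, adjusted p = 0.017) and cortex (adjusted p = 0.002), 5 of 9 pairs that could be tested. With each 0 entered as a value, 7 of 18 pairs passed, among them Pparg in cortex over SCN (adjusted p = 9.00e-05) and over DRG (adjusted p = 0.040). Of the 5 calls above, only Ppara in SCN over DRG was then kept (adjusted p = 0.015). Those of Ppara in SCN over glomeruli and in glomeruli over DRG ended (adjusted p = 0.193 for each). So did those of Pparg in glomeruli over DRG (adjusted p = 0.730) and over cortex (adjusted p = 0.330), the last with a turn in direction. From the reduced Ppar expression in DRG and cortex (Fig. S6), the paper proposes an explanation for the low numbers of shared DEGs in these tissues.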

Our subsequent analyses therefore focused primarily on the SCN and glomeruli, as these tissues are affected by pioglitazone treatment.

We next determined whether DEGs shared between the *db/+ versus db/db*, and *db/db versus db/db* PIO DEG sets were regulated in the opposite (reversed) or same (exacerbated) direction (Fig. 2C). As large fibre dysfunction is unaffected by pioglitazone treatment in *db/db* mice (Fig. S2), we reasoned that DEGs in SCN that are significantly up‐regulated during diabetes but not reversed by pioglitazone treatment (Table S2) may contribute to large fibre dysfunction. In contrast, genes reversed by pioglitazone treatment in the SCN (Table S7) and reversed in the glomeruli (Table S8) may prevent damage of the small nerve fibres and the kidney during T2DM. 

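The genes that diabetes raised and pioglitazone lowered in SCN included the transcription factor gene Pou3f1 (0.47 with diabetes, -0.88 with pioglitazone on the log2 scale), the angiotensinogen gene Agt (0.73 and -0.85), the membrane trafficking gene Ehd3 (0.64 and -0.63) and the stathmin family gene Stmn3 (0.44 and -0.54). Those lowered by diabetes and raised by the drug included Mcpt4 (-2.41 and 1.04), Cpa3 (-1.97 and 0.80), Pdpn, which encodes podoplanin (-1.41 and 0.64), the heme oxygenase gene Hmox1 (-0.35 and 0.53), the chaperone gene Hsp90aa1 (-0.67 and 0.39) and the clock gene Npas2 (-0.39 and 0.47). In glomeruli such changes included genes of tubule epithelium, Tmem213 (3.58 and -3.72), Adh1 (3.14 and -3.49), Epcam (3.21 and -2.65), Cdh1 (2.95 and -2.77) and Krt8 (2.38 and -2.97), as well as Stc1 (2.79 and -2.84), Sfrp1 (2.47 and -2.61) and Ptges, the prostaglandin E synthase gene (2.30 and -2.74). Kcnj10, a potassium channel of distal tubule, rose by 2.74 and fell by 2.40. All of these passed the limma test in both contrasts. Agt did not pass for pioglitazone in 11 of 24 fits that each left out 1 SCN library.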

Consistent with our phenotypic data, only half of the shared DEGs in SCN (49%) were reversed by pioglitazone treatment while the majority of the shared DEGs in glomeruli (95%) were reversed. These data suggest that pioglitazone may contribute to large nerve fibre dysfunction by exacerbating a tissue‐specific subset of genes within the SCN while ameliorating DN *via* a completely different mechanism.

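Of the 93 shared SCN genes, 32 changed in opposite directions, 34.4% (exact 95% binomial interval 24.9 to 45 over genes, which are not independent replicates), 17 up and then down and 15 down and then up. Of the 547 shared glomerular genes, 535 did so, 97.8% (interval 96.2 to 98.9), 414 up and then down, among them the glycolysis enzyme Gapdh, and 121 down and then up, among them Gdf5, a growth factor of the BMP family. The cortex had 11 of 25, 44% (interval 24.4 to 65.1), among them Nkain1 and Fkbp10. Since the db/db libraries stand on opposite sides of both contrasts, chance alone gives opposite signs. Among simulated genes with an unadjusted p under 0.05 in both contrasts, 99.3% were opposite in SCN and 99.4% in glomeruli and cortex, where the real genes gave 45.7%, 96.8% and 44.6%. With separate db/db libraries for each contrast the share was 17.4% in SCN (7.8 to 71.4), 97.9% in glomeruli (94.4 to 99.6) and 21.1% in cortex (7.3 to 60). Those splits tested another set of genes, with fewer values per group allowed. With each 0 entered as a value the share was 100% in all 3 tissues, over 3, 74 and 1 shared genes, and in cortex it was 73.5% without the filter on low values. In the same glomerular libraries, 98.2% of 55 genes enriched in cortex had a log2 fold change above 0 with diabetes, and 100% of them one below 0 with pioglitazone.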

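Of the 61 SCN genes that changed in the same direction with diabetes and with pioglitazone, 37 rose in both and 24 fell in both. S100a8 rose by 2.62 with diabetes and by 2.25 with pioglitazone on the log2 scale, the eosinophil gene Ear11 by 1.27 and 3.45, Apoc2 by 0.79 and 1.31, Apoc4 by 1.46 and 1.44, Klb, the co-receptor for FGF21, by 0.93 and 1.40, and Mmp3, a stromelysin, by 0.81 and 1.10. Shh fell by 1.73 and 0.62, Col2a1 by 1.61 and 0.78, and the synaptotagmin gene Syt4 by 1.42 and 0.55. The glomeruli had 12 such genes, 8 higher and 4 lower, among them Fgl2 (0.89 and 0.74), Serping1 (0.44 and 0.52) and Oas1a (-0.64 and -0.58). Among the 61 SCN genes, Ear11 had 1.97 FPKM in db/db (mean) and 28.7 in db/db PIO. From the shares of reversed and exacerbated genes, the paper proposes that the drug contributes to large fibre dysfunction through a set of genes of the SCN, and relieves DN by another route.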

### Comparison of pathways using differential expression analysis identifies cellular pathways associated with tissue‐specific pioglitazone function

We next used the DEGs found in the SCN and kidney glomeruli to determine which cellular pathways are associated with DPN, DN and pioglitazone treatment. DN phenotypes were completely prevented by pioglitazone (Fig. S3), while the effects of pioglitazone on DPN were limited to small fibre function (Figs S1 and S2). Therefore, to identify unique pathways underlying these tissue‐specific differences, we compared the three DEG subsets from SCN that were either (A) not affected by pioglitazone in diabetic mice (SCN *db/db* only), (B) exacerbated by pioglitazone (SCN Exacerbated) or (C) reversed by pioglitazone (SCN Reversed), to DEGs reversed by pioglitazone in the kidney glomeruli (Glom Reversed; Fig. 3A‐C). This was done to identify pathways associated with large fibre dysfunction, small fibre dysfunction and DN. DEGs shared between the SCN *db/db* only and the Glom Reversed sets are genes that may drive large fibre dysfunction (Fig. 3A); there were a total of 117 DEGs shared between these two data sets. 

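Over the 2355 genes tested in all contrasts of SCN and glomeruli, 270 passed for diabetes and not for pioglitazone in SCN, and 288 were reversed in glomeruli. Of these, 39 were in both sets (33 expected, one-sided Fisher's exact test, p = 0.140). A gene that did not pass may still have changed with the drug. Igfbp3 rose with diabetes in SCN and was 0.35 higher with pioglitazone on the log2 scale (SE 0.19, adjusted p = 0.257 from limma), while in glomeruli it rose by 1.88 and fell by 1.40 with the drug. Atp6v0d2 rose in SCN with diabetes and by 2.73 in glomeruli, where it fell by 2.87 with the drug. Its change with pioglitazone in SCN was 0.82, which did not pass. Table S13 of the paper lists Atp6v0d2 as exacerbated by the drug in SCN, together with Blnk. Lcn2, the lipocalin released by injured epithelium and neutrophils, rose by 0.55 in SCN and 2.15 in glomeruli, and fell by 1.52 in glomeruli with pioglitazone. The B cell adaptor gene Blnk rose by 1.40 and 2.10 in the 2 tissues, and Ube2c, a cell cycle gene, by 1.10 and 0.80. Kcnj10 went the other way in SCN, where diabetes lowered it (log2 fold change -0.64, SE 0.099, adjusted p = 1.52e-04). The count was 17 when only the 2 compared groups entered each fit, and 1 with each 0 entered as a value.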

DEGs shared between the SCN Exacerbated and the Glom Reversed data sets indicate genes that may drive both DPN and DN but are not reversed in the SCN by pioglitazone (Fig. 3B); there were 71 shared DEGs in the data sets. 

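Of 30 genes exacerbated in SCN, 7 were reversed in glomeruli (3.7 expected; one-sided Fisher's exact test, p = 0.0647). Gsto1, a glutathione transferase of the omega class, rose in SCN by 1.17 with diabetes (SE 0.258, adjusted p = 0.005 from limma) and by 1.13 with pioglitazone (SE 0.285, adjusted p = 0.015), and in glomeruli by 0.92 before it fell by 0.83. Rrm2, a ribonucleotide reductase subunit of dividing cells, rose by 0.78 and 0.66 in SCN, and rose by 0.83 and fell by 1.00 in glomeruli. Cstb, the cystatin B gene, rose by 0.67 and 0.87 in SCN and went from 0.38 to -0.22 in glomeruli. Creg1 rose by 0.36 and 0.42 in SCN, while in glomeruli it fell by 0.45 with diabetes and rose by 0.35. The others were Fam110c, Tmem20 and LOC100504315. With array weights 14 genes were shared, and none with each 0 entered as a value.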

Finally, shared DEGs between the SCN Reversed and the Glom Reversed data sets indicate genes that are reversed in both tissues by pioglitazone. 

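Of 20 genes reversed in SCN, 5 were reversed in glomeruli (2.4 expected; one-sided Fisher's exact test, p = 0.0874). Cdkn2b, which encodes the cell cycle inhibitor p15, fell by 0.73 with diabetes and rose by 0.79 with pioglitazone in SCN, and moved the other way in glomeruli, where it rose by 0.61 and fell by 0.68 on the log2 scale. Mex3c, an RNA-binding protein, rose by 0.21 and fell by 0.28 in SCN, and fell by 0.27 and rose by 0.28 in glomeruli. Hist2h2be, a histone gene, fell with diabetes and rose with the drug in both tissues, and Lrrc3 rose and fell in both. All 4 passed the limma test in both contrasts of both tissues, as did LOC100504038. The count was 3 without SCN db/db replicate 2, without SCN db/db PIO replicate 2, or without Glom db/db replicate 3 or 4, and 1 with a fold change of at least 1.5 required. It was 0 with each 0 entered as a value, 3 with median-of-ratios rescaling or with only the compared groups in the fit, 8 with quantile normalization and 9 with array weights.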

As small fibre dysfunction is prevented by pioglitazone, overlapping DEGs in this data set may therefore contribute to small fibre dysfunction (Fig. 3C). The SCN Reversed and Glom Reversed data set was comprised of 62 DEGs; the top 20 up‐ and down‐regulated shared DEGs for each of the three comparisons are listed in Tables S10–S15.

**Figure 3:**
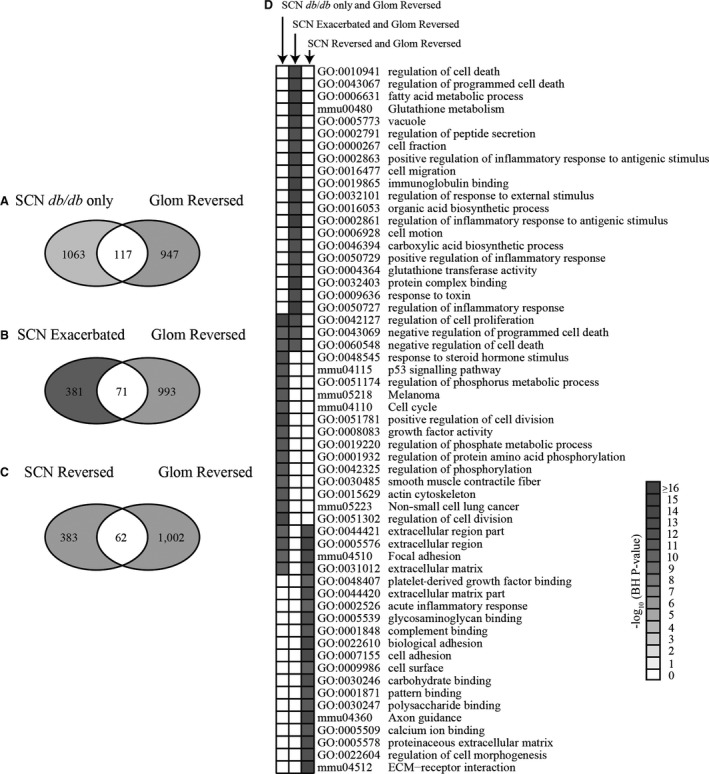
Analysis of DEGs between SCN and glomeruli. The DEG sets were analysed between the DEGs reversed by pioglitazone treatment in glomeruli and three groups of DEGs in SCN: (**A**) SCN *db/db* only, (**B**) SCN Exacerbated and (**C**) SCN Reversed. (**D**) DAVID functional enrichment analysis was performed on the shared DEGs from each comparison. Over‐represented functions are shown in the heat map with *P*‐value <0.05.

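In SCN, 3 of 8 structural ECM genes tested fell with diabetes and none rose, and 5 fell when adjusted over the list alone (camera, adjusted p = 1.64e-04, and adjusted p = 0.128 with an estimated correlation). Vcan, which encodes versican, fell from 10.2 ± 1.56 to 4.38 ± 0.397 FPKM, a log2 fold change of -1.05 (SE 0.086, adjusted p = 4.65e-08 from limma). In glomeruli, 5 of 11 structural genes rose (Col1a1, Col3a1, Col6a1, Col6a2 and Dcn) and Col15a1 fell, also when adjusted over the list alone (camera, adjusted p = 0.223). The decorin gene Dcn rose by 1.45 (SE 0.326, adjusted p = 0.002). With pioglitazone, 5 of 11 structural genes fell in glomeruli and 6 when adjusted over the list alone (camera, adjusted p = 0.009, and adjusted p = 0.295 with an estimated correlation), and in SCN 1 of 9 fell, Sparc, from 2784 ± 91.3 to 2232 ± 108 FPKM, with 1 higher and 1 lower when adjusted over the list alone. Of the structural genes, 2 could be compared between the tissues for diabetes, and both differed by limma. Of 5 focal adhesion genes tested in SCN with diabetes, Bcar1 rose by 0.51 (adjusted p = 0.025) while the integrin genes Itga2 and Itgb3 fell (camera, adjusted p = 0.378). In glomeruli, Src rose by 0.89 (adjusted p = 1.95e-04) and Itga2 fell, of 6 tested (camera, adjusted p = 0.672). When zeros were entered as values, the call of structural genes in SCN with diabetes ended, with a turn in the direction of the camera test, and that in glomeruli with pioglitazone was kept. The tubule markers described for the glomeruli moved with diabetes and the drug in the same libraries.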

In both the SCN *db/db* only *versus* Glom Reversed (Fig. 3A) and SCN Reversed *versus* Glom Reversed (Fig. 3C) DEG comparisons, our functional analysis using DAVID identified enriched pathways related to extracellular matrix (ECM) remodelling and focal adhesion (Fig. 3D). 

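Col1a1 (chromosome 11, 94797538 to 94814356 in mm9) was listed at 0 in all 6 SCN db/+ libraries, at 259.30 and 220.57 FPKM in 2 SCN db/db libraries and at 0 in the other 4, and at 190.29 and 153.95 in 2 SCN db/db PIO libraries. In glomeruli it was 0.680 ± 0.856 in db/+, 1.80 ± 1.08 in db/db and 0.212 ± 0.123 in db/db PIO (SD, n = 6 each), a rise of 0.76 (SE 0.232, adjusted p = 0.019 from limma) and a fall (log2 fold change -1.13, SE 0.232, adjusted p = 0.002). Srcin1, an inhibitor of Src kinase (chromosome 11, 97370654 to 97436540), was above 0 in 1 SCN db/+ library (0.37), in no db/db library of either tissue, and in 2 SCN db/db PIO libraries (0.25 and 0.41). In glomeruli it was at 0.10 in 1 db/+ library and at 0.06 and 0.07 in 2 db/db PIO libraries. Spon2, a secreted matrix protein (chromosome 5, 33556167 to 33560887), was listed at 0 in all SCN db/+ and db/db libraries and at 24.17 and 22.90 in 2 SCN db/db PIO libraries. In glomeruli Spon2 was 0.367 ± 0.173 FPKM in db/+ (n = 6), 9.58 and 8.28 in 2 db/db libraries with the other 4 at 0, and 1.38 ± 1.11 in db/db PIO (n = 6). With so many libraries at 0, no SCN change of these 3 genes could be tested.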

In the SCN *db/db* only *versus* Glom Reversed data sets, we found gene expression changes in collagen, type I, alpha 1 (*Col1a1*), SRC kinase signalling inhibitor 1 (*Srcin1*) and *Spon2*, suggesting that these DEGs may be involved in DN and large fibre dysfunction in DPN (Table S11). In contrast, pioglitazone reversed expression of several DEGs in both the SCN and the kidney glomeruli (SCN Reversed *versus* Glom Reversed). 

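Bmp3, a growth factor of the BMP family (chromosome 5, 99283458 to 99309979 in mm9), had 7.86 and 8.72 FPKM in 2 SCN db/+ libraries, with the other 4 listed at 0, 3.03 ± 0.906 (SD, n = 5) in db/db and 5.63 ± 1.24 (n = 5) in db/db PIO. Its pioglitazone change in SCN was 0.73 on the log2 scale (SE 0.224, adjusted p = 0.052 from limma). In glomeruli Bmp3 rose from 0.225 ± 0.113 (n = 6) to 2.47 ± 1.87 (n = 5), a log2 fold change of 1.38 (SE 0.190, adjusted p = 3.39e-05), and returned to 0.166 ± 0.137 (n = 5) with pioglitazone (-1.46, SE 0.198, adjusted p = 3.77e-05). Col6a1 (chromosome 10, 76171537 to 76188913) fell in SCN from 72.0 ± 20.0 to 46.2 ± 9.70 (n = 6 each; -0.60, SE 0.180, adjusted p = 0.035) and was above 0 in 1 SCN db/db PIO library (94.39). In glomeruli it rose by 0.98 (SE 0.189, adjusted p = 6.53e-04) and fell with pioglitazone (-1.21, SE 0.189, adjusted p = 1.16e-04). Col3a1 (chromosome 1, 45368383 to 45406551) was listed at 0 in all SCN db/+ libraries, at 91.59 and 104.89 in 2 SCN db/db libraries and at 209.57 in 1 SCN db/db PIO library, and in glomeruli it rose by 0.70 (SE 0.225, adjusted p = 0.025) and fell with pioglitazone (-1.12, SE 0.225, adjusted p = 0.001). The Col6a1 call in SCN was lost in 8 of 24 fits that each left out 1 library, and that of Col3a1 in glomeruli with diabetes in 5.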

Bone morphogenetic protein 3 (*Bmp3*), laminin, gamma 2 (*Lamc2*), type VI, alpha 1 collagen (*Col6a1*), and type III, alpha 1 collagen (*Col3a1*) were reversed in both tissue types suggesting that the associated pathways may be involved in DN and DPN small fibre dysfunction (Table S15). Together, these data suggest that correcting changes related to tissue remodelling in the glomeruli has a large impact on DN, but the associated pathways have a more complex relationship with regard to the SCN and DPN.

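Of 16 genes that remodel the matrix tested in diabetic glomeruli, 8 rose and none fell, also when adjusted over the list alone, among them Mmp12, Timp1, Timp4, Loxl1, Grem1 and Bmp3 (camera, adjusted p = 0.002, and adjusted p = 0.133 with an estimated correlation). Timp1, an inhibitor of matrix metalloproteinases, rose by 0.60 (adjusted p = 0.004 from limma) and Loxl1, a collagen cross-linking enzyme, by 0.69 (SE 0.138, adjusted p = 0.001). With pioglitazone 4 of 15 fell in glomeruli and the protease gene Adamts4 rose by 1.09 (adjusted p = 0.024), with 1 higher and 7 lower when adjusted over the list alone. In SCN, 3 of 14 rose with diabetes, among them Mmp3 and Plau, the urokinase gene, and 2 fell, Mmp9 (log2 fold change -1.53, SE 0.218, adjusted p = 5.45e-05) and Adamts4 (-0.41, SE 0.107, adjusted p = 0.014; camera, adjusted p = 0.403). With pioglitazone 2 of 12 rose in SCN and 3 when adjusted over the list alone, among them Ctgf (0.79, adjusted p = 0.036), with an adjusted p of 0.017 from camera (adjusted p = 0.452 with an estimated correlation). That list call was lost without SCN db/db replicate 2 or SCN db/db PIO replicate 3, and both list calls ended with each 0 entered as a value. Tubule markers moved in the same glomerular libraries, where all 3 intercalated cell markers tested rose with diabetes and fell with the drug. From the shared genes of ECM remodelling and focal adhesion (Fig. 3D), the paper proposes that correcting tissue remodelling in glomeruli weighs heavily in DN, with a more complex relation in the SCN.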

Of particular interest were the differential effects of pioglitazone in nerve and kidney seen in the SCN *db/db* only *versus* Glom Reversed (Fig. 3A) and SCN Exacerbated *versus* Glom Reversed comparisons (Fig. 3B; Tables S10‐S13), as these pathways may contribute to the pathogenesis of both DPN and DN (pioglitazone treatment had no effect on large fibre DPN but reversed DN). 

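The difference between the tissues was tested directly. The fit did not pair the libraries by mouse, although the paper describes RNA of all tissues from the same groups of mice. Fitted together, the response to diabetes differed between SCN and glomeruli for 428 of 2692 genes by limma, with opposite signs in 342 of them, and the response to pioglitazone for 545 of 2564, with opposite signs in 473. In 371 of the 545 the SCN value lay above the glomerular one. Glycolysis enzymes were among the genes that parted. All 3 tested for pioglitazone differed, with medians of 0.33 in SCN and -0.80 in glomeruli, and 2 of 5 for diabetes (camera, adjusted p = 0.053). Of 6 glutathione and antioxidant genes 4 differed in their response to pioglitazone, with medians of 0.60 and -0.35 (camera, adjusted p = 5.95e-04, and adjusted p = 0.118 with an estimated correlation). Cell cycle genes had medians of 0.21 and -0.24, and 3 of 7 differed (adjusted p = 0.011, and adjusted p = 0.217 with an estimated correlation). Mitochondrial ribosomal proteins had medians of 0.33 and -0.06, and 2 of 6 differed (adjusted p = 0.025, and adjusted p = 0.172 with an estimated correlation). In the same libraries with the drug, all 55 genes enriched in cortex had a log2 fold change below 0 in glomeruli, with a median of -0.92, and 3 brown adipocyte markers had a median of 3.04 in SCN. No list passed for the response to diabetes. Both counts of differing genes were higher without the filter on low values and with quantile normalization. With each 0 entered as a value, the counts of genes were 17 and 18 and the lists of glutathione, cell cycle and mitochondrial ribosomal genes were not called, with a turn in the direction of the test for the last. The call of mitochondrial ribosomal proteins was also lost without SCN db/db replicate 3 or SCN db/db PIO replicate 1.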

Among the shared DEGs, there was functional enrichment of multiple categories related to cell death and the inflammatory response (Fig. 3D).

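Apoptosis genes gave few calls in either tissue. With diabetes, 0 of 14 passed in SCN by limma, over all genes and adjusted over the list alone (camera, adjusted p = 0.503; median log2 fold change 0.07), and 2 of 16 rose in glomeruli, Bnip3 by 0.47 (adjusted p = 0.050, under the threshold before rounding) and Gadd45b by 0.59 (adjusted p = 0.003), with 1 when adjusted over the list alone (camera, adjusted p = 0.576). With pioglitazone Cycs, the cytochrome c gene, rose in SCN from 23.3 ± 4.79 (n = 4) to 59.3 ± 13.2 FPKM (n = 3), 1 of 12 tested, and Cycs and Pmaip1 fell in glomeruli, 2 of 17 (none when adjusted over the list alone). Of 34 inflammatory mediators tested in diabetic SCN, 7 rose and 2 fell, and 8 and 2 when adjusted over the list alone, and camera did not call the list (adjusted p = 0.115, and adjusted p = 0.824 with an estimated correlation). The interleukin 1 receptor antagonist gene Il1rn rose by 1.92 (SE 0.373, adjusted p = 0.004), while Il33 fell (-1.08, SE 0.219, adjusted p = 0.004). In diabetic glomeruli 5 of 24 rose and none fell, 4 when adjusted over the list alone, among them Icam1 and Ptgs2 (camera, adjusted p = 0.041, and adjusted p = 0.480 with an estimated correlation). With pioglitazone, 2 of 32 rose in SCN, and 3 rose and 4 fell of 23 in glomeruli. Of complement genes, C3ar1 (1.36, adjusted p = 0.001) and C5ar1 (0.81, adjusted p = 0.021) rose and C1ra fell (-0.69, adjusted p = 0.019) in diabetic SCN, of 5 tested. In glomeruli with the drug 4 of 8 fell and 1 rose (camera, adjusted p = 0.040, and adjusted p = 0.295 with an estimated correlation), and of MHC class II genes, Cd74 went from 241 ± 125 (n = 3) to 34.2 ± 23.9 (n = 6) and H2-Aa fell (-1.94, SE 0.347, adjusted p = 5.31e-04). Lymphocyte genes stood high in 1 SCN db/db library, replicate 4, with Cd79b at 34.87 FPKM and Cd3g at 15.01. In SCN with pioglitazone, camera called neither apoptosis genes nor inflammatory mediators in the main fit, but called both lists without that library. It also called apoptosis genes there with the replicate number as a block, and inflammatory mediators with quantile normalization. With diabetes, camera called the inflammatory list in SCN without SCN db/db replicate 3 and with at least 5 values in each group (adjusted p = 0.015). It also did so for diabetes in SCN with each 0 entered as a value (adjusted p = 5.38e-04). In diabetic glomeruli the call of this list was lost without Glom db/+ replicate 2, 3, 5 or 6, or Glom db/db replicate 4. The complement call was lost in 8 of 24 fits that each left out 1 glomerular library. It was also lost with a pseudocount of 0.1, with the replicate number as a block and when only the 2 compared groups entered the fit. Both list calls in glomeruli ended with each 0 entered as a value. Tubule markers moved with diabetes and the drug in the same glomerular libraries, among them all 3 collecting duct markers tested.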

### Identification of dysregulated molecular pathways associated with pioglitazone treatment in the SCN and glomeruli using self‐organizing map analysis

Previous studies have shown that the use of differential expression analysis for analysing RNA transcripts can produce very different results depending on a number of factors 25. To support the results generated using differential expression analysis, we utilized SOM analysis to identify similar patterns of gene expression across the three experimental groups (*db/+*,* db/db* and *db/db* PIO) in both the SCN and the kidney glomeruli. 

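A map of the same kind was made from the group means of log2(FPKM + 1) in db/+, db/db and db/db PIO of SCN and glomeruli, centred per gene. With a 0 taken as missing and a mean of at least log2 3 in a group, 5117 genes entered, and 5705 when any single library could reach that level. The number was 6482 with each 0 entered as a value. Sdhb, a subunit of mitochondrial complex II (chromosome 4, 140517118 to 140535108 in mm9), was listed at 0 in all 95 libraries and could not enter.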

After removal of very low expression values, 15,588 genes remained for SOM analysis. Genes with similar expression patterns were grouped into modules and plotted as a 7 × 7 map to empirically identify biologically meaningful pathways (Fig. 4A). 

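On the map made from the deposited values, the modules at the corners held genes with a mean SD over the 6 group values of 1.26 on the log2 scale, and those at the centre 0.24. This is descriptive, since the map sorts genes by the same group values.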

Genes with the most variation across the experimental groups are gathered in the modules in the top left and bottom right corners of the grid map, whereas genes with less variation across groups are gathered around the centre of the map. As a screen to identify modules of interest, we performed DAVID for all 49 modules and determined the most over‐represented biological functions (Fig. S7). By combining adjacent modules with similar expression patterns, we were able to define functional clusters of interest and identify pathways associated with diabetic complications and pioglitazone treatment (Table 1; Fig. 4B).

**Figure 4:**
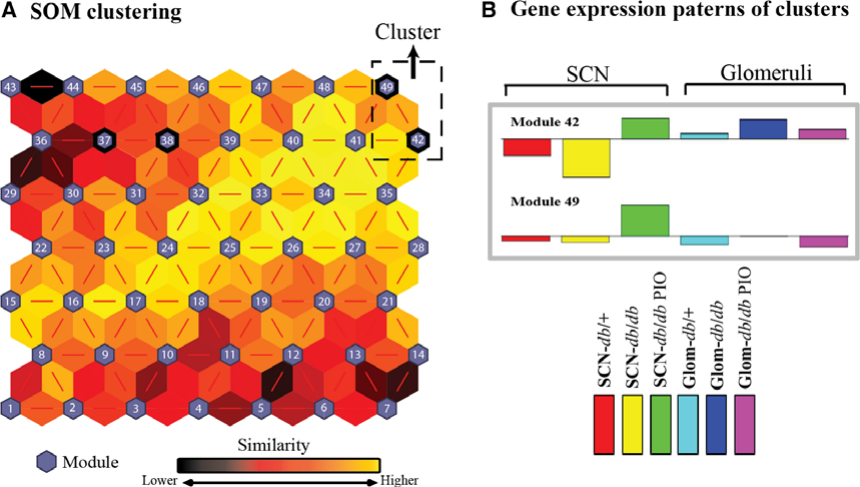
Analysis of self‐organizing maps. SOM analysis was applied to the RNA‐Seq data to identify coherent patterns of gene expression across six groups: *db/+*,* db/db* and *db/db* PIO in SCN and glomeruli. (**A**) SOM clustering analysis demonstrates the distances between correlated gene groups. Small blue hexagons represent a module containing genes with a similar expression pattern. The neighbouring modules are connected with a red line. The colours between the modules indicate the similarity between modules: Lighter colours represent higher similarity, and darker colours represent lower similarity. (**B**) Gene expression patterns of biological interest were identified, and a cluster comprised of modules 42 and 49 was further analysed.

The regulation pattern of genes in modules 42 and 49 is analogous to the differential expression analysis of genes in the SCN Reversed and Glom Reversed groups and represents conserved pathways that may drive both DN and small nerve fibre dysfunction (Fig. 3C). This cluster contained pathways related to mitochondrial dysfunction, oxidative phosphorylation, glycolysis, fatty acid β‐oxidation and the TCA cycle (Table 1). 

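The study lists 518 genes of this cluster (Data S1), and 506 of these symbols are in the deposited values. The study chose them on these samples, so their direction is not independent evidence. In SCN with diabetes 152 of 179 tested had a log2 fold change above 0, 84.9% (exact 95% binomial interval 78.8 to 89.8), with a median of 0.33, 38 called higher by limma and none lower. This interval and those below are over genes, which are not independent replicates. With pioglitazone in SCN 145 of 150 were above 0, 96.7% (92.4 to 98.9), with a median of 0.45, 57 called higher and none lower. In glomeruli 146 of 180 were above 0 with diabetes, 81.1% (74.6 to 86.5), 55 called higher and 4 lower, and 41 of 177 with pioglitazone, 23.2% (17.2 to 30.1), 4 called higher and 46 lower. Of the 220 listed genes on the map made here, 81 fell in one pair of adjacent modules of 150 genes (36.8%), whose mean in SCN was -0.43 in db/+, -0.11 in db/db and 0.52 in db/db PIO, and in glomeruli -0.06, 0.16 and -0.08. With each 0 entered as a value, the share of listed genes above 0 was 39.6% and 59.4% in SCN and 55.2% and 39.9% in glomeruli. These shares also cover listed genes with too few values for the main test, so they are not over the same genes. In that setting the best pair of modules held 10% of the 300 listed genes on the map.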

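The genes named in Table 1, which the study also chose on these samples, were counted by pathway. For oxidative phosphorylation, 1 of 7 tested rose in SCN with diabetes, Cox6a1, and 5 of 8 rose with pioglitazone (6 when adjusted over the list alone; camera, adjusted p = 4.30e-06, and adjusted p = 0.170 with an estimated correlation). In glomeruli 1 of 6 rose with diabetes (camera, adjusted p = 0.450) and 1 of 4 fell with the drug. For mitochondrial dysfunction, 1 of 8 rose in SCN with diabetes and 6 of 9 with pioglitazone, and in glomeruli 2 of 7 rose and 1 of 5 fell. For glycolysis none of 5 passed by limma in SCN with diabetes and 2 of 3 rose with pioglitazone, while in glomeruli 4 of 5 rose with diabetes (5 when adjusted over the list alone; camera, adjusted p = 0.010, and adjusted p = 0.406 with an estimated correlation) and all 4 tested fell with pioglitazone. Gapdh rose from 171 ± 52.0 to 292 ± 36.3 FPKM in diabetic glomeruli, a log2 fold change of 0.80 (SE 0.122, adjusted p = 6.01e-05 from limma), and fell back by the same amount with the drug (adjusted p = 8.92e-05). For the TCA cycle, Fh1, the fumarase gene, rose in SCN with pioglitazone by 0.88 (SE 0.152, adjusted p = 0.003), 1 of 1 tested, and fell in glomeruli (-0.38, adjusted p = 0.009), 1 of 4. For β-oxidation, 2 of 3 rose in glomeruli with diabetes and 2 of 2 fell with pioglitazone, among them Hadh (0.64, adjusted p = 3.88e-04, and -0.39, adjusted p = 0.009). When each 0 was a value, the calls of the oxidative phosphorylation list in SCN with pioglitazone and of the glycolysis list in diabetic glomeruli ended, with a turn in the direction of the test or of the median. The glycolysis call also ended when only the 2 compared groups entered the fit. Brown adipocyte markers in SCN (2 of 3 higher) and tubule markers in glomeruli (all 3 of the collecting duct lower) moved with the drug in the same libraries.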

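Ndufb6, a subunit of complex I (chromosome 4, 40217624 to 40226454 in mm9), had 104 ± 6.48 FPKM in SCN db/+, 107 ± 16.0 in db/db and 190 ± 45.9 in db/db PIO (SD, n = 5 each). Its diabetes change was 0.04 (SE 0.154, adjusted p = 0.882 from limma), and with pioglitazone it rose by 0.80 (SE 0.154, adjusted p = 0.004). Ndufb10 had a diabetes change of -0.00 (adjusted p = 0.995) and rose with the drug by 0.45 (SE 0.097, adjusted p = 0.011). Cox5a of complex IV (chromosome 9, 57369039 to 57380231) was at 0.25 with diabetes (adjusted p = 0.231) and rose by 0.60 with pioglitazone (SE 0.143, adjusted p = 0.013). Cox6a1 rose with diabetes from 614 ± 101 (n = 3) to 823 ± 29.9 (n = 4), and was at 0.24 with pioglitazone (adjusted p = 0.202). Cox7a2 and Ndufb4 did not pass in SCN with pioglitazone (0.33, adjusted p = 0.216, and 0.40, adjusted p = 0.092). Of 9 complex I subunits of the general list tested in SCN with pioglitazone, 4 rose, and 9 when adjusted over the list alone (camera, adjusted p = 8.40e-06, and adjusted p = 0.170 with an estimated correlation), against 0 of 9 by limma with diabetes (median 0.04). The call of this list with pioglitazone ended with each 0 entered as a value and the direction of the test turned, as did that of Atp5b in diabetic glomeruli. In glomeruli Atp5b, the beta subunit of ATP synthase (chromosome 10, 127520329 to 127527447), rose with diabetes from 470 ± 21.5 (n = 4) to 706 ± 123 (n = 3) and was listed at 0 in all db/db PIO libraries. Ndufv3 was at 0.04 with diabetes (adjusted p = 0.842) and at -0.32 with pioglitazone there (adjusted p = 0.102). Acaa2, a β-oxidation thiolase (chromosome 18, 74938851 to 74965861), was listed in glomeruli at 48.39, 49.22 and 48.20 in db/+, at 100.20 and 97.96 in db/db and at 55.55 and 55.99 in db/db PIO. With pioglitazone, brown adipocyte markers rose in the same SCN libraries, among them Cidea. Sdhb, Atp5g3 and Atpaf2 were listed at 0 in all of these SCN and glomerular libraries, and Ndufb3, Ndufv1, Ndufa4, Cox4i1, Cox6b1, Cox6c and Cox7b in most.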

Genes of interest that were reversed included those encoding subunits of the mitochondrial complexes (complex I NADH oxidoreductase, *Ndufa4/12*,* Ndufb3/4/6//9/10*,* Ndufv1/3*; complex II, *Sdha*,* Sdhb*; complex IV, *Cox4i1*,* Cox5a*,* Cox6a1*,* Cox6b1*,* Cox6c*,* Cox7a2*,* Cox7b*; and complex V, *Atp5g3*,* Atp5b*,* Atpaf2*), and β‐oxidation enzymes (*Acaa2*,* Echs1*). 

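The response of the oxidative phosphorylation genes was compared between SCN and glomeruli in one fit. With pioglitazone, 6 of 7 complex I subunits tested differed between the tissues, with medians of 0.46 in SCN and -0.28 in glomeruli, and 4 of 5 subunits of complexes II to V, with medians of 0.67 and -0.44 (camera, adjusted p = 4.20e-04 for each list, and adjusted p = 0.172 and 0.126 with an estimated correlation). Uqcrfs1, the Rieske subunit of complex III, rose by 0.79 in SCN (SE 0.174, adjusted p = 0.006 from limma) and fell in glomeruli (-0.61, adjusted p = 0.014), and Cycs fell in glomeruli (-0.53, adjusted p = 0.034). In the same libraries the brown adipocyte markers of SCN, which belong to cells rich in mitochondria, had a median of 3.04 with pioglitazone, and the genes enriched in cortex had one of -0.92 in glomeruli. With diabetes, 0 of 6 complex I subunits and 0 of 6 of complexes II to V differed between the tissues by limma. Over these genes, the medians were 0.09 in SCN and 0.22 in glomeruli for complex I, and 0.24 and 0.23 for complexes II to V. In diabetic glomeruli alone 1 of 8 complex I subunits rose (Ndufa8), and 3 when adjusted over the list alone (camera, adjusted p = 0.223). In diabetic glomeruli, camera called complex I and complexes II to V with quantile normalization, with array weights and without Glom db/+ replicate 2. With each 0 entered as a value neither was called there, and the median or the direction of the test turned. All 4 mitochondrial genes of Table 1 that could be compared differed with pioglitazone (0.74 against -0.23). Neither list was called for the difference between the tissues with each 0 entered as a value, and the direction of the test turned for complex I. In glomeruli alone, the pioglitazone change of complex I gave a camera adjusted p of 0.109, and of 0.019 with quantile normalization.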

Notably, although these pathways are conserved across the tissues, they are largely opposite in their directionality of regulation (Fig. 4B). Selected genes in the cluster were validated in SCN and glomeruli using RT‐qPCR, which demonstrated comparable profiles to the RNA‐Seq data (Table S16). Collectively, these observations highlight tissue‐specific pathways associated not only with diabetes pathogenesis but with pioglitazone treatment.

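Table S16 gives RT-qPCR fold changes for Acaa2, Echs1, Sdhb, Cox4i1 and Prdx5. Of the 14 RT-qPCR ratios, 6 could be set beside a ratio of the deposited group means, all in glomeruli, and all 6 lay on the same side of 1 (3 of 6 with each 0 entered as a value). Acaa2 in db/db was 2.04 times db/+ (99.1 ± 1.58 FPKM, n = 2, against 48.6 ± 0.54, n = 3; exact permutation test, p = 0.200) and in db/db PIO 0.563 times db/db (55.8 ± 0.31, n = 2; exact permutation test, p = 0.333). Echs1, the enoyl-CoA hydratase gene (chromosome 7, 147291609 to 147302375 in mm9), was 1.16 times db/+ (exact permutation test, p = 0.257) and then 0.821 times db/db (p = 0.267, exact). Prdx5, a mitochondrial peroxiredoxin (chromosome 19, 6981187 to 6984596), was above 0 in 1 glomerular db/db library at 437.27, 1.79 times the mean of 2 db/+ libraries, and the mean of 5 db/db PIO libraries was 0.559 times it. In SCN Prdx5 was 1.33 times db/+ in db/db (exact permutation test, p = 0.133) and 1.28 times db/db in db/db PIO (p = 0.333, exact). The p-values of Acaa2 in glomeruli and of Prdx5 in SCN are the smallest their numbers of values allow, so these tests could not pass. Sdhb had no value, and Cox4i1 (chromosome 8, 123192190 to 123198109) had 1 in the SCN and glomerular groups compared here, at 434.08 in SCN db/+, so neither gave a ratio.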

## Discussion

Available treatments for DPN and DN can have variable efficacy in small nerve fibres, large nerve fibres and kidneys, suggesting that tissue‐specific mechanisms occur in response to treatment. We recently reported that pioglitazone, a triglyceride‐lowering, insulin‐sensitizing PPARG agonist, has differing effects on DPN and DN phenotypes in a mouse model of diabetes 20. The goal of this study was therefore to elucidate the shared and unique mechanisms underlying DN and DPN in response to pioglitazone treatment. Using the same experimental paradigm as our previous study, we confirmed our previous observations that pioglitazone prevents small nerve fibre and renal dysfunction but is unable to prevent large nerve fibre dysfunction during DPN. We then used RNA‐Seq combined with a combination of differential expression analysis and SOM analysis to determine molecular pathways that may be driving tissue‐specific differences.

We evaluated gene expression changes in the nerve and kidney of control (*db/+*), diabetic (*db/db*) and pioglitazone‐treated (*db/+* PIO and *db/db* PIO) mice. Differential expression analysis showed that pioglitazone had a greater effect on SCN and kidney glomeruli gene expression than on DRG and cortex profiles, likely due to reduced PPAR expression in the DRG and the kidney cortex. Subsequent analysis therefore focused on SCN and kidney glomeruli. Consistent with the phenotypic data, in the SCN, 897 shared genes were regulated by both diabetes and pioglitazone, with approximately half of the overlapping genes exacerbated and half reversed by pioglitazone. Those reversed by pioglitazone likely contribute to the prevention of small fibre dysfunction, while those exacerbated or unaffected by pioglitazone likely contribute to large fibre dysfunction. In contrast, of the 1119 shared genes altered in the kidney glomeruli during diabetes, virtually all (95%) were reversed by pioglitazone treatment.

As small fibre dysfunction and DN correlated strongly with glycemia (Fig. S5), gene expression reversal may be a downstream effect of preventing hyperglycaemia (Fig. S1). It is unclear to what extent the changes seen following pioglitazone treatment are due to direct PPAR inhibition or prevention of hyperglycaemia. Therefore, while it is obvious that exacerbated changes in the large nerve fibre are directly due to pioglitazone treatment, the prevention of DN and small nerve fibre dysfunction may be partially due to prevention of hyperglycaemia. The enhanced expression of *Ppar* isoforms in tissue with high numbers of DEGs (Fig. S6), however, suggests that *Ppar* inhibition plays a key role in the observed changes. Further studies will be needed to determine the direct impact of systemic metabolic changes on gene expression in the nerve and kidney.

Consistent with previous reports, genes associated with tissue remodelling such as *Grem1*,* Grem2* and *Spon2* were significantly up‐regulated in the kidney glomeruli during diabetes but reversed by pioglitazone (Table S8) 43, 44. Similarly, levels of SPON2, an ECM protein involved in innate immunity, correlate with DN severity in T2DM patients 45; we observed increased *Spon2* levels in the diabetic kidney that were reversed by pioglitazone treatment. 

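Grem1, an antagonist of BMP signalling (chromosome 2, 113586321 to 113598803 in mm9), had 0.04, 0.03, 0.27 and 0.48 FPKM in 4 glomerular db/+ libraries with 2 listed at 0, and 3.73, 2.49, 13.41, 7.24 and 42.50 in 5 db/db libraries with 1 at 0. It was 0.112 ± 0.080 (SD, n = 6) in db/db PIO. It rose with diabetes by 3.02 on the log2 scale (SE 0.447, adjusted p = 7.98e-05 from limma) and fell with pioglitazone (-3.13, SE 0.404, adjusted p = 2.96e-05). The 42.50 stood apart from the other db/db libraries.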

Our data therefore suggest that changes in tissue remodelling and ECM function within kidney glomeruli are involved in DN pathophysiology but ameliorated by pioglitazone. Many of these pathways are unaffected or even up‐regulated in the presence of pioglitazone in the SCN, however. For example, *Col1a1*,* Srcin1* and *Spon2* are reversed in glomeruli, but are unaffected by pioglitazone in SCN, suggesting a role for these genes in large fibre dysfunction (Table S11).

In contrast, expression of other genes associated with tissue remodelling such as *Bmp3*,* Lamc2*,* Col6a1* and *Col3a1* was reversed in both the kidney glomeruli and the SCN in response to pioglitazone (Table S15). This suggests a role for these genes in small fibre dysfunction. Indeed, injection of *Bmp2*‐overexpressing fibroblasts can promote sensory nerve remodelling and neurogenic inflammation in C57BL/6 mice 46. Regardless of large/small fibre stratification, these data implicate dysfunctional ECM signalling and tissue remodelling as shared pathogenic mechanisms between DN and DPN.

Inflammatory pathways are also differentially regulated in DPN and DN. 

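Mmp12, a macrophage elastase (chromosome 9, 7344381 to 7369499 in mm9), was between 0.01 and 0.34 FPKM in the 6 SCN db/+ libraries, at 7.14 in 1 SCN db/db library with the other 5 listed at 0, and at 29.52 and 4.09 in 2 SCN db/db PIO libraries. With 1 value in db/db the change could not be tested in SCN. In glomeruli Mmp12 was 0.398 ± 0.192 (SD, n = 5) in db/+, 1.66 ± 1.54 (n = 5) in db/db and 0.205 ± 0.120 (n = 6) in db/db PIO, a rise of 0.78 (SE 0.261, adjusted p = 0.032 from limma) and a fall with pioglitazone (-0.99, SE 0.250, adjusted p = 0.007). The rise was lost in 6 of 24 fits that each left out 1 glomerular library.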

*Mmp12*, part of the inflammatory matrix metalloproteinase family, was up‐regulated in the SCN 143‐fold during diabetes but unaffected by pioglitazone treatment (Table S2), supporting our previous study which demonstrated *Mmp12* up‐regulation in the SCN of leptin‐deficient BTBR *ob/ob* mice 36. In contrast, *Mmp12* deletion in diabetic mice reduces kidney glomeruli matrix accumulation and markers of inflammation, suggesting an important but reversible role for MMP12 in driving kidney complications 47.

To confirm these results, we also used SOM analysis to detect tissue‐specific transcription changes in the SCN and kidney glomeruli following pioglitazone treatment. We focused on modules 42 and 49 as their shared pattern of gene expression compares genes that are reversed by pioglitazone treatment in both the kidney glomeruli and SCN (analogous to the Glom Reversed and SCN Reversed differential expression analysis in Fig. 3C). This pattern offers mechanistic insight into conserved pathways that may drive both DN and small nerve fibre dysfunction in T2DM. Moreover, this gene cluster likely has greater translational relevance as DPN is predominantly a small fibre disease 6.

This SOM cluster showed enriched transcripts related to mitochondrial dysfunction, fatty acid β‐oxidation, the TCA cycle and oxidative phosphorylation (Table 1). These data support our previous transcriptomics finding that SCN energy homeostasis is important in small fibre neuropathy 20. Indeed, regulation of these transcripts during diabetic complications is consistent with previous reports demonstrating an up‐regulation of endothelial mitochondrial metabolism in response to excess substrate 48. However, the opposite directionality of change (down‐regulation and reversal in SCN, up‐regulation and reversal in Glom) suggests a more complex relationship with regard to substrate metabolism in diabetic complications‐prone tissues. We recognize that additional mechanistic work is required to explore the biological relevance of transcriptomics data; however, this observation parallels our recent report of tissue‐specific changes in fatty acid flux and mitochondrial metabolism, *in vivo*, in nerve and kidney in BKS‐*db/db* mice 37. Whether these changes in transcriptomics and fluxomics are the cause or the result of diabetes is unknown. Indeed, cross‐complications metabolic reprogramming is the subject of ongoing work by our group.

Lastly, to investigate the reproducibility of our transcriptomic studies, we identified common DEG sets shared between the current RNA‐Seq analysis and our previous microarray DEG study in the SCN and the DRG 20 (Fig. S8A). The number of overlapping DEGs between the studies was relatively low during diabetes (*db/+ versus db/db*: 411 SCN and 241 DRG) and following pioglitazone treatment (*db/db versus db/db* PIO: 1408 SCN and 392 DRG). This may reflect differences in the animal models, the platforms or both. Also, while our data suggest that RNA‐Seq is more sensitive than microarray when detecting DEGs (Fig. S8B), the enriched pathways detected using both techniques were highly similar despite the relatively low number of overlapping DEGs (Fig. S8C).

In summary, the current differential expression and SOM analyses suggest that shared pathogenic mechanisms exist between DPN and DN, including ECM dysfunction, tissue remodelling, inflammation and dysfunctional mitochondrial metabolism. Our data suggest that large fibre dysfunction may be related to inflammation, while mitochondrial metabolism may play a greater role in small fibre pathophysiology in T2DM. Moreover, targeting both of these pathways is likely to improve DN phenotypes. We previously reported that lipid‐targeted, insulin‐sensitizing pioglitazone therapy improved DN, and small fibre measures of DPN. The current study extends those data to suggest that systemic changes in metabolism in T2DM are also associated with distinct tissue‐specific metabolic reprogramming in kidney and nerves (similar pathways regulated, different directionality of regulation) and that these changes play a critical role in DN and small fibre DPN pathogenesis. This new insight highlights the potential dangers of a ‘one size fits all’ approach to T2DM therapeutics, as the same drug may simultaneously alleviate one complication while exacerbating another.

Our analyses therefore have the potential to enhance future treatment of diabetic complications by identifying specific molecular pathways associated with each type of complication.

## Conflict of interest

The authors have no conflict of interests to declare for this work.

## Author's contributions

L.M.H. directed the study, researched data, contributed to discussion and wrote the manuscript. M.P. researched data and wrote the manuscript. A.R. contributed to discussion and wrote the manuscript. J.H. researched data and revised the manuscript. F.E. researched data. M.K. and F.C.B. designed and directed the study, contributed to discussion and wrote the manuscript. S.P contributed to the discussion and wrote the manuscript. E.L.F. designed and directed the study, contributed to discussion and wrote the manuscript. E.L.F. is the guarantor of this work and, as such, had full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis.

## Supporting information

**Table S1** Summary of RNA sequencing.
**Table S2** Top 20 DEGs up‐regulated by diabetes but not affected by pioglitazone treatment in sciatic nerve (SCN *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S3** Top 20 DEGs down‐regulated by diabetes but not affected by pioglitazone treatment in sciatic nerve (SCN *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S4** Top 20 DEGs up‐regulated by diabetes but not affected by pioglitazone treatment in glomeruli (Glom *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S5** Top 20 DEGs down‐regulated by diabetes but not affected by pioglitazone treatment in glomeruli (Glom *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S6** Top 20 DEGs up‐regulated by diabetes and regulated by pioglitazone treatment in sciatic nerve (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S7** Top 20 DEGs down‐regulated by diabetes and regulated by pioglitazone treatment in sciatic nerve (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S8** Top 20 DEGs up‐regulated by diabetes and regulated by pioglitazone treatment in glomeruli (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S9** Top 20 DEGs down‐regulated by diabetes and regulated by pioglitazone treatment in glomeruli (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).
**Table S10** Top 20 shared genes between down‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and only regulated by diabetes in SCN (down‐regulated Glom Reversed vs. SCN *db/db* only) (sorted by fold‐change of *db/db* vs. *db/db* PIO in glomeruli).
**Table S11** Top 20 shared genes between up‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and only regulated by diabetes in SCN (up‐regulated Glom Reversed vs. SCN *db/db* only) (sorted by fold‐change of *db/db* vs. *db/db* PIO in glomeruli).
**Table S12** Shared genes between down‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and exacerbated by pioglitazone treatment in SCN (down‐regulated Glom Reversed vs. SCN exacerbated) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).
**Table S13** Top 20 shared genes between up‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and exacerbated by pioglitazone treatment in SCN (up‐regulated Glom Reversed vs. SCN exacerbated) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).
**Table S14** Top 20 shared genes between down‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and reversed by pioglitazone treatment in SCN (down‐regulated Glom Reversed vs. SCN Reversed) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).
**Table S15** Top 20 shared genes between up‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and reversed by pioglitazone treatment in SCN (up‐regulated Glom Reversed vs. SCN Reversed) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).
**Table S16** Mouse primer sequences and gene expression validation of RNA‐Seq data using RT‐qPCR.
**Fig. S1** Metabolic phenotyping.
**Fig. S2** Neuropathy phenotyping.
**Fig. S3** Nephropathy phenotyping.
**Fig. S4** Effects of pioglitazone on kidney function.
**Fig. S5** Correlation analysis.
**Fig. S6** Log_2_(x + 1) FKPM of PPAR isoforms across tissues.
**Fig. S7** Functional Enrichment Analysis for all 49 modules from SOM analysis.
**Fig. S8** Comparisons of DEG sets from microarray and RNA‐Seq analyses. Click here for additional data file.

**Data S1**: Supplementary data file containing expanded Correlation Matrix, and Cluster 2 gene expression matrix. Click here for additional data file.

# Supplementary material for: Comparative RNA‐Seq transcriptome analyses reveal distinct metabolic pathways in diabetic nerve and kidney disease
**Source:** J Cell Mol Med. 2017 Mar 8;21(9):2140–52. doi: 10.1111/jcmm.13136
**Supplement:** Supplementary file 1 — Table S1 Summary of RNA sequencing. Table S2 Top 20 DEGs up‐regulated by diabetes but not affected by pioglitazone treatment in sciatic nerve (SCN db/db only in db/+ vs. db/db and db/db vs. db/db PIO). Table S3 Top 20 DEGs down‐regulated by diabetes but not affected by pioglitazone treatment in sciatic nerve (SCN db/db only in db/+ vs. db/db and db/db vs. db/db PIO). Table S4 Top 20 DEGs up‐regulated by diabetes but not affected by pioglitazone treatment in glomeruli (Glom db/db only in db/+ vs. db/db and db/db vs. db/db PIO). Table S5 Top 20 DEGs down‐regulated by diabetes but not affected by pioglitazone treatment in glomeruli (Glom db/db only in db/+ vs. db/db and db/db vs. db/db PIO). Table S6 Top 20 DEGs up‐regulated by diabetes and regulated by pioglitazone treatment in sciatic nerve (db/+ vs. db/db and db/db vs. db/db PIO). Table S7 Top 20 DEGs down‐regulated by diabetes and regulated by pioglitazone treatment in sciatic nerve (db/+ vs. db/db and db/db vs. db/db PIO). Table S8 Top 20 DEGs up‐regulated by diabetes and regulated by pioglitazone treatment in glomeruli (db/+ vs. db/db and db/db vs. db/db PIO). Table S9 Top 20 DEGs down‐regulated by diabetes and regulated by pioglitazone treatment in glomeruli (db/+ vs. db/db and db/db vs. db/db PIO). Table S10 Top 20 shared genes between down‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and only regulated by diabetes in SCN (down‐regulated Glom Reversed vs. SCN db/db only) (sorted by fold‐change of db/db vs. db/db PIO in glomeruli). Table S11 Top 20 shared genes between up‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and only regulated by diabetes in SCN (up‐regulated Glom Reversed vs. SCN db/db only) (sorted by fold‐change of db/db vs. db/db PIO in glomeruli). Table S12 Shared genes between down‐regulated by diabetes and reversed by pioglitazone treatment in glomeruli and exacerbated by pioglitazone treatment in SCN (down‐regulated Glom Reversed vs. SCN e

**Supplemental Materials**

**Comparative RNA-Seq Transcriptome Analyses Reveal Distinct Metabolic Pathways in Diabetic Nerve and Kidney Disease**

Lucy M. Hinder^1$^, Meeyoung Park^1$^, Amy E. Rumora^1$^, Junguk Hur^5^, Felix Eichinger^2^, Subramaniam Pennathur^2^, Matthias Kretzler^2,3^, Frank C. Brosius III^2,4^ and Eva L. Feldman^1*^

Sciences, Grand Forks, ND 58202, USA

^$^These authors contributed equally.

Russell N. DeJong Professor of Neurology

Ann Arbor, Michigan 48109, United States

**Supplementary Table 1. Summary of RNA Sequencing**

| Tissue | Reads (millions) | Mapped | %Mapped | MultiReads | % MultiReads | % AlignRate |
| --- | --- | --- | --- | --- | --- | --- |
| Overall | 29.8 (8.4) | 23.4 (6.6) | 78.6% (2.0%) | 1.3 (0.5) | 5.4% (1.2%) | 78.6% (2.0%) |
| Cortex | 32.1 (5.2) | 25.3 (4.0) | 79.0% (1.3%) | 1.8 (0.4) | 7.0% (1.5%) | 79.0% (1.3%) |
| DRG | 28.8 (8.0) | 23.2 (6.4) | 80.4% (1.0%) | 1.1 (0.3) | 4.6% (0.3%) | 80.4% (1.0%) |
| Glom | 29.7 (4.6) | 23.0 (3.6) | 77.4% (1.6%) | 1.2 (0.2) | 5.0% (0.3%) | 77.4% (1.6%) |
| SCN | 28.7 (13.0) | 22.2 (10.0) | 77.3% (2.1%) | 1.2 (0.5) | 5.2% (0.4%) | 77.3% (2.1%) |

**Supplementary Table 2. Top 20 DEGs up-regulated by diabetes but not affected by pioglitazone treatment in sciatic nerve (SCN *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | FDR |
| --- | --- | --- | --- | --- |
| 17381 | *Mmp12* | matrix metallopeptidase 12 | 7.15 | 7.72E-04 |
| 14068 | *F7* | coagulation factor VII | 6.54 | 2.00E-02 |
| 216343 | *Tph2* | tryptophan hydroxylase 2 | 4.92 | 7.72E-04 |
| 16411 | *Itgax* | integrin alpha X | 4.82 | 7.72E-04 |
| 76757 | *Trdn* | triadin | 4.51 | 7.72E-04 |
| 16197 | *Il7r* | interleukin 7 receptor | 4.37 | 7.72E-04 |
| 16846 | *Lep* | leptin | 3.64 | 7.72E-04 |
| 75590 | *Dusp9* | dual specificity phosphatase 9 | 3.53 | 2.03E-03 |
| 69585 | *Hfe2* | hemochromatosis type 2 (juvenile) (human homolog) | 3.53 | 1.42E-02 |
| 21393 | *Tcap* | titin-cap | 3.50 | 7.72E-04 |
| 108723 | *Card11* | caspase recruitment domain family, member 11 | 3.46 | 7.72E-04 |
| 13034 | *Ctse* | cathepsin E | 3.40 | 2.60E-02 |
| 432838 | *Gm5460* | predicted gene 5460 | 3.15 | 1.81E-02 |
| 229665 | *Ampd1* | adenosine monophosphate deaminase 1 | 3.08 | 2.00E-02 |
| 20877 | *Aurkb* | aurora kinase B | 3.04 | 6.63E-03 |
| 109648 | *Npy* | neuropeptide Y | 3.03 | 2.10E-02 |
| 18787 | *Serpine1* | serine (or cysteine) peptidase inhibitor, clade E, member 1 | 3.00 | 7.72E-04 |
| 14120 | *Fbp2* | fructose bisphosphatase 2 | 3.00 | 3.32E-02 |
| 16428 | *Itk* | IL2 inducible T cell kinase | 2.99 | 7.72E-04 |
| 237256 | *Zc3h12d* | zinc finger CCCH type containing 12D | 2.98 | 7.72E-04 |

log2 FC: log_2_(fold-change), FDR: false-discovery rate

**Supplementary Table 3. Top 20 DEGs down-regulated by diabetes but not affected by pioglitazone treatment in sciatic nerve (SCN *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | FDR |
| --- | --- | --- | --- | --- |
| 13107 | *Cyp2f2* | cytochrome P450, family 2, subfamily f, polypeptide 2 | -5.64 | 7.72E-04 |
| 18979 | *Pon1* | paraoxonase 1 | -4.56 | 7.72E-04 |
| 326623 | *Tnfsf15* | tumor necrosis factor (ligand) superfamily, member 15 | -3.06 | 7.72E-04 |
| 20538 | *Slc6a2* | solute carrier family 6 (neurotransmitter transporter, noradrenalin), member 2 | -3.00 | 7.72E-04 |
| 11556 | *Adrb3* | adrenergic receptor, beta 3 | -2.76 | 7.72E-04 |
| 71412 | *Dhrs2* | dehydrogenase/reductase member 2 | -2.63 | 7.72E-04 |
| 11602 | *Angpt4* | angiopoietin 4 | -2.57 | 4.21E-03 |
| 53311 | *Mybph* | myosin binding protein H | -2.46 | 8.96E-03 |
| 170786 | *Cd209a* | CD209a antigen | -2.45 | 7.72E-04 |
| 78896 | *1500015O10Rik* | RIKEN cDNA 1500015O10 gene | -2.10 | 5.22E-03 |
| 13035 | *Ctsg* | cathepsin G | -2.09 | 1.38E-02 |
| 384061 | *Fndc5* | fibronectin type III domain containing 5 | -2.04 | 7.72E-04 |
| 22410 | *Wnt10b* | wingless related MMTV integration site 10b | -2.00 | 7.72E-04 |
| 240479 | *Fam69c* | family with sequence similarity 69, member C | -1.95 | 2.06E-02 |
| 72605 | *Car10* | carbonic anhydrase 10 | -1.92 | 2.79E-02 |
| 18782 | *Pla2g2d* | phospholipase A2, group IID | -1.92 | 7.72E-04 |
| 619310 | *Zfp872* | zinc finger protein 872 | -1.91 | 2.31E-02 |
| 76815 | *Calcoco2* | calcium binding and coiled-coil domain 2 | -1.91 | 3.70E-03 |
| 276891 | *Timd4* | T cell immunoglobulin and mucin domain containing 4 | -1.90 | 2.20E-02 |
| 12970 | *Crygs* | crystallin, gamma S | -1.86 | 3.16E-03 |

log2 FC: log_2_(fold-change), FDR: false-discovery rate

**Supplementary Table 4. Top 20 DEGs up-regulated by diabetes but not affected by pioglitazone treatment in glomeruli (Glom *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | FDR |
| --- | --- | --- | --- | --- |
| 381413 | *Gpr176* | G protein-coupled receptor 176 | 5.09 | 7.41E-03 |
| 12116 | *Bhmt* | betaine-homocysteine methyltransferase | 3.91 | 7.93E-03 |
| 230959 | *Ajap1* | adherens junction associated protein 1 | 3.62 | 9.63E-04 |
| 14573 | *Gdnf* | glial cell line derived neurotrophic factor | 3.43 | 9.63E-04 |
| 18113 | *Nnmt* | nicotinamide N-methyltransferase | 3.23 | 1.60E-02 |
| 229214 | *Qrfpr* | pyroglutamylated RFamide peptide receptor | 3.19 | 9.63E-04 |
| 237523 | *Ptprq* | protein tyrosine phosphatase, receptor type, Q | 3.16 | 9.63E-04 |
| 216613 | *Ccdc85a* | coiled-coil domain containing 85A | 3.04 | 5.09E-03 |
| 13924 | *Ptprv* | protein tyrosine phosphatase, receptor type, V | 3.02 | 9.63E-04 |
| 11656 | *Alas2* | aminolevulinic acid synthase 2, erythroid | 2.97 | 9.63E-04 |
| 102278 | *Cpne7* | copine VII | 2.94 | 9.63E-04 |
| 15129 | *Hbb-b1* | hemoglobin, beta adult major chain | 2.92 | 9.63E-04 |
| 12722 | *Clca1* | chloride channel calcium activated 1 | 2.91 | 9.63E-04 |
| 66166 | *S100a14* | S100 calcium binding protein A14 | 2.81 | 9.63E-04 |
| 110257 | *Hba-a2* | hemoglobin alpha, adult chain 2 | 2.66 | 9.63E-04 |
| 21957 | *Tnnt3* | troponin T3, skeletal, fast | 2.66 | 3.18E-02 |
| 68655 | *Fndc1* | fibronectin type III domain containing 1 | 2.45 | 2.54E-03 |
| 15122 | *Hba-a1* | hemoglobin alpha, adult chain 1 | 2.44 | 9.63E-04 |
| 260296 | *Trim61* | tripartite motif-containing 61 | 2.44 | 1.64E-02 |
| 80797 | *Clca2* | chloride channel calcium activated 2 | 2.41 | 3.66E-02 |

log2 FC: log_2_(fold-change), FDR: false-discovery rate

**Supplementary Table 5. Top 20 DEGs down-regulated by diabetes but not affected by pioglitazone treatment in glomeruli (Glom *db/db* only in *db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | FDR |
| --- | --- | --- | --- | --- |
| 28248 | *Slco1a1* | solute carrier organic anion transporter family, member 1a1 | -3.31 | 9.63E-04 |
| 72301 | *1810041L15Rik* | RIKEN cDNA 1810041L15 gene | -3.01 | 9.63E-04 |
| 332942 | *Gm853* | predicted gene 853 | -2.98 | 2.16E-02 |
| 11846 | *Arg1* | arginase, liver | -2.92 | 1.45E-02 |
| 320840 | *Negr1* | neuronal growth regulator 1 | -2.81 | 9.63E-04 |
| 270893 | *Tmem132e* | transmembrane protein 132E | -2.54 | 9.63E-04 |
| 216166 | *Plk5* | polo-like kinase 5 | -2.46 | 2.54E-03 |
| 117167 | *Steap4* | STEAP family member 4 | -2.44 | 9.63E-04 |
| 230459 | *Cyp2j13* | cytochrome P450, family 2, subfamily j, polypeptide 13 | -2.03 | 9.63E-04 |
| 235402 | *Lingo1* | leucine rich repeat and Ig domain containing 1 | -1.97 | 9.63E-04 |
| 277468 | *Slc39a12* | solute carrier family 39 (zinc transporter), member 12 | -1.95 | 1.31E-02 |
| 208777 | *Sned1* | sushi, nidogen and EGF-like domains 1 | -1.93 | 9.63E-04 |
| 13409 | *Tmc1* | transmembrane channel-like gene family 1 | -1.91 | 1.17E-02 |
| 14584 | *Gfpt2* | glutamine fructose-6-phosphate transaminase 2 | -1.73 | 5.67E-03 |
| 20558 | *Slfn4* | schlafen 4 | -1.69 | 3.56E-02 |
| 15507 | *Hspb1* | heat shock protein 1 | -1.68 | 9.63E-04 |
| 12007 | *Azgp1* | alpha-2-glycoprotein 1, zinc | -1.64 | 2.99E-02 |
| 17858 | *Mx2* | myxovirus (influenza virus) resistance 2 | -1.62 | 3.87E-03 |
| 380930 | *9330188P03Rik* | RIKEN cDNA 9330188P03 gene | -1.62 | 9.63E-04 |
| 18030 | *Nfil3* | nuclear factor, interleukin 3, regulated | -1.62 | 6.26E-03 |

log2 FC: log_2_(fold-change), FDR: false-discovery rate

**Supplementary Table 6. Top 20 DEGs up-regulated by diabetes and regulated by pioglitazone treatment in sciatic nerve (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | |
| --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 12478 | *Cd19* | CD19 antigen | 6.16 | -3.57 |
| 12482 | *Ms4a1* | membrane-spanning 4-domains, subfamily A, member 1 | 5.53 | -4.78 |
| 272382 | *Spib* | Spi-B transcription factor (Spi-1/PU.1 related) | 4.99 | -4.07 |
| 17879 | *Myh1* | myosin, heavy polypeptide 1, skeletal muscle, adult | 4.95 | 1.68 |
| 22780 | *Ikzf3* | IKAROS family zinc finger 3 | 4.94 | -3.40 |
| 381113 | *Cdkl4* | cyclin-dependent kinase-like 4 | 4.89 | -2.32 |
| 242341 | *Atp6v0d2* | ATPase, H+ transporting, lysosomal V0 subunit D2 | 4.83 | 1.29 |
| 24108 | *Ubd* | ubiquitin D | 4.61 | 3.09 |
| 12902 | *Cr2* | complement receptor 2 | 4.48 | -3.58 |
| 11501 | *Adam8* | a disintegrin and metallopeptidase domain 8 | 4.46 | 1.23 |
| 20201 | *S100a8* | S100 calcium binding protein A8 (calgranulin A) | 4.38 | 1.80 |
| 72049 | *Tnfrsf13c* | tumor necrosis factor receptor superfamily, member 13c | 4.35 | -4.24 |
| 50778 | *Rgs1* | regulator of G-protein signaling 1 | 4.27 | 0.85 |
| 63993 | *Slc5a7* | solute carrier family 5 (choline transporter), member 7 | 4.20 | 0.68 |
| 12775 | *Ccr7* | chemokine (C-C motif) receptor 7 | 4.09 | -2.68 |
| 12518 | *Cd79a* | CD79A antigen (immunoglobulin-associated alpha) | 4.09 | -3.11 |
| 17068 | *Ly6d* | lymphocyte antigen 6 complex, locus D | 4.06 | -3.91 |
| 22227 | *Ucp1* | uncoupling protein 1 (mitochondrial, proton carrier) | 3.83 | 6.24 |
| 12502 | *Cd3g* | CD3 antigen, gamma polypeptide | 3.82 | -3.68 |
| 60361 | *Ms4a4b* | membrane-spanning 4-domains, subfamily A, member 4B | 3.81 | -3.14 |

log2 FC: log_2_(fold-change)

**Supplementary Table 7.** **Top 20 DEGs down-regulated by diabetes and regulated by pioglitazone treatment in sciatic nerve (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | |
| --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 100039008 | *Mup10* | major urinary protein 10 | -4.67 | 2.46 |
| 109828 | *C7* | complement component 7 | -4.58 | 2.58 |
| 20319 | *Sfrp2* | secreted frizzled-related protein 2 | -3.08 | 2.22 |
| 17395 | *Mmp9* | matrix metallopeptidase 9 | -2.96 | 1.06 |
| 330953 | *Hcn4* | hyperpolarization-activated, cyclic nucleotide-gated K+ 4 | -2.83 | 2.89 |
| 13106 | *Cyp2e1* | cytochrome P450, family 2, subfamily e, polypeptide 1 | -2.83 | 3.65 |
| 18383 | *Tnfrsf11b* | tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin) | -2.63 | 1.58 |
| 108151 | *Sema3d* | sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D | -2.59 | 1.76 |
| 20423 | *Shh* | sonic hedgehog | -2.58 | -1.63 |
| 11537 | *Cfd* | complement factor D (adipsin) | -2.53 | -2.75 |
| 22414 | *Wnt2b* | wingless related MMTV integration site 2b | -2.41 | 2.01 |
| 50786 | *Hs6st2* | heparan sulfate 6-O-sulfotransferase 2 | -2.38 | 1.19 |
| 12845 | *Comp* | cartilage oligomeric matrix protein | -2.38 | 1.73 |
| 16979 | *Lrrn1* | leucine rich repeat protein 1, neuronal | -2.27 | 2.05 |
| 14264 | *Fmod* | fibromodulin | -2.22 | 1.52 |
| 12873 | *Cpa3* | carboxypeptidase A3, mast cell | -2.22 | 0.97 |
| 75677 | *Cldn22* | claudin 22 | -2.16 | 2.11 |
| 17227 | *Mcpt4* | mast cell protease 4 | -2.12 | 0.98 |
| 211652 | *Wwc1* | WW, C2 and coiled-coil domain containing 1 | -2.08 | 1.35 |
| 20379 | *Sfrp4* | secreted frizzled-related protein 4 | -2.06 | 1.62 |

log2 FC: log_2_(fold-change)

**Supplementary Table 8.** **Top 20 DEGs up-regulated by diabetes and regulated by pioglitazone treatment in glomeruli (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | |
| --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 23892 | *Grem1* | gremlin 1 | 6.49 | -6.78 |
| 194352 | *Trpv5* | transient receptor potential cation channel, subfamily V, member 5 | 4.84 | -2.98 |
| 100689 | *Spon2* | spondin 2, extracellular matrix protein | 4.82 | -2.92 |
| 18781 | *Pla2g2c* | phospholipase A2, group IIC | 4.29 | -2.00 |
| 225642 | *Grp* | gastrin releasing peptide | 4.06 | -1.73 |
| 80733 | *Car15* | carbonic anhydrase 15 | 3.90 | -4.30 |
| 20568 | *Slpi* | secretory leukocyte peptidase inhibitor | 3.86 | -2.54 |
| 16669 | *Krt19* | keratin 19 | 3.85 | -4.91 |
| 433004 | *B830017H08Rik* | RIKEN cDNA B830017H08 gene | 3.75 | -4.35 |
| 16622 | *Klk1b5* | kallikrein 1-related peptidase b5 | 3.73 | -4.00 |
| 16509 | *Kcne1* | potassium voltage-gated channel, Isk-related subfamily, member 1 | 3.65 | -3.38 |
| 11944 | *Atp4a* | ATPase, H+/K+ exchanging, gastric, alpha polypeptide | 3.63 | -3.71 |
| 18039 | *Nefl* | neurofilament, light polypeptide | 3.59 | -5.27 |
| 11815 | *Apod* | apolipoprotein D | 3.57 | -1.87 |
| 23893 | *Grem2* | gremlin 2 homolog, cysteine knot superfamily (Xenopus laevis) | 3.49 | -6.91 |
| 330908 | *Opcml* | opioid binding protein/cell adhesion molecule-like | 3.44 | -0.81 |
| 20855 | *Stc1* | stanniocalcin 1 | 3.33 | -3.63 |
| 56739 | *Rec8* | REC8 homolog (yeast) | 3.30 | -3.65 |
| 13119 | *Cyp4a14* | cytochrome P450, family 4, subfamily a, polypeptide 14 | 3.30 | -0.90 |
| 20728 | *Spic* | Spi-C transcription factor (Spi-1/PU.1 related) | 3.28 | -1.74 |

log2 FC: log_2_(fold-change)

**Supplementary Table 9.** **Top 20 DEGs down-regulated by diabetes and regulated by pioglitazone treatment in glomeruli (*db/+* vs. *db/db* and *db/db* vs. *db/db* PIO).**

| GeneID | Symbol | Description | log2 FC | |
| --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 18143 | *Npas2* | neuronal PAS domain protein 2 | -3.57 | 1.44 |
| 263764 | *Creg2* | cellular repressor of E1A-stimulated genes 2 | -3.40 | 2.07 |
| 56808 | *Cacna2d2* | calcium channel, voltage-dependent, alpha 2/delta subunit 2 | -2.75 | 1.20 |
| 378435 | *Mafa* | v-maf musculoaponeurotic fibrosarcoma oncogene family, protein A (avian) | -2.46 | 1.37 |
| 11865 | *Arntl* | aryl hydrocarbon receptor nuclear translocator-like | -2.29 | 1.04 |
| 271970 | *Arsj* | arylsulfatase J | -2.10 | 0.86 |
| 268510 | *Mgat5b* | mannoside acetylglucosaminyltransferase 5, isoenzyme B | -2.08 | 0.95 |
| 72168 | *Aifm3* | apoptosis-inducing factor, mitochondrion-associated 3 | -1.95 | 1.08 |
| 244867 | *Arhgap20* | Rho GTPase activating protein 20 | -1.93 | 2.74 |
| 14563 | *Gdf5* | growth differentiation factor 5 | -1.73 | 1.16 |
| 16840 | *Lect1* | leukocyte cell derived chemotaxin 1 | -1.73 | 0.70 |
| 14181 | *Fgfbp1* | fibroblast growth factor binding protein 1 | -1.71 | 0.81 |
| 18124 | *Nr4a3* | nuclear receptor subfamily 4, group A, member 3 | -1.67 | 1.11 |
| 20681 | *Sox8* | SRY (sex determining region Y)-box 8 | -1.61 | 1.16 |
| 14611 | *Gja3* | gap junction protein, alpha 3 | -1.57 | 0.56 |
| 67775 | *Rtp4* | receptor transporter protein 4 | -1.54 | 0.95 |
| 16510 | *Kcnh1* | potassium voltage-gated channel, subfamily H (eag-related), member 1 | -1.53 | 1.05 |
| 19217 | *Ptger2* | prostaglandin E receptor 2 (subtype EP2) | -1.49 | 0.96 |
| 224997 | *Dlgap1* | discs, large (Drosophila) homolog-associated protein 1 | -1.48 | 1.29 |
| 320158 | *Zmat4* | zinc finger, matrin type 4 | -1.47 | 0.69 |

log2 FC: log_2_(fold-change)

**Supplementary Table 10. Top 20 shared genes between down-regulated by diabetes and reversed by pioglitazone treatment in glomeruli and only regulated by diabetes in SCN (down-regulated Glom Reversed vs. SCN *db/db* only) (sorted by fold-change of *db/db* vs. *db/db* PIO in glomeruli).**

| GeneID | Symbol | Description | Glomeruli log2 FC | | SCN log2 FC |
| --- | --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO | *db/+* vs. *db/db* |
| 54635 | *Pdgfc* | platelet-derived growth factor, C polypeptide | -0.88 | 1.31 | 1.30 |
| 55932 | *Gbp3* | guanylate binding protein 3 | -0.65 | 1.12 | -0.53 |
| 11865 | *Arntl* | aryl hydrocarbon receptor nuclear translocator-like | -2.29 | 1.04 | -0.53 |
| 14469 | *Gbp2* | guanylate binding protein 2 | -0.69 | 1.03 | -0.48 |
| 93737 | *Pard6g* | par-6 family cell polarity regulator gamma | -0.69 | 1.01 | 0.51 |
| 67775 | *Rtp4* | receptor transporter protein 4 | -1.54 | 0.95 | -0.90 |
| 243385 | *Gprin3* | GPRIN family member 3 | -1.13 | 0.90 | 1.56 |
| 26427 | *Creb3l1* | cAMP responsive element binding protein 3-like 1 | -1.12 | 0.80 | -0.86 |
| 16194 | *Il6ra* | interleukin 6 receptor, alpha | -0.48 | 0.80 | 0.67 |
| 327959 | *Xaf1* | XIAP associated factor 1 | -0.81 | 0.71 | -0.48 |
| 233271 | *Luzp2* | leucine zipper protein 2 | -1.19 | 0.68 | -0.53 |
| 235435 | *Lctl* | lactase-like | -1.08 | 0.66 | -0.51 |
| 73173 | *Pcdh18* | protocadherin 18 | -0.54 | 0.63 | -0.96 |
| 17965 | *Nbl1* | neuroblastoma, suppression of tumorigenicity 1 | -0.58 | 0.62 | -0.52 |
| 67198 | *Spats2l* | spermatogenesis associated, serine-rich 2-like | -0.87 | 0.59 | -1.26 |
| 74091 | *Npl* | N-acetylneuraminate pyruvate lyase | -1.43 | 0.59 | -0.90 |
| 14051 | *Eya4* | eyes absent 4 homolog (Drosophila) | -0.71 | 0.58 | 0.69 |
| 14561 | *Gdf11* | growth differentiation factor 11 | -0.86 | 0.56 | -0.76 |
| 100702 | *Gbp6* | guanylate binding protein 6 | -0.69 | 0.54 | -0.63 |
| 24055 | *Sh3bp2* | SH3-domain binding protein 2 | -0.65 | 0.53 | 0.59 |

log2 FC: log_2_(fold-change)

**Supplementary Table 11. Top 20 shared genes between up-regulated by diabetes and reversed by pioglitazone treatment in glomeruli and only regulated by diabetes in SCN (up-regulated Glom Reversed vs. SCN *db/db* only) (sorted by fold-change of *db/db* vs. *db/db* PIO in glomeruli).**

| GeneID | Symbol | Description | Glomeruli log2 FC | | SCN log2 FC |
| --- | --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO | *db/+* vs. *db/db* |
| 12035 | *Bcat1* | branched chain aminotransferase 1, cytosolic | 2.74 | -4.37 | 0.90 |
| 20750 | *Spp1* | secreted phosphoprotein 1 | 1.91 | -3.81 | -1.07 |
| 12223 | *Btc* | betacellulin, epidermal growth factor family member | 2.51 | -3.72 | 1.55 |
| 64292 | *Ptges* | prostaglandin E synthase | 2.53 | -3.58 | -0.55 |
| 75104 | *Mmd2* | monocyte to macrophage differentiation-associated 2 | 2.37 | -3.54 | -1.01 |
| 14411 | *Slc6a12* | solute carrier family 6 (neurotransmitter transporter, betaine/GABA), member 12 | 2.59 | -3.25 | -1.04 |
| 75590 | *Dusp9* | dual specificity phosphatase 9 | 1.90 | -3.24 | 3.53 |
| 11522 | *Adh1* | alcohol dehydrogenase 1 (class I) | 2.56 | -3.13 | 0.49 |
| 11936 | *Fxyd2* | FXYD domain-containing ion transport regulator 2 | 0.90 | -3.11 | 0.82 |
| 12842 | *Col1a1* | collagen, type I, alpha 1 | 1.33 | -3.08 | -0.77 |
| 56013 | *Srcin1* | SRC kinase signaling inhibitor 1 | 2.40 | -3.07 | -0.89 |
| 16763 | *Lad1* | ladinin | 2.42 | -3.04 | -1.17 |
| 57890 | *Il17re* | interleukin 17 receptor E | 2.17 | -2.99 | -1.26 |
| 66889 | *Rnf128* | ring finger protein 128 | 1.70 | -2.93 | 0.40 |
| 100689 | *Spon2* | spondin 2, extracellular matrix protein | 4.82 | -2.92 | -0.56 |
| 18260 | *Ocln* | occludin | 1.65 | -2.89 | -0.97 |
| 71897 | *Lypd6b* | LY6/PLAUR domain containing 6B | 2.16 | -2.84 | -1.30 |
| 56792 | *Stap1* | signal transducing adaptor family member 1 | 1.75 | -2.84 | 2.89 |
| 16525 | *Kcnk1* | potassium channel, subfamily K, member 1 | 1.66 | -2.69 | 0.42 |
| 320563 | *Islr2* | immunoglobulin superfamily containing leucine-rich repeat 2 | 1.83 | -1.57 | -1.36 |

log2 FC: log_2_(fold-change)

**Supplementary Table 12. Shared genes between down-regulated by diabetes and reversed by pioglitazone treatment in glomeruli and exacerbated by pioglitazone treatment in SCN (down-regulated Glom Reversed vs. SCN exacerbated) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).**

| GeneID | Symbol | Description | Glomeruli log2 FC | | SCN log2 FC | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 381339 | *Tmem182* | transmembrane protein 182 | -1.04 | 1.20 | 2.14 | 0.73 |
| 19217 | *Ptger2* | prostaglandin E receptor 2 (subtype EP2) | -1.49 | 0.96 | 1.17 | 0.82 |
| 18162 | *Npr3* | natriuretic peptide receptor 3 | -0.75 | 0.81 | 1.94 | 0.62 |
| 16840 | *Lect1* | leukocyte cell derived chemotaxin 1 | -1.73 | 0.70 | -0.58 | -0.61 |
| 14457 | *Gas7* | growth arrest specific 7 | -0.71 | 0.60 | -0.39 | -0.28 |
| 19242 | *Ptn* | pleiotrophin | -0.96 | 0.52 | -0.46 | -0.67 |
| 330319 | *Wipf3* | WAS/WASL interacting protein family, member 3 | -0.55 | 0.51 | 0.91 | 0.90 |
| 16658 | *Mafb* | v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B (avian) | -0.62 | 0.46 | 1.19 | 0.87 |
| 433375 | *Creg1* | cellular repressor of E1A-stimulated genes 1 | -0.49 | 0.39 | 0.31 | 0.41 |

log2 FC: log_2_(fold-change)

**Supplementary Table 13. Top 20 shared genes between up-regulated by diabetes and reversed by pioglitazone treatment in glomeruli and exacerbated by pioglitazone treatment in SCN (up-regulated Glom Reversed vs. SCN exacerbated) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).**

| GeneID | Symbol | Description | Glomeruli log2 FC | | SCN log2 FC | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 242341 | *Atp6v0d2* | ATPase, H+ transporting, lysosomal V0 subunit D2 | 2.67 | -3.02 | 4.83 | 1.29 |
| 245945 | *Rbm47* | RNA binding motif protein 47 | 1.74 | -2.87 | 0.74 | 1.14 |
| 22239 | *Ugt8a* | UDP galactosyltransferase 8A | 1.52 | -2.85 | -0.48 | -0.40 |
| 104943 | *Fam110c* | family with sequence similarity 110, member C | 1.40 | -2.69 | 3.05 | 1.16 |
| 15446 | *Hpgd* | hydroxyprostaglandin dehydrogenase 15 (NAD) | 1.77 | -2.66 | 1.00 | 0.64 |
| 235135 | *Tmem45b* | transmembrane protein 45b | 2.09 | -2.66 | 0.78 | 0.36 |
| 12550 | *Cdh1* | cadherin 1 | 1.86 | -2.65 | -0.42 | -0.53 |
| 16728 | *L1cam* | L1 cell adhesion molecule | 2.03 | -2.42 | -0.31 | -0.34 |
| 16854 | *Lgals3* | lectin, galactose binding, soluble 3 | 2.15 | -2.41 | 2.12 | 0.60 |
| 17060 | *Blnk* | B cell linker | 2.03 | -2.40 | 2.40 | 0.52 |
| 83433 | *Trem2* | triggering receptor expressed on myeloid cells 2 | 2.72 | -2.39 | 3.05 | 1.05 |
| 14131 | *Fcgr3* | Fc receptor, IgG, low affinity III | 1.04 | -2.34 | 0.70 | 0.75 |
| 12759 | *Clu* | clusterin | 1.23 | -2.32 | -0.33 | -0.49 |
| 13723 | *Emb* | embigin | 1.61 | -2.14 | 1.33 | 1.07 |
| 74559 | *Elovl7* | ELOVL family member 7, elongation of long chain fatty acids (yeast) | 1.27 | -2.13 | -0.45 | -0.30 |
| 227960 | *Gca* | grancalcin | 1.90 | -2.12 | -0.34 | -0.38 |
| 20135 | *Rrm2* | ribonucleotide reductase M2 | 1.61 | -2.11 | 1.85 | 0.92 |
| 19229 | *Ptk2b* | PTK2 protein tyrosine kinase 2 beta | 1.16 | -2.11 | 1.38 | 0.63 |
| 16590 | *Kit* | kit oncogene | 1.93 | -2.06 | 0.73 | 0.41 |
| 11630 | *Aim1* | absent in melanoma 1 | 1.88 | -2.04 | 0.82 | 0.49 |

log2 FC: log_2_(fold-change)

**Supplementary Table 14. Top 20 shared genes between down-regulated by diabetes and reversed by pioglitazone treatment in glomeruli and reversed by pioglitazone treatment in SCN (down-regulated Glom Reversed vs. SCN Reversed) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).**

| GeneID | Symbol | Description | Glomeruli log2 FC | | SCN log2 FC | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 244867 | *Arhgap20* | Rho GTPase activating protein 20 | -1.93 | 2.74 | -0.79 | 0.67 |
| 18143 | *Npas2* | neuronal PAS domain protein 2 | -3.57 | 1.44 | -1.15 | 1.23 |
| 12552 | *Cdh11* | cadherin 11 | -1.25 | 1.20 | -0.90 | 0.88 |
| 20319 | *Sfrp2* | secreted frizzled-related protein 2 | -1.16 | 0.98 | -3.08 | 2.22 |
| 17533 | *Mrc1* | mannose receptor, C type 1 | -0.77 | 0.97 | -0.40 | 0.82 |
| 26563 | *Ror1* | receptor tyrosine kinase-like orphan receptor 1 | -0.67 | 0.89 | -1.14 | 0.80 |
| 258571 | *Olfr1033* | olfactory receptor 1033 | -0.86 | 0.78 | -0.81 | 0.82 |
| 330096 | *Shisa3* | shisa homolog 3 (Xenopus laevis) | -0.58 | 0.67 | -1.33 | 1.08 |
| 70727 | *Rasgef1a* | RasGEF domain family, member 1A | -1.21 | 0.67 | 0.31 | -0.43 |
| 268860 | *Abat* | 4-aminobutyrate aminotransferase | -0.48 | 0.65 | -0.63 | 0.57 |
| 109700 | *Itga1* | integrin alpha 1 | -0.48 | 0.63 | -0.64 | 0.54 |
| 68813 | *Dock5* | dedicator of cytokinesis 5 | -0.67 | 0.55 | -0.59 | 0.40 |
| 399558 | *Flrt2* | fibronectin leucine rich transmembrane protein 2 | -0.90 | 0.55 | -2.05 | 1.54 |
| 104086 | *Cyp27a1* | cytochrome P450, family 27, subfamily a, polypeptide 1 | -0.70 | 0.54 | -0.46 | 0.50 |
| 22329 | *Vcam1* | vascular cell adhesion molecule 1 | -0.71 | 0.48 | -0.67 | 0.90 |
| 240725 | *Sulf1* | sulfatase 1 | -1.09 | 0.45 | -0.97 | 0.34 |
| 13482 | *Dpp4* | dipeptidylpeptidase 4 | -0.67 | 0.45 | -1.37 | 0.50 |
| 207521 | *Dtx4* | deltex 4 homolog (Drosophila) | -0.80 | 0.43 | -0.57 | 0.54 |
| 207259 | *Zbtb7c* | zinc finger and BTB domain containing 7C | -0.46 | 0.43 | -0.75 | 0.65 |
| 234353 | *Psd3* | pleckstrin and Sec7 domain containing 3 | -0.82 | 0.42 | -0.48 | 0.44 |

log2 FC: log_2_(fold-change)

**Supplementary Table 15. Top 20 shared genes between up-regulated by diabetes and reversed by pioglitazone treatment in glomeruli and reversed by pioglitazone treatment in SCN (up-regulated Glom Reversed vs. SCN Reversed) (sorted by fold change of *db/db* vs. *db/db* PIO in glomeruli).**

| GeneID | Symbol | Description | Glomeruli log2 FC | | SCN log2 FC | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO | *db/+* vs. *db/db* | *db/db* vs. *db/db* PIO |
| 110075 | *Bmp3* | bone morphogenetic protein 3 | 3.28 | -3.99 | -0.86 | 0.93 |
| 385643 | *Kng2* | kininogen 2 | 0.95 | -3.15 | -1.05 | 1.62 |
| 319767 | *Atp10b* | ATPase, class V, type 10B | 1.95 | -3.14 | 0.64 | -0.55 |
| 226049 | *Dmrt2* | doublesex and mab-3 related transcription factor 2 | 2.44 | -2.88 | 1.79 | -0.71 |
| 242721 | *Klhdc7a* | kelch domain containing 7A | 1.61 | -2.79 | -0.54 | 0.56 |
| 12902 | *Cr2* | complement receptor 2 | 2.66 | -2.77 | 4.48 | -3.58 |
| 13844 | *Ephb2* | Eph receptor B2 | 1.34 | -2.71 | -0.79 | 0.58 |
| 13179 | *Dcn* | decorin | 1.40 | -2.55 | -1.26 | 0.54 |
| 211652 | *Wwc1* | WW, C2 and coiled-coil domain containing 1 | 1.91 | -2.53 | -2.08 | 1.35 |
| 16782 | *Lamc2* | laminin, gamma 2 | 2.27 | -2.50 | -1.11 | 0.84 |
| 20348 | *Sema3c* | sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3C | 1.55 | -2.47 | -0.79 | 0.65 |
| 380711 | *Rap1gap2* | RAP1 GTPase activating protein 2 | 1.24 | -2.43 | 1.14 | -0.50 |
| 12833 | *Col6a1* | collagen, type VI, alpha 1 | 1.54 | -2.35 | -0.62 | 0.94 |
| 224833 | *AI661453* | expressed sequence AI661453 | 1.84 | -2.34 | -1.33 | 0.77 |
| 19221 | *Ptgfrn* | prostaglandin F2 receptor negative regulator | 1.26 | -2.13 | -0.70 | 0.66 |
| 12825 | *Col3a1* | collagen, type III, alpha 1 | 0.96 | -2.09 | -1.26 | 0.78 |
| 20354 | *Sema4d* | sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4D | 0.97 | -2.08 | 1.08 | -0.40 |
| 15360 | *Hmgcs2* | 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2 | 0.70 | -1.76 | 0.37 | -0.86 |
| 19017 | *Ppargc1a* | peroxisome proliferative activated receptor, gamma, coactivator 1 alpha | 1.00 | -1.73 | -0.55 | 0.49 |
| 320563 | *Islr2* | immunoglobulin superfamily containing leucine-rich repeat 2 | 1.83 | -1.57 | -1.36 | 1.01 |

log2 FC: log_2_(fold-change)**Supplementary Table 16. Mouse primer sequences and gene expression validation of RNA-Seq data using RT-qPCR.**

| **Gene Symbol** | **Gene ID#** | **Primer Sequence** | | **RT-qPCR FC vs. Glom_Cont** | | **RT-qPCR FC vs. SCN_Cont** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | | | | **Glom_*db/db*** | **Glom_*db/db*-Pio** | **SCN_*db/db*** | **SCN_*db/db*-Pio** |
| *Ywhaz* | 22631 | Forward | AAGACAGCACGACGCTAATAATGC | N/A | N/A | N/A | N/A |
|  |  | Reverse | TTGGAAGGCCGGTTAATTTTC |  |  |  |  |
| *Acaa2* | 52538 | Forward | ACGTGAACGAAGCTTTTGCC | 1.727*** | 0.9651^###^ | N/D | N/D |
|  |  | Reverse | TTCCACCTCGACGCCTTAAC |  |  |  |  |
| *Echs1* | 93747 | Forward | CAACCAAGCACTGGAGACCT | 1.487** | 0.9243^##^ | N/D | N/D |
|  |  | Reverse | AACCCCCACCAAGAGCATAA |  |  |  |  |
| *Sdhb* | 67680 | Forward | TGCAGTTTCAGGCCTGTCGAG | 1.225* | 0.9169^###^ | 0.8008 | 1.443^###^ |
|  |  | Reverse | ACCATAGGTCCGCACTTATTCAG |  |  |  |  |
| *Cox4i1* | 12857 | Forward | GCCTTGGACGGCGGAAT | 1.749*** | 0.9802^###^ | 0.7105 | 1.825^###^ |
|  |  | Reverse | AACACTCCCATGTGCTCGAA |  |  |  |  |
| *Prdx5* | 54683 | Forward | CCGATCAAGGTGGGAGATGC | 2.373*** | 1.177^###^ | N/D | N/D |
|  |  | Reverse | TTAACGCTCAGACAGGCCAC |  |  |  |  |

Table indicates the fold-change (FC) of genes relative to *db/+* glomeruli (Glom_Cont) or *db/+* sciatic nerve (SCN_Cont), normalized to the geometric mean of endogenous control, tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein (*Ywhaz*). 

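RT-qPCR amplifies a single cDNA with gene-specific primers and reads the cycle at which its fluorescence passes a threshold, so each fold change rests on the reference gene it is divided by. Ywhaz encodes an adaptor protein of the 14-3-3 family that most cells express. In the RNA-Seq values it was listed at 0 in 87 of 95 libraries and could not be compared between groups there.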

N/A, not applicable; ND, not determined. * p<0.05 vs. *db/+****,*** ** p<0.01 vs. *db/+,* *** p<0.001 vs. *db/+*; ^##^ p<0.01, ^###^ p<0.001 vs. *db/db*

**Supplementary Figure 1. Metabolic phenotyping.** (A) Body weight, (B) fasting blood glucose, (C) glycated hemoglobin, (D) fasting plasma insulin, (E) total fasting plasma cholesterol (F) total fasting plasma triglycerides were measured at 16 wk of age in all mice. *, p<0.05, **, p<0.01, ***, p<0.001 vs. *db/+*; ### p<0.001 vs. *db/db.*

**
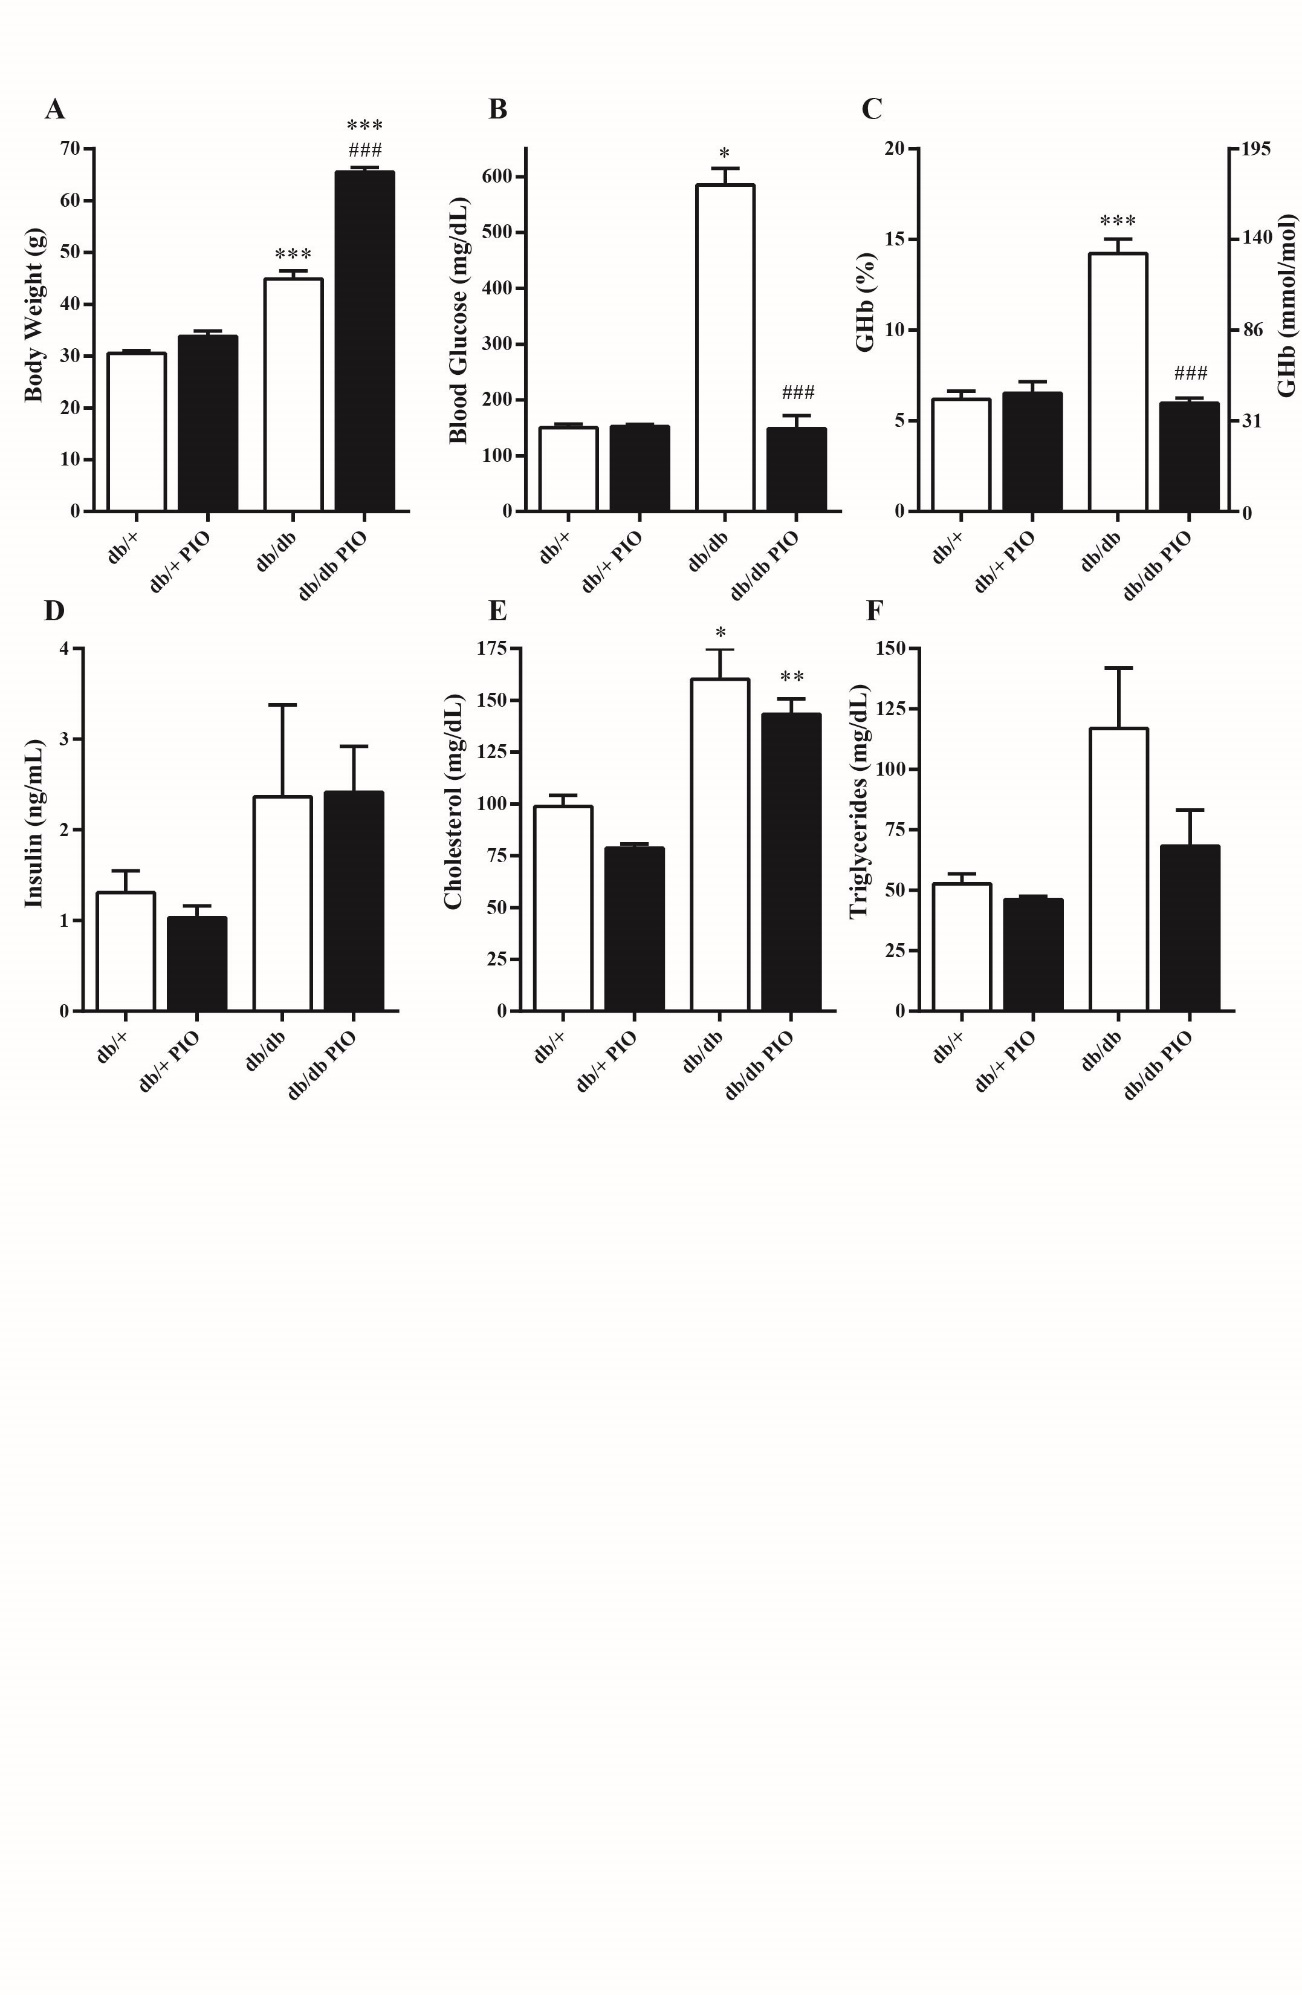
**

**Supplementary Figure 2. Neuropathy phenotyping.** (A) Hind paw withdrawal latency, (B) sciatic motor nerve conduction velocity (NCV), and (C) sural sensory NCV were measured at 16 wk of age in all mice. **, p<0.01, ***, p<0.001 vs. *db/+*; ##, p<0.01 vs. *db/db*.

**
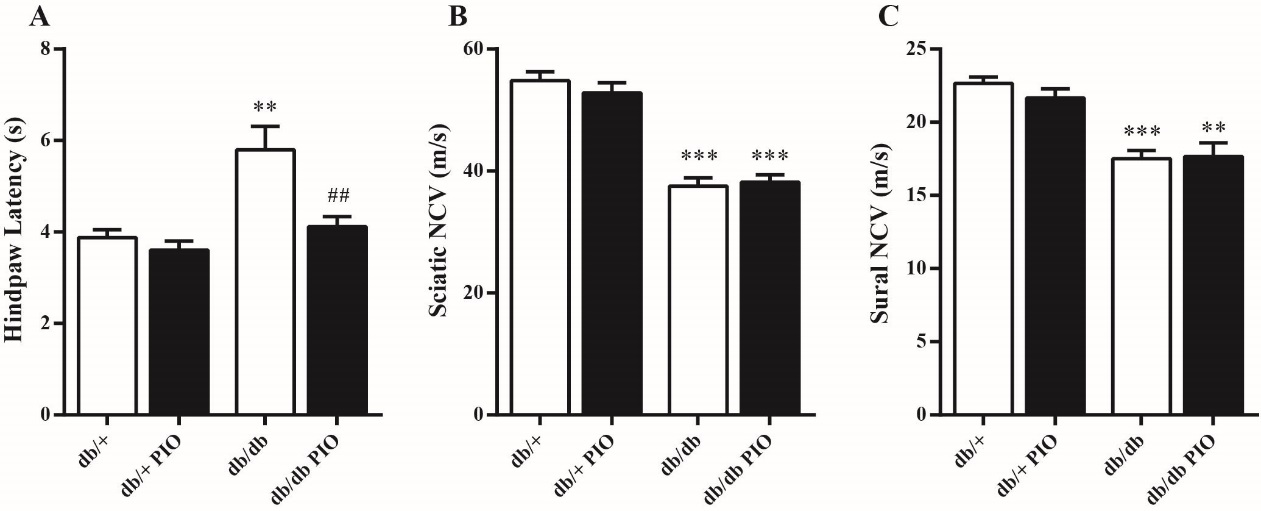
**

**Supplementary Figure 3. Nephropathy phenotyping.** (A) Glomerular Periodic-Acid Schiff (PAS)-positive area, (B) glomerular area, (C) mesangial index, and (D) albumin/creatinine ratio were measured at 16 wk of age in all mice. ***, p<0.001 vs. *db/+*; ##, p<0.01, ###, p<0.001 vs. *db/db*.

**
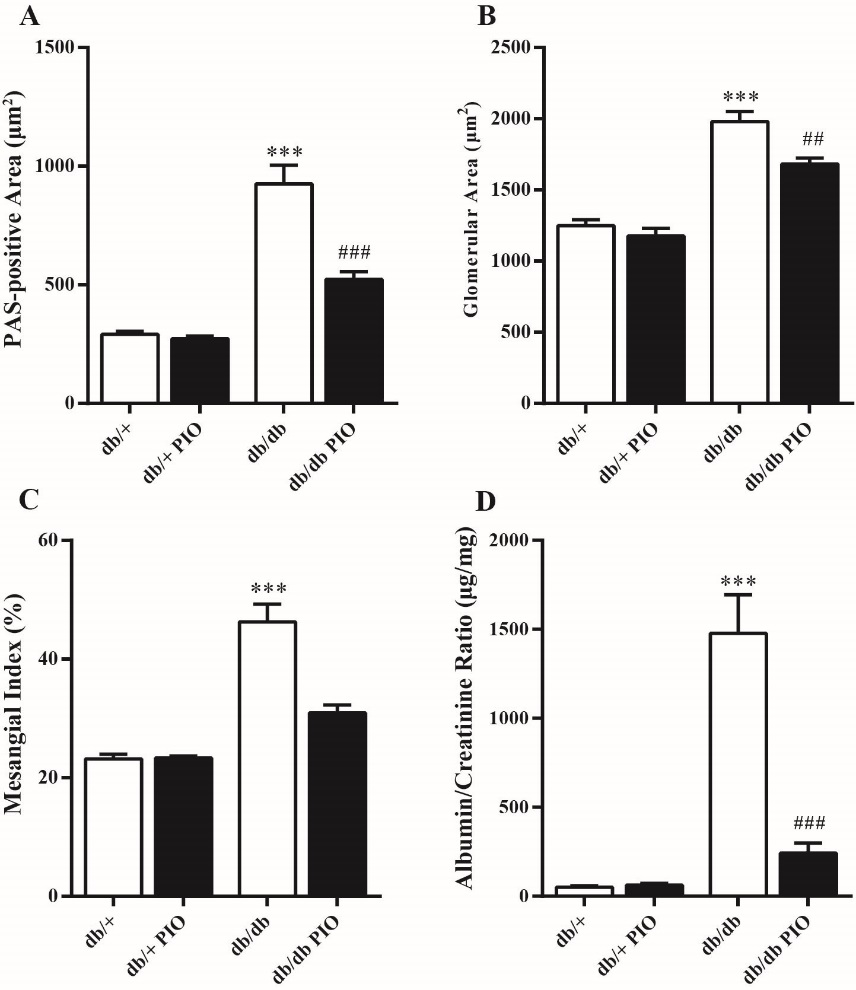
**

**Supplementary Figure 4. Effects of pioglitazone on kidney function.** Following 11 weeks of pioglitazone treatment, (A) 24-hour urinary albumin excretion, (B) urinary creatinine excretion, and (C) urinary volume were assessed. * p<0.05, *** p<0.001 vs. *db/+*; ### p<0.001 vs. *db/db*. In all panels, n = 7.

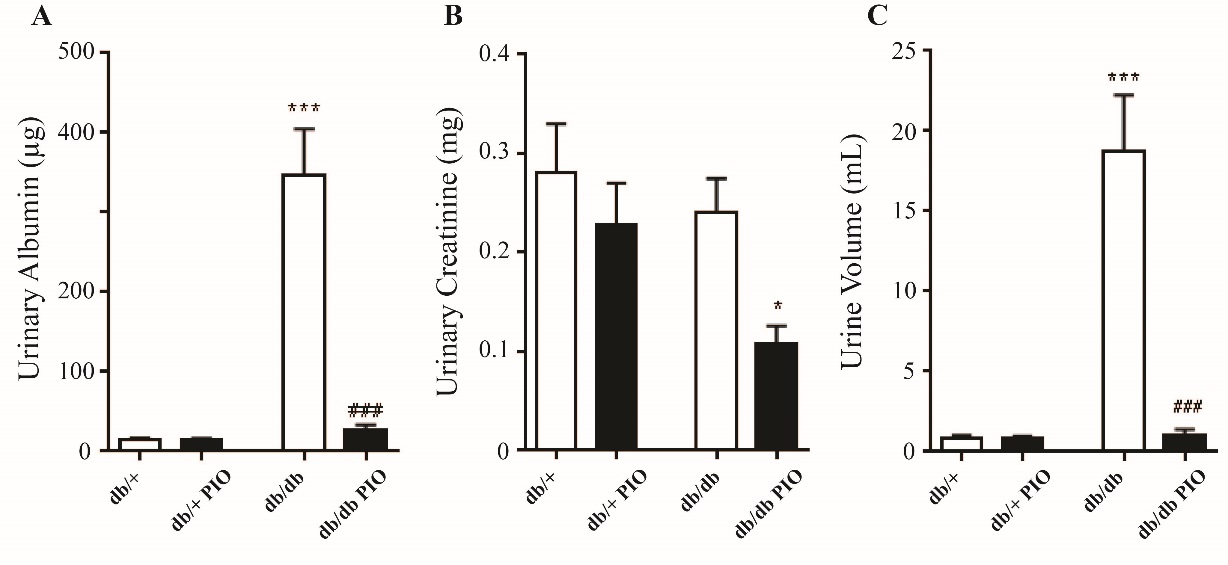

**Supplementary Figure 5. Correlation analysis.** A. Pearson correlation matrix of glycemia, small nerve fiber dysfunction (hind paw thermal withdrawal latency), and DN (mesangial index; albumin/creatinine ratio, ACR). Numbers represent correlation coefficients. B. Correlation plot of small fiber dysfunction and glomerular mesangial index (DN) (r = 0.8; P < 0.001).

**
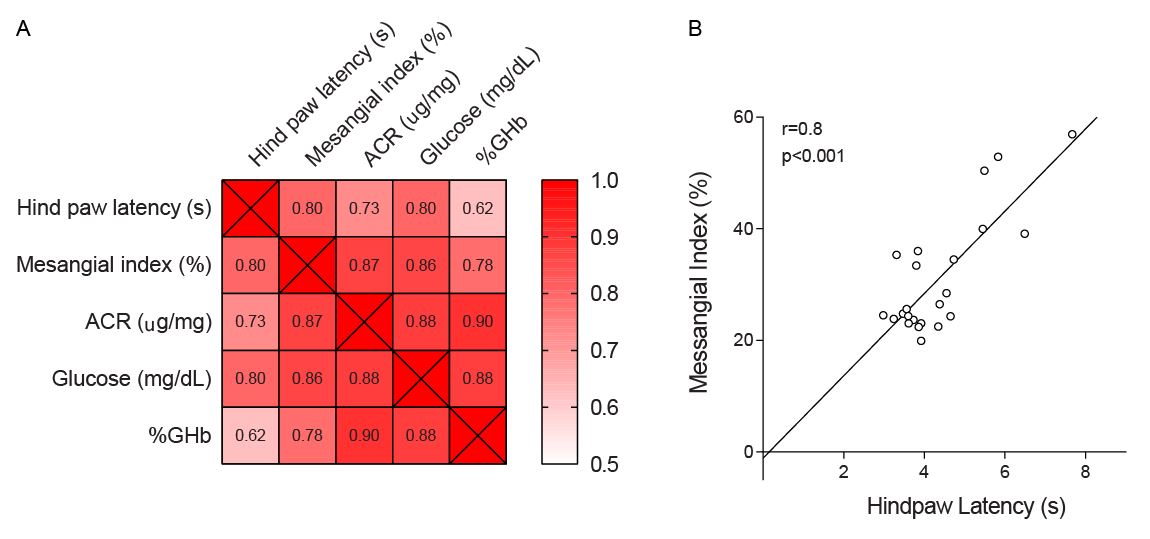
**

**Supplementary Figure 6. Log_2_(x+1) FKPM of PPAR isoforms across tissues.** The average FPKM values of all annotated transcripts of *Ppara*, *Ppard* and *Pparg* in our dataset. *Ppara* transcripts were expressed in kidney cortex, and *Ppard* and *Pparg* were expressed in glomeruli and SCN. In DRG, only *Ppard* was expressed, at low levels.

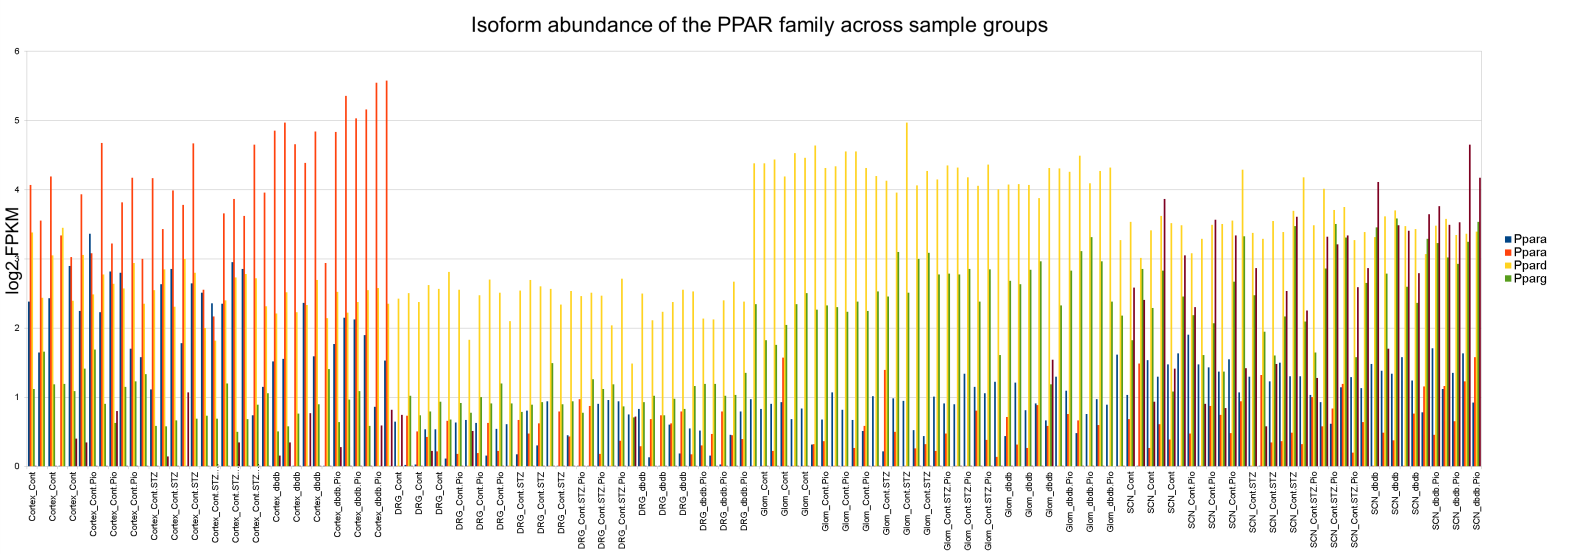

**Supplementary Figure 7. Functional Enrichment Analysis for all 49 modules from SOM analysis.** In order to investigate the biological functions enriched for all 49 modules, a functional enrichment analysis using DAVID (http://david.abcc.ncifcrf.gov/) was performed. The top 10 most significant functional terms for all modules were represented in a heat-map with a -log_10_(Benjamini-Hochberg corrected P-value) color-gradient.

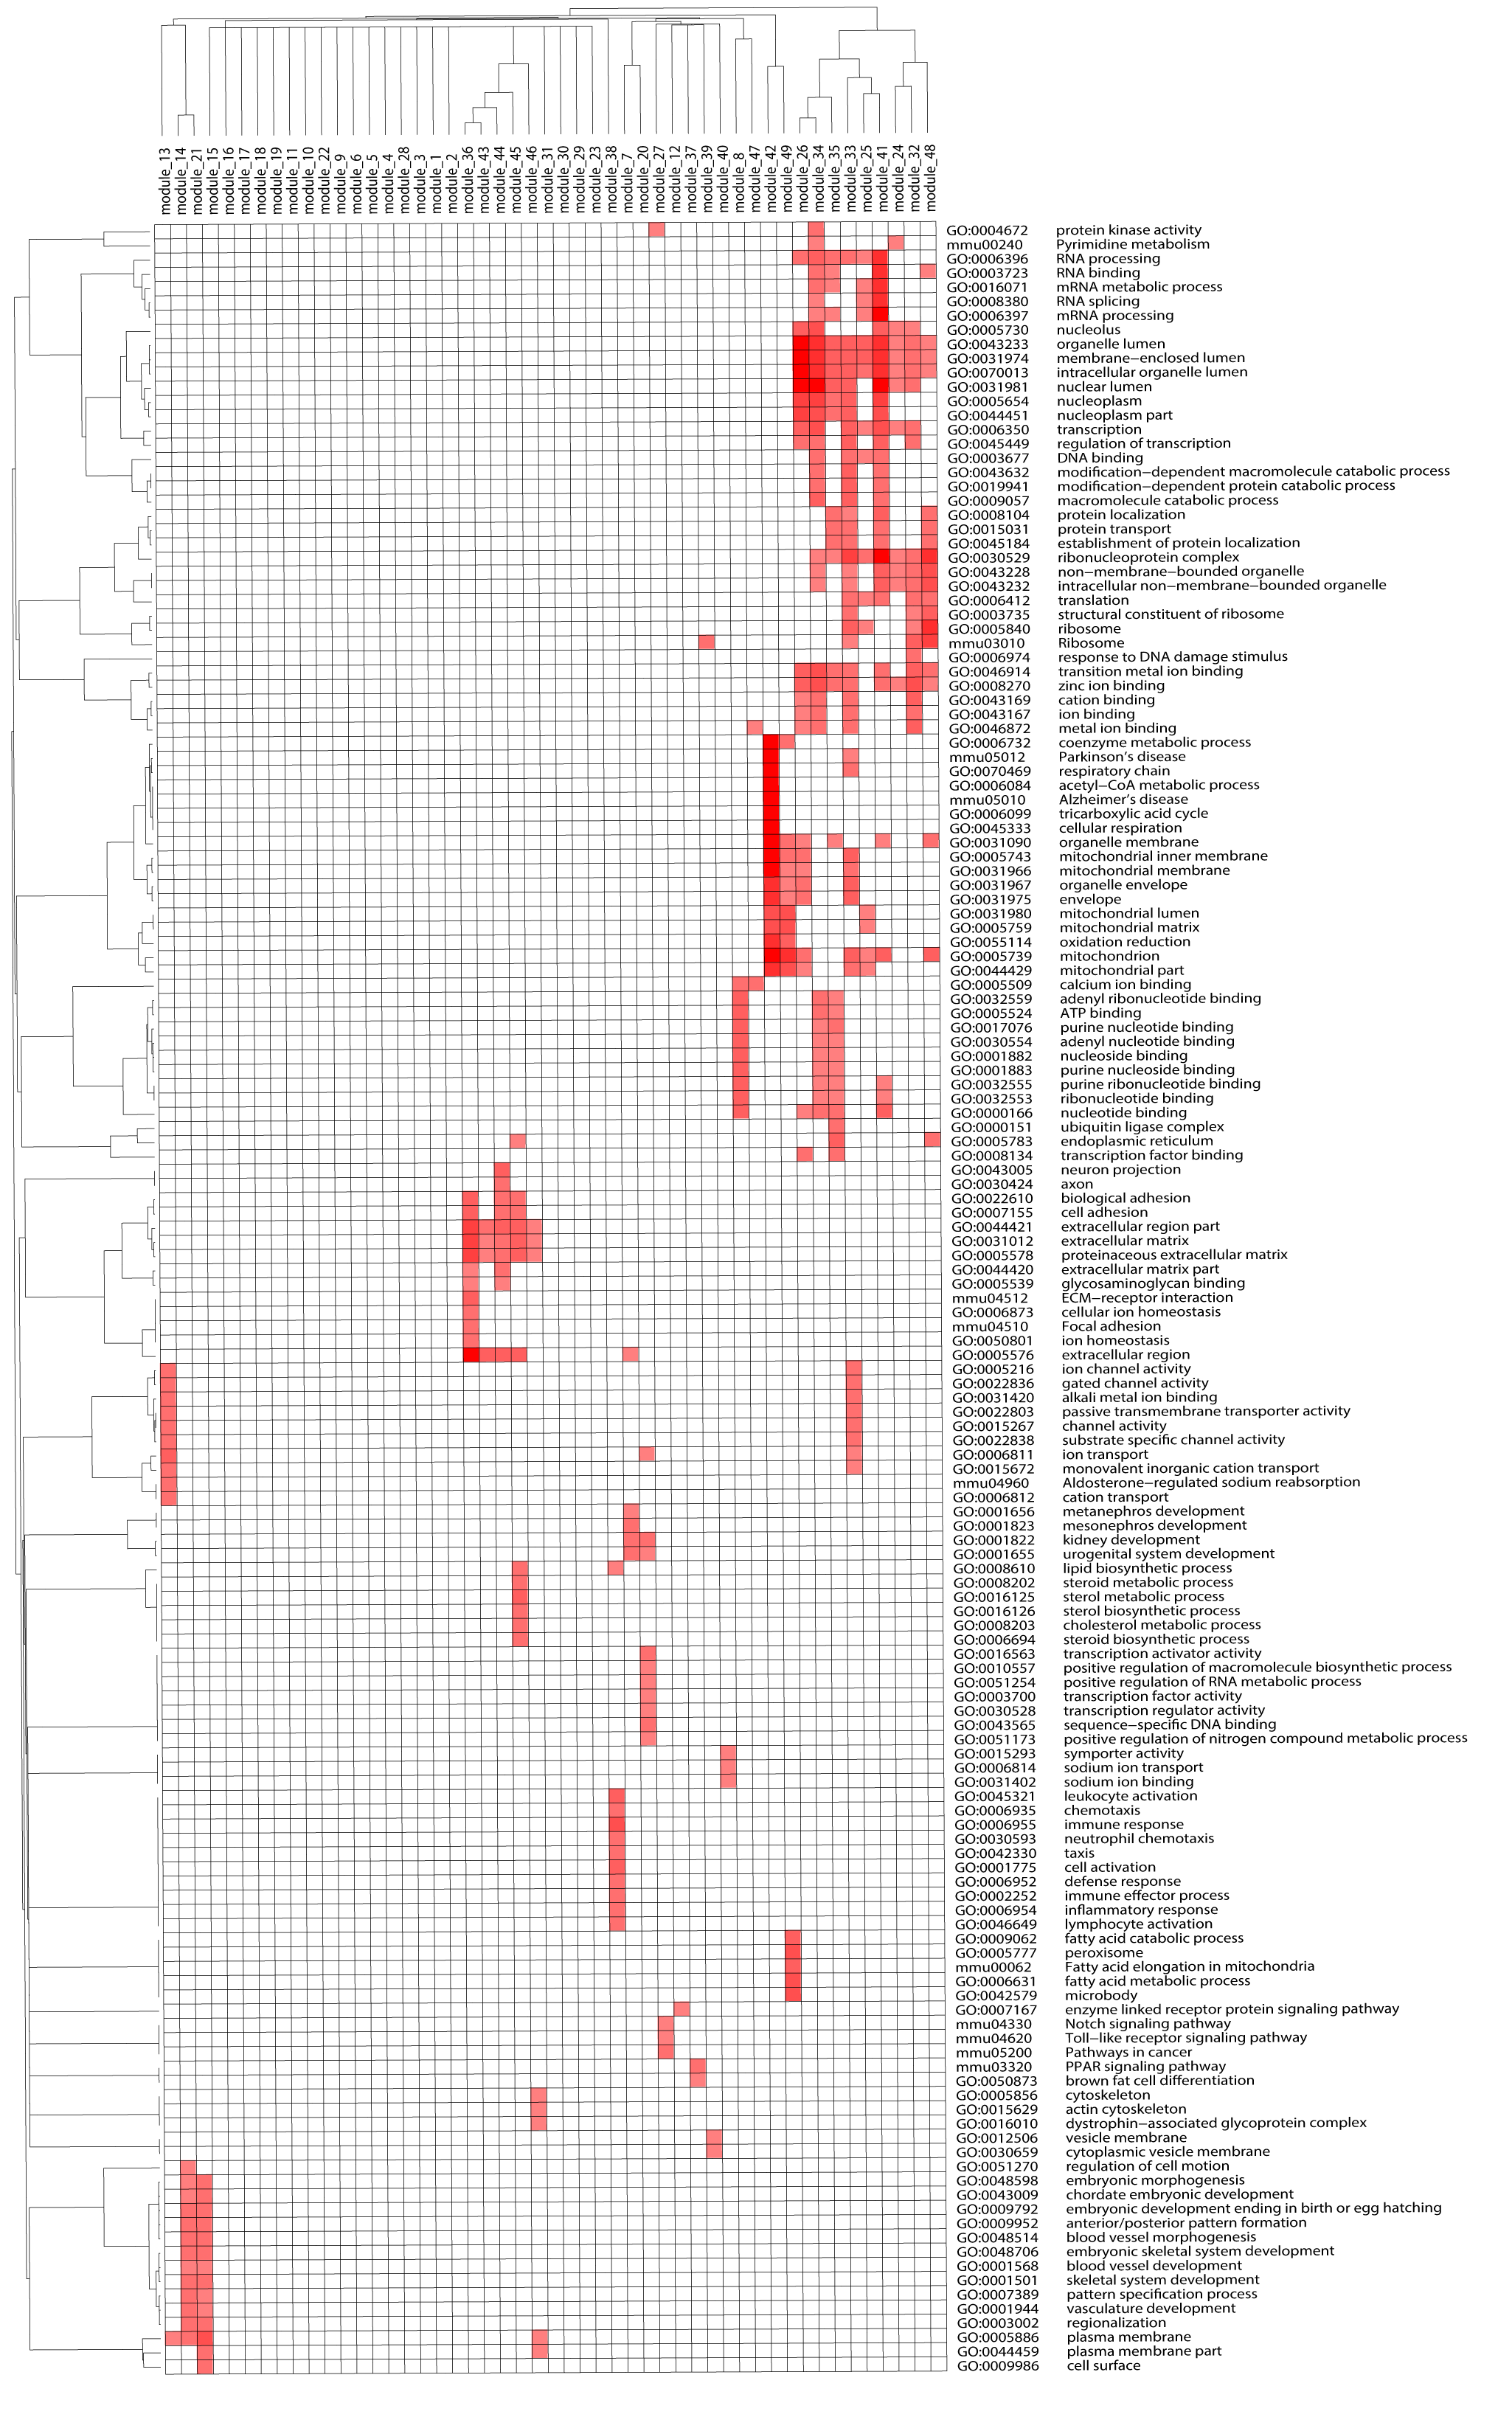

**Supplementary Figure 8. Comparisons of DEG sets from microarray and RNA-Seq analyses.** In order to investigate the difference between transcriptomic study results from our previous study and the current study, the DEG sets in nerve tissue were compared. (A) Overlapping DEGs between microarray and RNA-Seq analysis. (B) The fold-changes of common DEGs affected by diabetes and pioglitazone treatment from both platforms were examined. (C) Functional enrichment analysis using DAVID (http://david.abcc.ncifcrf.gov/) was performed on SCN. The top 20 most significant functional terms for all modules were represented in a heat-map with a -log_10_ (Benjamini-Hochberg corrected P-value) color-gradient.

_
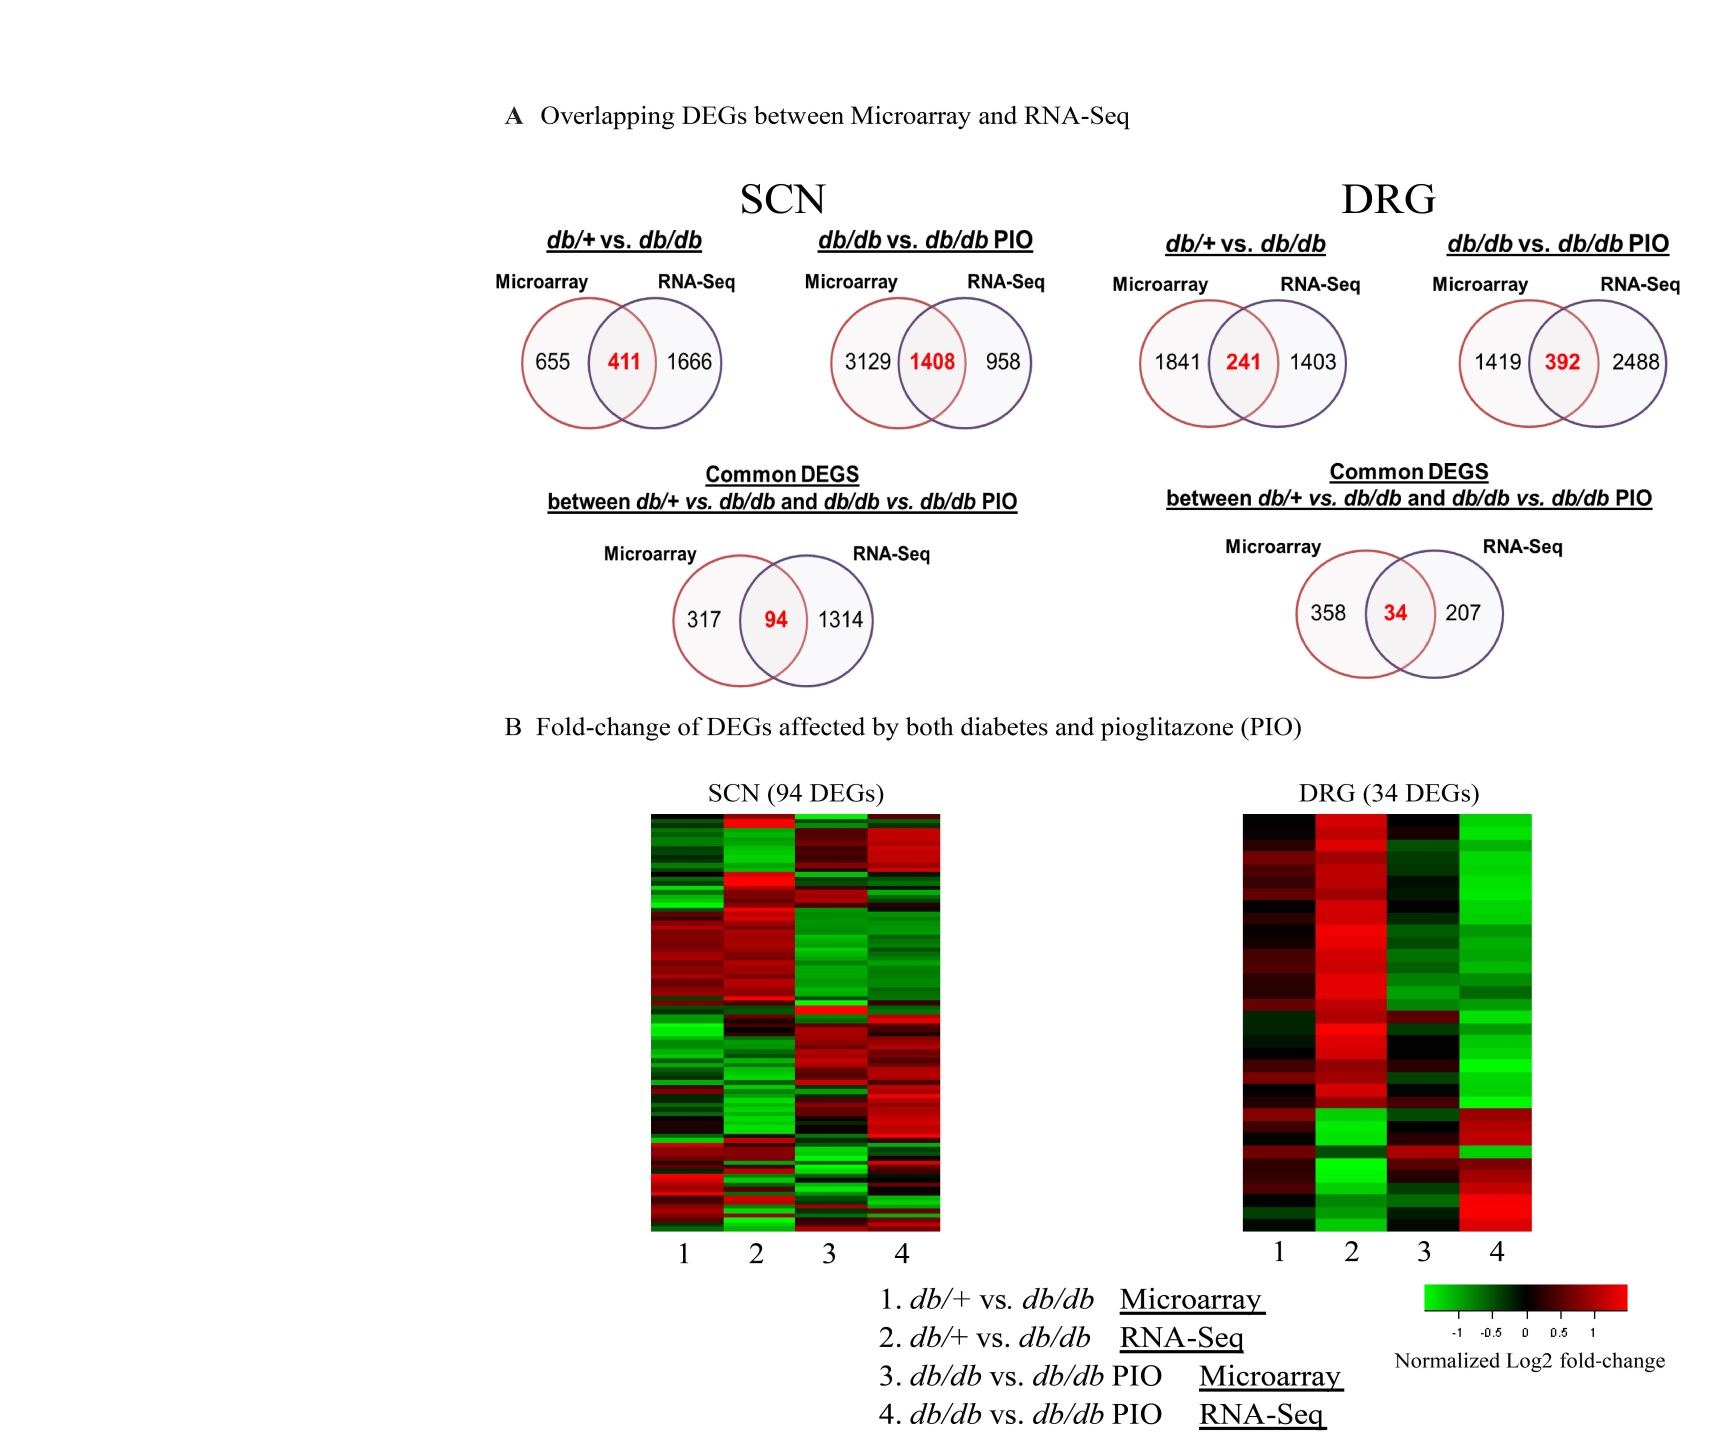
_

_
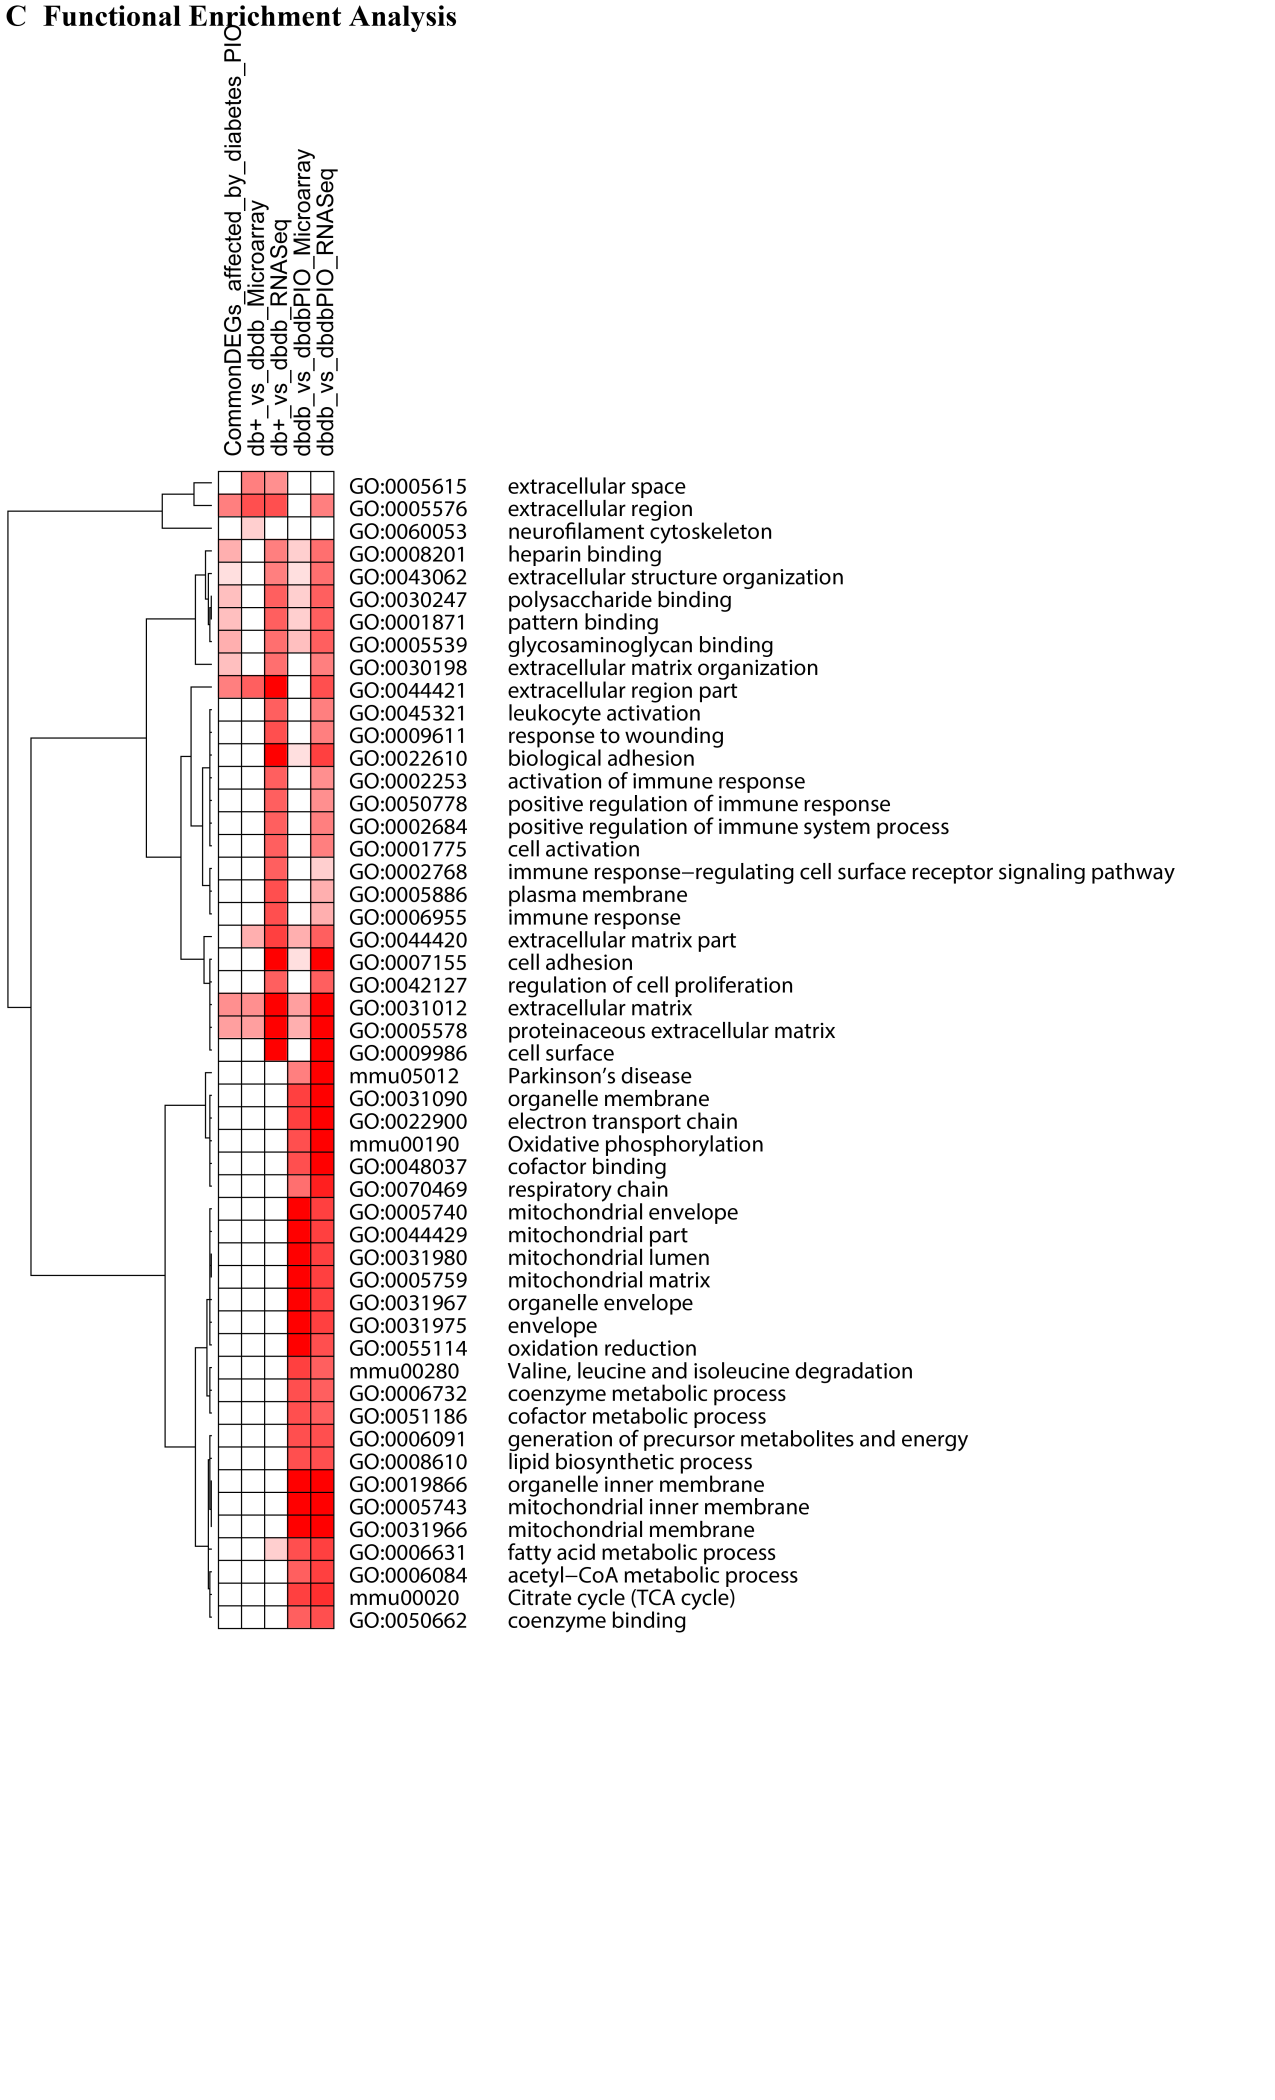
_

How the deposited data were processed for this re-analysis (not part of the article)

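Gene expression was measured by RNA-Seq in SCN, DRG, isolated glomeruli and kidney cortex of male db/+ and db/db mice, with and without pioglitazone, in 95 libraries. Each of the 16 groups held 6 libraries, except DRG db/db with 5. The authors aligned the reads with TopHat and Bowtie to the mouse reference transcriptome (NCBI 37, mm9) and calculated FPKM values with Cufflinks, and the deposited files hold one FPKM per gene symbol and library, written to 2 decimals. The submitters' processing notes name Cufflinks and mm9. Versions of these programs are not given in the sources used here. The authors called DEGs with Cuffdiff, which works on the aligned reads, so that its test could not be repeated from FPKM. No 2 libraries held identical values.

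The values were used as deposited, with no further scaling. Of 95 libraries, Gapdh was listed at 0 in 34, Hprt in 64, B2m in 62, Sdhb in 95 and Cox4i1 in 91. A 0 was therefore not read as a level but taken as missing. This departs from the design as first written, in which each 0 entered as a value of 0. It was decided after the zeros of such genes were seen and before any test was run, and the counts with each 0 entered as a value are given beside the main counts. Most calls of single genes and of gene lists ended in that setting. Read totals per library were not used here, and the precision of each value rests on the spread between libraries and on the number of libraries with a value.

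Group comparisons used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a pseudocount of 1, one mean per group, all 4 groups of a tissue in one fit, and moderated variances with an intensity trend. Genes entered with an FPKM of at least 1 in at least 5 libraries of the tissue and were tested with values in at least 3 libraries of both groups. The adjusted p-values in the text are Benjamini-Hochberg values from limma, with a threshold of 0.05. The comparisons were db/+ with db/db, db/+ with db/+ PIO, db/+ PIO with db/db PIO, and db/db with db/db PIO. The difference between SCN and glomeruli was tested in a fit of both tissues. Gene lists with at least 5 members tested were compared with all other genes by camera in limma, with a preset correlation of 0.01, and again with an estimated correlation. Single values were compared with exact permutation tests, two-sided, and overlaps with one-sided Fisher's exact tests, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Shared DEGs of both contrasts of the db/db group were set beside 100 simulations of unchanged groups and beside splits of the db/db libraries. The splits allowed fewer than 3 values in a group. Gene coordinates are those of mm9.

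The genes named are those the paper names, the members of 47 gene lists of pathways and cell types, and, for diabetes and pioglitazone in each tissue, the 10 largest rises and 10 largest falls among DEGs with the same sign in every fit that left out 1 library. The gene lists, the comparisons and their tests, and the alternatives other than the minimum numbers of values were fixed before the data were examined, when the fold changes in the paper's supplementary tables had been seen. Taking a 0 as missing was not part of that design. Genes named among the shared, reversed and exacerbated DEGs were chosen after their values were seen. Results of some single genes that this rule names are not reported here. The fit was tested on simulated data made from the real genes, with 50 genes changed at each fold. At a 2-fold rise it recovered 88% of them in SCN and 82% in glomeruli for diabetes, and 92% and 90% for pioglitazone. At a 1.5-fold rise it recovered 74% and 64% for diabetes, and 66% in both tissues for pioglitazone. The share of false calls among all calls was 5.3% and 4.6% for diabetes and 3.4% and 7% for pioglitazone. In DRG and cortex this share was 7% and 8.5% for diabetes and 5.6% and 4.5% for pioglitazone. A 1.5-fold rise was recovered there for 88% and 54% of the changed genes for diabetes, and for 78% and 56% for pioglitazone. All these rates cover only genes with enough values to be tested. They do not show whether taking a 0 as missing is right, or what is lost where a 0 depends on the level.

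Alternatives tried were another pseudocount, no filter on low values, median-of-ratios rescaling, quantile normalization, fits of the compared groups alone, variances without a trend, array weights, the replicate number as a block, a fold change of at least 1.5, split db/db libraries, an estimated correlation, ratios of group means, other starts and another filter of the self-organizing map, and each library left out in turn. The fits with each 0 entered as a value, which follow the design as first written, stand beside the main ones as a further setting. At least 2 or at least 5 values per group were added later. The microarray comparison of Fig. S8 was not analysed here.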

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

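The tests chosen after the result was seen were those of the lymphocyte transcripts, of the Data S1 sheet, of tubule segments raised alike and of whole cortex as a source. The tests of chance with splits of the libraries of both groups were also chosen then. A library was singled out where its gap to the nearest other library of its group, divided by the range of the group, passed Dixon's 95% critical value, which chance does in about 1 in 20 groups. Of 48 groups of library measures, 5 passed, and of 123 groups of named genes in SCN and glomeruli, 21 passed. These were genes the paper names and 5 lymphocyte genes chosen after their values were seen.

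Among library measures, the lowest FPKM sum of its group was 141469 in SCN db/+ PIO replicate 1 and the highest was 601310 in Cortex db/db replicate 6. Cortex db/db PIO replicate 3 had 9533 genes above 0, the most of its group. The median absolute log2 deviation from the libraries of the tissue was the highest of its group in Cortex db/+ PIO replicate 6 at 0.32 and in Cortex db/db replicate 6 at 0.64.

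Lymphocyte transcripts stood apart in 1 nerve library, SCN db/db replicate 4, with FPKM of 16.48 for Ms4a1 and 34.87 for Cd79b, which belong to B lymphocytes, and of 15.01 for Cd3g, part of the T cell receptor complex, and 7.28 for the lymph node homing receptor Ccr7. In that library 4 B lymphocyte markers and 8 T lymphocyte markers reached an FPKM of 1, against 0 to 1 B lymphocyte markers and 0 T lymphocyte markers in each other SCN library. Lymphoid tissue taken along with the nerve and blood left in it cannot be told apart. Any source of lymphocytes gives high B and T lymphocyte markers, so that 100% of the 10 markers outside Table S6 with a value being highest in this library favours neither, and 0 erythroid markers had the values needed for the comparison. An immune cell infiltrate of this mouse's nerve stays open as well and was not tested.

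Transcripts of tubule segments were higher in the glomerular libraries of db/db mice and lower with pioglitazone. More cortical tubule tissue in the db/db glomerular preparations goes with 98.2% of 55 cortex-enriched genes having a log2 fold change above 0 with diabetes, but tissue with every segment raised alike is argued against by a median log2 fold change 2.13 higher for distal, collecting duct and intercalated markers than for proximal ones (bootstrap SE 0.56). Scaling of the FPKM is argued against, since 100% of the 8 called distal, collecting duct and intercalated markers were still called higher with median-of-ratios rescaling. Whole cortex carried along, with its segments in their own proportions, is argued against as the source of these transcripts, since 100% of 7 of them had a higher mean FPKM in Glom db/db than in Cortex db/db, such as the keratin Krt18 at 18.83 ± 4.7 (SD, n = 6) against 8.16 ± 1.92 (SD, n = 6; exact permutation test, p = 0.002), although Aqp6 (p = 0.057) and Kcnj10 (p = 0.10) did not pass that exact test, at the smallest p their numbers of values allow. Fragments of single tubule segments carried with the glomeruli stay open, as does a response of the glomerular preparations to diabetes and to the drug, which was not tested apart from the tissue taken.

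At the median of the genes, the group values of SCN db/db in the Data S1 sheet of the paper lay below the libraries. For Romo1, a mitochondrial membrane protein, the paper's sheet gives 70.24, under the 6 libraries at 116.71 to 151.48, while for Cycs it gives 48.94, above the 4 libraries with a value at 19.9 to 30.19. Failed estimates averaged as 0 are argued against by a median log2 ratio of sheet to libraries of -0.868 over the 58 genes with a value in every SCN db/db library, where the other 5 groups lay between -0.002 and 0.043, and an average over some of the libraries is argued against by 58.6% of these genes lying under their lowest library. A lower scale of the whole group in the study's values is argued against by a median difference of 0.0 between the log2 fold changes of Tables S2 and S3 and those of the libraries over 20 genes. Other values behind this sheet alone stay open as a candidate explanation, although a single lower scale does not hold for Cycs, and no biological explanation was tested.

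Other genes of single libraries are given as values. In Glom db/+ replicate 2, FPKM was the highest of the group for the collagens Col1a1 (2.4), Col6a1 (2.5) and Col3a1 (3.97), for the mitochondrial genes Ndufb6 (233.31), Cox5a (200.82) and Echs1 (68.89), and for Cd79b (1.53), Cd3g (1.37) and Ccr7 (0.28), and Bmp2 at 3.26 was the lowest. In Glom db/db PIO replicate 3, Spon2 was 3.53, the highest of the group. Glom db/db replicate 6 had the highest Bmp3 (5.81) and Grem1 (42.5), and Glom db/db replicate 1 the highest Mmp12 (4.32). In SCN the highest values of their groups were Grem1 at 0.68 in SCN db/db PIO replicate 6, Ms4a1 at 0.21 in SCN db/+ replicate 2, and Cd79a at 0.9 in SCN db/db replicate 5.

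SCN and glomeruli differed in their response to diabetes for 428 genes and in their response to pioglitazone for 545 genes by the test of the difference in limma. With pioglitazone, camera set the difference apart for 5 gene lists, all higher in SCN relative to glomeruli. OXPHOS complex I subunits had an adjusted p = 4.20e-04 (0.172 with an estimated correlation), with a median log2 fold change of 0.46 in SCN and -0.28 in glomeruli. For OXPHOS complex II to V subunits the adjusted p was 4.20e-04 (0.126 with an estimated correlation), with medians of 0.67 and -0.44. Glutathione metabolism genes had an adjusted p = 5.95e-04 (0.118 with an estimated correlation), with medians of 0.6 and -0.35. Cell cycle genes had an adjusted p = 0.011 (0.217 with an estimated correlation), with medians of 0.21 and -0.24, and mitochondrial ribosomal proteins had an adjusted p = 0.025 (0.172 with an estimated correlation), with medians of 0.33 and -0.06. None of these 5 lists was called with zeros kept as values. In the same libraries, the 3 brown adipocyte markers tested had a median log2 fold change of 3.04 in SCN with the drug, and the genes enriched in cortex had one of -0.92 in glomeruli.

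In kidney cortex, gene groups that the paper does not discuss changed with diabetes. The median log2 fold change was -0.85 for macrophage markers (camera, adjusted p = 2.80e-08), -0.76 for interferon-stimulated genes (adjusted p = 7.16e-12) and 0.33 for glutathione metabolism genes (adjusted p = 9.65e-04). Of these 3 lists, that of interferon-stimulated genes alone kept its call with zeros kept as values.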

How the results depend on the processing

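The treatment of zeros changed the results most. With each 0 kept as a value, 27 of 162 calls of single genes and 4 of 31 calls of gene lists were kept. Entering each 0 as a value was the design as first written, and taking it as missing was decided after the zeros were seen and before any test. At least 2 values and at least 5 values per group were settings added after seeing the data. The other settings were fixed earlier. Over all settings but those that left out a library, the counts, percentages and list tests were the same in 923 cases, moved in 117, lost a call in 56, gained one in 20 and turned in 34. Log2 fold changes of single genes kept direction and call in 2177 cases, lost the call in 221, gained it in 9 and turned in 38. Log2 ratios of mean FPKM without a pseudocount moved by more than the SD in 18 of the other cases of single genes. A list counts as turned where its median or the direction of its camera test did. Every turn of a value called in either setting came with zeros kept as values. Variances without a trend changed none of the counts, percentages and list tests. The cause was not tested for any change listed here, although by construction at least 5 values leave fewer genes to test and a fold threshold only removes calls. FPKM at 2 decimals and entries at 0 limit the calls on low genes. Fry was not run because it takes no missing values. The replicate numbers were not taken to pair the libraries, since the lowest correlation of deviations between libraries of the same number was -0.247 in SCN, -0.47 in DRG, -0.373 in Glom and -0.458 in Cortex. Its median was -0.001, 0.06, 0.12 and -0.007, and 6 of 24, 3 of 23, 9 of 24 and 4 of 24 libraries correlated best with a library of their own number. In Glom, 20 of 36 same-number pairs lay over 0.1 and the median for other numbers was -0.014, which is a hint from the data of some pairing, not from the design.

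With a pseudocount of 0.1, counts were 38 for shared DEGs Cortex. List medians were -0.68 for complement genes, Glom, db/db vs db/db PIO (adjusted p = 0.051). Without the filter on low values, counts were 1 for DEGs DRG db/+ vs db/+ PIO, 615 for DEGs Cortex db/+ vs db/db, 776 for SCN vs Glom difference in response, db/+ vs db/db and 882 for SCN vs Glom difference in response, db/db vs db/db PIO. Percentages were 73.5 for reversed share Cortex. List medians were 0.21 for inflammatory mediators, Glom, db/+ vs db/db (adjusted p = 0.167). With median-of-ratios rescaling, counts were 7 for DEGs SCN db/+ vs db/+ PIO and 3 for SCN Reversed and Glom Reversed. Percentages were 34.5 for SOM cluster genes higher percent, Glom, db/db vs db/db PIO. The median or the direction of the camera test turned and none was called, with medians of 0.01 for ECM structural genes, SCN, db/db vs db/db PIO. Log2 fold changes turned to -0.03 for Ppara, SCN, db/+ vs db/db, 0.01 for Ndufb6, DRG, db/db vs db/db PIO, -0.01 for Ndufv3, Glom, db/+ vs db/db and 0 for Atp5b, Cortex, db/+ vs db/db. With quantile normalization, counts were 1 for DEGs DRG db/db vs db/db PIO, 72 for DEGs Cortex db/db vs db/db PIO, 15 for shared DEGs Cortex, 8 for SCN Reversed and Glom Reversed, 730 for SCN vs Glom difference in response, db/+ vs db/db and 903 for SCN vs Glom difference in response, db/db vs db/db PIO. Percentages were 46.4 for reversed share SCN, 99 for reversed share Glom, 92 for SOM cluster genes higher percent, SCN, db/db vs db/db PIO, 69.4 for SOM cluster genes higher percent, Glom, db/+ vs db/db and 39.5 for SOM cluster genes higher percent, Glom, db/db vs db/db PIO. List medians were 0.1 for inflammatory mediators, SCN, db/db vs db/db PIO (adjusted p = 0.045), 0.19 for OXPHOS complex I subunits, Glom, db/+ vs db/db (adjusted p = 0.034), 0.27 for OXPHOS complex II to V subunits, Glom, db/+ vs db/db (adjusted p = 0.027), -0.23 for OXPHOS complex I subunits, Glom, db/db vs db/db PIO (adjusted p = 0.019), -0.28 for OXPHOS complex II to V subunits, Glom, db/db vs db/db PIO (adjusted p = 0.044), -0.3 for TCA cycle enzymes, Glom, db/db vs db/db PIO (adjusted p = 0.042) and -0.17 for fatty acid beta-oxidation genes, Glom, db/db vs db/db PIO (adjusted p = 0.045). The median or the direction of the camera test turned and none was called, with medians of 0.05 for OXPHOS complex I subunits, SCN, db/+ vs db/db, 0.04 for TCA cycle enzymes, SCN, db/+ vs db/db, 0.07 for Table 1 Oxidative phosphorylation, SCN, db/+ vs db/db, -0.12 for ECM structural genes, SCN, db/db vs db/db PIO, 0.1 for ECM remodelling genes, Glom, db/db vs db/db PIO, 0.11 for focal adhesion genes, Glom, db/db vs db/db PIO, 0.03 for apoptosis genes, Glom, db/db vs db/db PIO and 0.09 for inflammatory mediators, Glom, db/db vs db/db PIO. Log2 fold changes turned to -0.05 for Ppara, Glom, db/+ vs db/db, 0.25 for Ppara, Glom, db/db vs db/db PIO, 0.01 for Ndufb6, DRG, db/db vs db/db PIO, -0.27 for Atp5b, Cortex, db/+ vs db/db and 0.22 for Atp5b, Cortex, db/db vs db/db PIO. With only the libraries of both compared groups in each fit, counts were 399 for DEGs SCN db/+ vs db/db, 1 for DEGs SCN db/+ vs db/+ PIO, 547 for DEGs DRG db/+ vs db/db, 132 for DEGs DRG db/+ PIO vs db/db PIO, 214 for DEGs Cortex db/+ vs db/db, 0 for DEGs Cortex db/+ vs db/+ PIO (150 in limma at an unadjusted p under 0.05), 48 for DEGs Cortex db/db vs db/db PIO, 7 for shared DEGs Cortex, 17 for SCN db/db only and Glom Reversed and 3 for SCN Reversed and Glom Reversed. Percentages were 99.2 for reversed share Glom. List medians were 0.46 for inflammatory mediators, Glom, db/+ vs db/db (adjusted p = 0.086), 0.71 for glycolysis enzymes, Glom, db/+ vs db/db (adjusted p = 0.070), 0.62 for Table 1 Glycolysis I, Glom, db/+ vs db/db (adjusted p = 0.086) and -0.41 for complement genes, Glom, db/db vs db/db PIO (adjusted p = 0.132). The median or the direction of the camera test turned and none was called, with medians of -0.02 for ECM structural genes, SCN, db/db vs db/db PIO. With array weights, counts were 8 for DEGs SCN db/+ vs db/+ PIO, 715 for DEGs SCN db/db vs db/db PIO, 659 for DEGs DRG db/+ vs db/db, 31 for DEGs DRG db/db vs db/db PIO, 770 for DEGs Cortex db/+ vs db/db, 1372 for DEGs Cortex db/+ PIO vs db/db PIO, 389 for DEGs Cortex db/db vs db/db PIO, 166 for shared DEGs SCN, 12 for shared DEGs DRG, 109 for shared DEGs Cortex, 14 for SCN Exacerbated and Glom Reversed and 9 for SCN Reversed and Glom Reversed. Percentages were 47.6 for reversed share SCN. List medians were 0.33 for OXPHOS complex I subunits, Glom, db/+ vs db/db (adjusted p = 0.033), 0.41 for OXPHOS complex II to V subunits, Glom, db/+ vs db/db (adjusted p = 0.023) and -0.44 for OXPHOS complex II to V subunits, Glom, db/db vs db/db PIO (adjusted p = 0.049). Log2 fold changes turned to 0.06 for Col1a1, Cortex, db/+ vs db/db, -0.1 for Bmp2, SCN, db/+ vs db/db and 0.01 for Ndufb6, DRG, db/db vs db/db PIO.

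With the replicate block, counts were 78 for DEGs DRG db/+ vs db/db and 233 for DEGs DRG db/+ PIO vs db/db PIO. List medians were 0.17 for apoptosis genes, SCN, db/db vs db/db PIO (adjusted p = 0.018) and -0.34 for complement genes, Glom, db/db vs db/db PIO (adjusted p = 0.056). The median or the direction of the camera test turned and none was called, with medians of 0.01 for ECM structural genes, SCN, db/db vs db/db PIO. Log2 fold changes turned to -0.09 for Ndufb4, DRG, db/+ vs db/db and 0.08 for Ndufb10, SCN, db/+ vs db/db. The replicate block changed no other count by over 1.5 times and no other list call. With a fold change of at least 1.5 required as well, counts were 278 for DEGs SCN db/+ vs db/db, 692 for DEGs SCN db/+ PIO vs db/db PIO, 187 for DEGs SCN db/db vs db/db PIO, 30 for DEGs DRG db/+ vs db/db, 70 for DEGs DRG db/+ PIO vs db/db PIO, 571 for DEGs Glom db/+ vs db/db, 209 for DEGs Glom db/+ PIO vs db/db PIO, 515 for DEGs Glom db/db vs db/db PIO, 251 for DEGs Cortex db/+ vs db/db, 447 for DEGs Cortex db/+ PIO vs db/db PIO, 72 for DEGs Cortex db/db vs db/db PIO, 36 for shared DEGs SCN, 316 for shared DEGs Glom, 14 for shared DEGs Cortex, 15 for SCN db/db only and Glom Reversed, 4 for SCN Exacerbated and Glom Reversed and 1 for SCN Reversed and Glom Reversed. Percentages were 99.1 for reversed share Glom. With at least 2 values in each compared group, list medians were 0.27 for OXPHOS complex II to V subunits, Glom, db/+ vs db/db (adjusted p = 0.018), 0.22 for fatty acid beta-oxidation genes, Glom, db/+ vs db/db (adjusted p = 0.011), -0.31 for OXPHOS complex I subunits, Glom, db/db vs db/db PIO (adjusted p = 0.021), -0.43 for OXPHOS complex II to V subunits, Glom, db/db vs db/db PIO (adjusted p = 0.023), -0.29 for TCA cycle enzymes, Glom, db/db vs db/db PIO (adjusted p = 0.023) and -0.26 for fatty acid beta-oxidation genes, Glom, db/db vs db/db PIO (adjusted p = 0.009). With at least 5 values in each compared group, counts were 394 for DEGs SCN db/+ vs db/db, 798 for DEGs SCN db/+ PIO vs db/db PIO, 243 for DEGs SCN db/db vs db/db PIO, 83 for DEGs DRG db/+ vs db/db, 226 for DEGs DRG db/+ PIO vs db/db PIO, 587 for DEGs Glom db/+ vs db/db, 226 for DEGs Glom db/+ PIO vs db/db PIO, 583 for DEGs Glom db/db vs db/db PIO, 0 for DEGs Cortex db/+ vs db/+ PIO (53 in limma at an unadjusted p under 0.05), 463 for DEGs Cortex db/+ PIO vs db/db PIO, 57 for shared DEGs SCN, 299 for shared DEGs Glom, 15 for SCN db/db only and Glom Reversed and 4 for SCN Exacerbated and Glom Reversed. Percentages were 100 for SOM cluster genes higher percent, SCN, db/db vs db/db PIO. List medians were 0.49 for inflammatory mediators, SCN, db/+ vs db/db (adjusted p = 0.015), 0.54 for ECM remodelling genes, SCN, db/db vs db/db PIO (adjusted p = 0.123), 0.7 for ECM structural genes, Glom, db/+ vs db/db (adjusted p = 0.046) and 0.56 for inflammatory mediators, Glom, db/+ vs db/db (adjusted p = 0.059). With the db/db libraries split between both contrasts, counts were 16 for shared DEGs SCN, 229 for shared DEGs Glom and 12 for shared DEGs Cortex. Percentages were 17.4 for reversed share SCN and 21.1 for reversed share Cortex. With an estimated correlation, under which camera no longer called these lists, list medians were -0.62 for ECM structural genes, SCN, db/+ vs db/db (adjusted p = 0.128), -0.3 for interferon-stimulated genes, SCN, db/+ vs db/db (adjusted p = 0.824), -1.43 for mast cell markers, SCN, db/+ vs db/db (adjusted p = 0.128), 0.44 for cell cycle genes, SCN, db/+ vs db/db (adjusted p = 0.616), 0.32 for ECM remodelling genes, SCN, db/db vs db/db PIO (adjusted p = 0.452), 0.46 for OXPHOS complex I subunits, SCN, db/db vs db/db PIO (adjusted p = 0.170), 0.33 for OXPHOS complex II to V subunits, SCN, db/db vs db/db PIO (adjusted p = 0.170), 0.39 for glycolysis enzymes, SCN, db/db vs db/db PIO (adjusted p = 0.170), 0.52 for Table 1 Oxidative phosphorylation, SCN, db/db vs db/db PIO (adjusted p = 0.170), 0.8 for mast cell markers, SCN, db/db vs db/db PIO (adjusted p = 0.170), -0.35 for interferon-stimulated genes, DRG, db/+ vs db/db (adjusted p = 0.434), 0.21 for PPARG target genes, DRG, db/db vs db/db PIO (adjusted p = 0.251), 0.57 for ECM remodelling genes, Glom, db/+ vs db/db (adjusted p = 0.133), 0.46 for inflammatory mediators, Glom, db/+ vs db/db (adjusted p = 0.480), 0.71 for glycolysis enzymes, Glom, db/+ vs db/db (adjusted p = 0.406), -0.7 for interferon-stimulated genes, Glom, db/+ vs db/db (adjusted p = 0.406), 0.52 for glutathione metabolism genes, Glom, db/+ vs db/db (adjusted p = 0.271), 0.62 for Table 1 Glycolysis I, Glom, db/+ vs db/db (adjusted p = 0.406), -0.82 for ECM structural genes, Glom, db/db vs db/db PIO (adjusted p = 0.295), -0.8 for glycolysis enzymes, Glom, db/db vs db/db PIO (adjusted p = 0.295), -1.81 for macrophage markers, Glom, db/db vs db/db PIO (adjusted p = 0.137), -0.41 for complement genes, Glom, db/db vs db/db PIO (adjusted p = 0.295), -0.74 for macrophage markers, Cortex, db/db vs db/db PIO (adjusted p = 0.245), 0.79 for OXPHOS complex I subunits, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.172), 0.75 for OXPHOS complex II to V subunits, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.126), 0.65 for glutathione metabolism genes, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.118), 0.4 for cell cycle genes, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.217) and 0.35 for mitochondrial ribosomal proteins, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.172). With all groups of each tissue, the number of tissue pairs with a difference in PPAR expression across tissues was 5. With another random start, the self-organizing map of SCN and Glom held 30% of the paper's cluster genes in its best pair of modules. With a further random start, the self-organizing map of SCN and Glom held 30% of the paper's cluster genes in its best pair of modules.

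With zeros kept as values, counts were 41 for DEGs SCN db/+ vs db/db, 2 for DEGs SCN db/+ vs db/+ PIO, 147 for DEGs SCN db/+ PIO vs db/db PIO, 20 for DEGs SCN db/db vs db/db PIO, 0 for DEGs DRG db/+ vs db/db (348 in limma at an unadjusted p under 0.05), 0 for DEGs DRG db/+ PIO vs db/db PIO (440 in limma at an unadjusted p under 0.05), 127 for DEGs Glom db/+ vs db/db, 11 for DEGs Glom db/+ PIO vs db/db PIO, 110 for DEGs Glom db/db vs db/db PIO, 24 for DEGs Cortex db/+ vs db/db, 0 for DEGs Cortex db/+ vs db/+ PIO (300 in limma at an unadjusted p under 0.05), 55 for DEGs Cortex db/+ PIO vs db/db PIO, 2 for DEGs Cortex db/db vs db/db PIO, 3 for shared DEGs SCN, 74 for shared DEGs Glom, 1 for shared DEGs Cortex, 1 for SCN db/db only and Glom Reversed, 0 for SCN Exacerbated and Glom Reversed, 0 for SCN Reversed and Glom Reversed, 17 for SCN vs Glom difference in response, db/+ vs db/db and 18 for SCN vs Glom difference in response, db/db vs db/db PIO. Percentages were 100 for reversed share SCN, 100 for reversed share Glom, 100 for reversed share Cortex, 39.6 for SOM cluster genes higher percent, SCN, db/+ vs db/db, 59.4 for SOM cluster genes higher percent, SCN, db/db vs db/db PIO, 55.2 for SOM cluster genes higher percent, Glom, db/+ vs db/db and 39.9 for SOM cluster genes higher percent, Glom, db/db vs db/db PIO. List medians were 0.29 for OXPHOS complex II to V subunits, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.998), 0.29 for glutathione metabolism genes, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.998), 0.71 for cell cycle genes, SCN vs Glom difference, db/db vs db/db PIO (adjusted p = 0.072), 0.13 for inflammatory mediators, SCN, db/+ vs db/db (adjusted p = 5.38e-04), 0.36 for ECM remodelling genes, SCN, db/db vs db/db PIO (adjusted p = 0.996), 0.16 for OXPHOS complex II to V subunits, SCN, db/db vs db/db PIO (adjusted p = 0.996), 0.17 for glycolysis enzymes, SCN, db/db vs db/db PIO (adjusted p = 0.996), 0.62 for ECM remodelling genes, Glom, db/+ vs db/db (adjusted p = 0.151), 0.38 for inflammatory mediators, Glom, db/+ vs db/db (adjusted p = 0.495), -0.07 for glycolysis enzymes, Glom, db/db vs db/db PIO (adjusted p = 0.751), -0.72 for macrophage markers, Glom, db/db vs db/db PIO (adjusted p = 0.060), -0.16 for macrophage markers, Cortex, db/+ vs db/db (adjusted p = 0.907), 0.15 for glutathione metabolism genes, Cortex, db/+ vs db/db (adjusted p = 0.951), -0.56 for interferon-stimulated genes, SCN, db/+ vs db/db (adjusted p = 0.588), 0.79 for mast cell markers, SCN, db/db vs db/db PIO (adjusted p = 0.088), 0.11 for glutathione metabolism genes, Glom, db/+ vs db/db (adjusted p = 0.809), -0.74 for mast cell markers, SCN, db/+ vs db/db (adjusted p = 0.588), -0.2 for interferon-stimulated genes, Glom, db/+ vs db/db (adjusted p = 0.495), -0.23 for complement genes, Glom, db/db vs db/db PIO (adjusted p = 0.571) and -0.37 for macrophage markers, Cortex, db/db vs db/db PIO (adjusted p = 0.130). The median or the direction of the camera test turned and none was called, with medians of 0.37 for OXPHOS complex I subunits, SCN vs Glom difference, db/db vs db/db PIO, 0.38 for mitochondrial ribosomal proteins, SCN vs Glom difference, db/db vs db/db PIO, -0.62 for ECM structural genes, SCN, db/+ vs db/db, -0.05 for ECM remodelling genes, SCN, db/+ vs db/db, -0.67 for apoptosis genes, SCN, db/+ vs db/db, -0.06 for OXPHOS complex I subunits, SCN, db/+ vs db/db, -1.91 for OXPHOS complex II to V subunits, SCN, db/+ vs db/db, -0.88 for TCA cycle enzymes, SCN, db/+ vs db/db, -1.05 for glycolysis enzymes, SCN, db/+ vs db/db, -1.77 for Table 1 Oxidative phosphorylation, SCN, db/+ vs db/db, 0.06 for ECM structural genes, SCN, db/db vs db/db PIO, 0.07 for inflammatory mediators, SCN, db/db vs db/db PIO, 0.2 for OXPHOS complex I subunits, SCN, db/db vs db/db PIO, 0.21 for Table 1 Oxidative phosphorylation, SCN, db/db vs db/db PIO, 0.03 for OXPHOS complex I subunits, Glom, db/+ vs db/db, -0.31 for OXPHOS complex II to V subunits, Glom, db/+ vs db/db, -0.91 for glycolysis enzymes, Glom, db/+ vs db/db, -0.51 for Table 1 Oxidative phosphorylation, Glom, db/+ vs db/db, -0.13 for OXPHOS complex I subunits, Glom, db/db vs db/db PIO, -0.18 for OXPHOS complex II to V subunits, Glom, db/db vs db/db PIO, 0 for TCA cycle enzymes, Glom, db/db vs db/db PIO, 0.04 for interferon-stimulated genes, DRG, db/+ vs db/db and -0.05 for Table 1 Glycolysis I, Glom, db/+ vs db/db. Log2 fold changes turned to -0.37 for Mfge8, SCN, db/+ vs db/db, -0.39 for Ccl8, SCN, db/db vs db/db PIO, 0.03 for 6530418L21Rik, SCN, db/db vs db/db PIO, 0.51 for Ccnd1, DRG, db/+ vs db/db, 0.05 for Rlbp1, DRG, db/+ vs db/db, 0.4 for Matn4, DRG, db/+ vs db/db, 0.18 for Lcat, DRG, db/+ vs db/db, 0.07 for Phlda1, DRG, db/+ vs db/db, 0.42 for Wnt4, Glom, db/+ vs db/db, -0.11 for Cyp2a5, Cortex, db/+ vs db/db, -0.35 for Bex4, Cortex, db/db vs db/db PIO, -0.08 for Abcb1a, Cortex, db/db vs db/db PIO, 0.34 for Dio1, Cortex, db/db vs db/db PIO, 0.04 for Pparg, Cortex, db/+ vs db/db, 0.16 for Col1a1, DRG, db/+ vs db/db, 0 for Spon2, DRG, db/+ vs db/db, -0.21 for Spon2, DRG, db/db vs db/db PIO, 0.24 for Col3a1, DRG, db/db vs db/db PIO, 1.61 for Ndufb6, DRG, db/db vs db/db PIO, -1.91 for Cox5a, SCN, db/+ vs db/db, -2.34 for Cox7a2, SCN, db/+ vs db/db, -1.19 for Atp5b, Glom, db/+ vs db/db, -1.64 for Echs1, Glom, db/+ vs db/db and -0.65 for Echs1, DRG, db/db vs db/db PIO. The number of ratios of the RT-qPCR genes on the side of 1 that the paper gives was 3. The self-organizing map of SCN and Glom held 10% of the paper's cluster genes in its best pair of modules.

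With each library left out in turn, counts, percentages and list tests were the same in 2285 cases, moved in 51, lost a call in 22, gained one in 9 and turned in 11. Single genes kept direction and call in 4507 cases, lost the call in 223, gained it in 13 and turned in 24, and none of the values that turned was called. ECM structural genes, SCN, db/db vs db/db PIO ranged from -0.07 to 0.45, with 0.19 (adjusted p = 0.762) without SCN db/+ replicate 1, 0.19 (adjusted p = 0.804) without SCN db/+ replicate 2, 0.19 (adjusted p = 0.779) without SCN db/+ replicate 3, 0.14 (adjusted p = 0.640) without SCN db/db replicate 1, 0.45 (adjusted p = 0.785) without SCN db/db replicate 4, 0.14 (adjusted p = 0.646) without SCN db/db replicate 5, 0.13 (adjusted p = 0.740) without SCN db/db PIO replicate 5 and 0.14 (adjusted p = 0.770) without SCN db/db PIO replicate 6. Ppara, SCN, db/+ vs db/db ranged from -0.02 to 0.03, with -0.01 without SCN db/+ replicate 2 and SCN db/db replicate 2 and -0.02 without SCN db/+ replicate 3. DEGs SCN db/+ vs db/+ PIO ranged from 1 to 30, with 1 without SCN db/+ replicate 3 and SCN db/+ PIO replicate 3, 9 without SCN db/+ replicate 5, SCN db/+ PIO replicate 1 and SCN db/+ PIO replicate 4, 30 without SCN db/+ replicate 6, 7 without SCN db/+ PIO replicate 6 and SCN db/db replicate 3 and 10 without SCN db/db PIO replicate 6. Interferon-stimulated genes, SCN, db/+ vs db/db ranged from -0.36 to -0.24, with -0.24 (adjusted p = 0.078) without SCN db/+ replicate 3, -0.24 (adjusted p = 0.056) without SCN db/+ replicate 4, -0.31 (adjusted p = 0.070) without SCN db/+ replicate 5, -0.28 (adjusted p = 0.062) without SCN db/db replicate 1 and -0.24 (adjusted p = 0.109) without SCN db/db replicate 3. Ndufb10, SCN, db/+ vs db/db ranged from -0.04 to 0.04, with 0.03 without SCN db/+ replicate 4, 0.04 without SCN db/+ replicate 5 and 0.01 without SCN db/+ replicate 6. Bmp2, SCN, db/+ vs db/db ranged from -0.05 to 0.2, with -0.05 without SCN db/+ replicate 6 and -0.01 without SCN db/db replicate 4. DEGs SCN db/+ vs db/db ranged from 386 to 645, with 386 without SCN db/db replicate 1. SCN Reversed and Glom Reversed ranged from 3 to 6, with 3 without SCN db/db replicate 2, SCN db/db PIO replicate 2, Glom db/db replicate 3 and Glom db/db replicate 4. ECM remodelling genes, SCN, db/db vs db/db PIO ranged from 0.26 to 0.42, with 0.29 (adjusted p = 0.050) without SCN db/db replicate 2 and 0.32 (adjusted p = 0.054) without SCN db/db PIO replicate 3. Reversed share SCN ranged from 24.3 to 42.3, with 24.3 without SCN db/db replicate 3. Mitochondrial ribosomal proteins, SCN vs Glom difference, db/db vs db/db PIO ranged from 0.24 to 0.47, with 0.29 (adjusted p = 0.053) without SCN db/db replicate 3 and 0.31 (adjusted p = 0.059) without SCN db/db PIO replicate 1. Inflammatory mediators, SCN, db/+ vs db/db ranged from 0.17 to 0.46, with 0.41 (adjusted p = 0.012) without SCN db/db replicate 3. SOM cluster genes higher percent, SCN, db/+ vs db/db ranged from 81.5 to 90.2, with 90.2 without SCN db/db replicate 3. Apoptosis genes, SCN, db/db vs db/db PIO ranged from 0.12 to 0.22, with 0.22 (adjusted p = 0.021) without SCN db/db replicate 4. Inflammatory mediators, SCN, db/db vs db/db PIO ranged from 0.11 to 0.29, with 0.29 (adjusted p = 0.047) without SCN db/db replicate 4. Ndufb6, SCN, db/+ vs db/db ranged from -0.04 to 0.1, with -0.04 without SCN db/db replicate 4. DEGs DRG db/+ vs db/db ranged from 90 to 270, with 90 without DRG db/+ replicate 1, 92 without DRG db/+ replicate 3, 91 without DRG db/+ replicate 6, 270 without DRG db/+ PIO replicate 1, 93 without DRG db/db replicate 1, 94 without DRG db/db replicate 2 and 95 without DRG db/db replicate 5. DEGs DRG db/db vs db/db PIO ranged from 0 to 4, with 2 without DRG db/+ replicate 5, DRG db/+ PIO replicate 1 and DRG db/db PIO replicate 1, 4 without DRG db/db replicate 3 and 1 without DRG db/db PIO replicate 4. At a count of 0, 237 to 347 genes had an unadjusted p under 0.05 in limma. Shared DEGs DRG ranged from 0 to 1, with 1 without DRG db/db replicate 3, DRG db/db PIO replicate 1 and DRG db/db PIO replicate 4. Ndufb6, DRG, db/db vs db/db PIO ranged from -0.07 to 0.09, with 0.09 without DRG db/db replicate 3, 0.01 without DRG db/db PIO replicate 3 and DRG db/db PIO replicate 6 and 0.02 without DRG db/db PIO replicate 4. Col1a1, DRG, db/db vs db/db PIO ranged from -0.19 to 0.04, with 0.04 without DRG db/db replicate 4 and 0.03 without DRG db/db PIO replicate 2. Inflammatory mediators, Glom, db/+ vs db/db ranged from 0.42 to 0.59, with 0.55 (adjusted p = 0.054) without Glom db/+ replicate 2, 0.48 (adjusted p = 0.061) without Glom db/+ replicate 3, 0.46 (adjusted p = 0.081) without Glom db/+ replicate 5, 0.5 (adjusted p = 0.065) without Glom db/+ replicate 6 and 0.5 (adjusted p = 0.051) without Glom db/db replicate 4. OXPHOS complex I subunits, Glom, db/+ vs db/db ranged from 0.17 to 0.3, with 0.3 (adjusted p = 0.046) without Glom db/+ replicate 2. OXPHOS complex II to V subunits, Glom, db/+ vs db/db ranged from 0.22 to 0.41, with 0.41 (adjusted p = 0.029) without Glom db/+ replicate 2. OXPHOS complex II to V subunits, Glom, db/db vs db/db PIO ranged from -0.52 to -0.38, with -0.44 (adjusted p = 0.037) without Glom db/+ replicate 2. TCA cycle enzymes, Glom, db/db vs db/db PIO ranged from -0.34 to -0.31, with -0.34 (adjusted p = 0.047) without Glom db/+ replicate 2. SOM cluster genes higher percent, Glom, db/+ vs db/db ranged from 78.7 to 86.6, with 86.6 without Glom db/+ replicate 2. Complement genes, Glom, db/db vs db/db PIO ranged from -0.47 to -0.23, with -0.41 (adjusted p = 0.056) without Glom db/+ replicate 5, -0.23 (adjusted p = 0.166) without Glom db/db replicate 2, -0.3 (adjusted p = 0.138) without Glom db/db replicate 5, -0.47 (adjusted p = 0.052) without Glom db/db replicate 6, -0.45 (adjusted p = 0.060) without Glom db/db PIO replicate 1, -0.47 (adjusted p = 0.057) without Glom db/db PIO replicate 4, -0.37 (adjusted p = 0.053) without Glom db/db PIO replicate 5 and -0.35 (adjusted p = 0.051) without Glom db/db PIO replicate 6. Inflammatory mediators, Glom, db/db vs db/db PIO ranged from -0.29 to -0.06, with -0.08 (adjusted p = 0.950) without Glom db/db replicate 1, -0.1 (adjusted p = 0.765) without Glom db/db PIO replicate 3 and -0.14 (adjusted p = 0.982) without Glom db/db PIO replicate 5. Fatty acid beta-oxidation genes, Glom, db/db vs db/db PIO ranged from -0.39 to -0.24, with -0.3 (adjusted p = 0.046) without Glom db/db replicate 4 and -0.28 (adjusted p = 0.049) without Glom db/db replicate 5. Ppara, Glom, db/db vs db/db PIO ranged from -0.16 to 0.02, with 0.02 without Glom db/db PIO replicate 1. Col1a1, Cortex, db/+ vs db/db ranged from -0.25 to 0.1, with 0 without Cortex db/+ replicate 1 and 0.1 without Cortex db/db replicate 6. Atp5b, Cortex, db/+ vs db/db ranged from -0.03 to 0.08, with 0 without Cortex db/+ replicate 2, -0.01 without Cortex db/+ replicate 3, Cortex db/+ replicate 4, Cortex db/db replicate 2 and Cortex db/db replicate 3 and -0.03 without Cortex db/db replicate 4. Shared DEGs Cortex ranged from 11 to 57, with 15 without Cortex db/+ replicate 3, Cortex db/+ PIO replicate 2, Cortex db/db replicate 3, Cortex db/db PIO replicate 4 and Cortex db/db PIO replicate 5, 16 without Cortex db/+ replicate 5, 11 without Cortex db/db replicate 4, 57 without Cortex db/db replicate 6, 13 without Cortex db/db PIO replicate 2 and 14 without Cortex db/db PIO replicate 6. DEGs Cortex db/+ vs db/+ PIO ranged from 0 to 1, with 0 without Cortex db/+ PIO replicate 5 and Cortex db/+ PIO replicate 6. At a count of 0, 62 to 134 genes had an unadjusted p under 0.05 in limma. DEGs Cortex db/db vs db/db PIO ranged from 55 to 189, with 55 without Cortex db/db replicate 4, 83 without Cortex db/db replicate 5, 62 without Cortex db/db PIO replicate 2, 70 without Cortex db/db PIO replicate 4 and 77 without Cortex db/db PIO replicate 5. DEGs Cortex db/+ vs db/db ranged from 295 to 676, with 676 without Cortex db/db replicate 6. DEGs Cortex db/+ PIO vs db/db PIO ranged from 579 to 1154, with 1154 without Cortex db/db replicate 6.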

Differences from the paper's values

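Counts are set beside the paper's at its threshold of an FDR below 0.05, where the paper's are from Cuffdiff on aligned reads and those given here from limma on FPKM. With diabetes, the paper's number of DEGs is 2077 in SCN, against 629 here, and 2061 in DRG, against 158 here. With pioglitazone in db/db mice, the paper's number is 2368 in SCN, against 399, and 2880 in glomeruli, against 963. None of the alternatives set before the data were examined came within 1.5 times of the paper's number for these 4 comparisons. Pioglitazone in DRG gave the paper's 164 DEGs and 0 here in limma, with 325 genes at an unadjusted p under 0.05, and no alternative came within 1.5 times, the highest being 31 with array weights. In kidney cortex with pioglitazone the paper's number is 678 and that here 126, and no alternative came within 1.5 times.

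In glomeruli with diabetes, the paper's number of DEGs is 1644, against 1070. Of the alternatives set before the data were examined, 1417 without the filter on low values, 1152 with median-of-ratios rescaling, 1220 with quantile normalization, 1501 with array weights and 1217 without Glom db/+ replicate 2 came within 1.5 times of it, and the others did not. At least 2 values per group, chosen after seeing the values, gave 1152. In kidney cortex with diabetes, the paper's number is 909, against 406. Of the alternatives set before the data were examined, 615 without the filter on low values, 770 with array weights and 676 without Cortex db/db replicate 6 came within 1.5 times of it, and the others did not.

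For DEGs of diabetes that pioglitazone also changed, the paper's number is 897 in SCN, against 93, and 109 in DRG, against 0. The contrast of pioglitazone in DRG had no call in limma, with 325 genes at an unadjusted p under 0.05. No alternative came within 1.5 times of these. In glomeruli the paper's number is 1119, against 547, and of the alternatives set before the data were examined 765 without the filter on low values came within 1.5 times and the others did not. For kidney cortex the paper's number is 155, against 25, and 109 with array weights came within 1.5 times and the others did not. As a share of the diabetes DEGs, the paper's value is 43% in SCN, against 16.1%, 5% in DRG, against 0%, and 17% in kidney cortex, against 6.5%. The share in cortex was 15.6% with array weights, which came within 1.5 times of the paper's, and no other alternative set before the data were examined did so in these 3 tissues.

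The paper's overlap of genes reversed in glomeruli is 117 with genes changed in SCN by diabetes only, against 39, 71 with genes exacerbated in SCN, against 7, and 62 with genes reversed in SCN, against 5. No alternative came within 1.5 times of these. The paper's self-organizing map held 15588 genes, against 5117 here, and none of the alternatives came within 1.5 times.

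Of the log2 fold changes in the paper's supplementary tables, 1 of those compared with log2 ratios of mean FPKM differed by more than the spread between libraries. Bmp3 in SCN with diabetes is the paper's -0.86, against -1.45. For 3 others, 1 of the groups had a value in a single library, so that the ratio has no spread against which to hold the difference. Mmp12 in SCN with diabetes is the paper's 7.15, against 5.86. With pioglitazone in SCN, Col6a1 is the paper's 0.94, against 1.03, and Col3a1 the paper's 0.78, against 1.09. No alternative applies to these ratios.

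The paper states that the genes of its self-organizing map cluster were lower in the nerve with diabetes. In the libraries, 84.9% of the cluster genes tested had a log2 fold change above 0 in SCN with diabetes. With each 0 entered as a value, as the design was first written, the share was 39.6%. That share also covers genes with too few values for the main test. Over the same 185 genes, the libraries were lower with diabetes for 14.6%, and for 31.4% with each 0 entered as a value. The group values of the paper's sheet are lower for 69.7% of these 185 genes. The paper's RT-qPCR ratios of db/db to db/+ in SCN lie below 1 too, at 0.801 for Sdhb and 0.711 for Cox4i1, neither of which gave a ratio from the libraries. The direction with pioglitazone in SCN and both directions in glomeruli were the same in the sheet and in the libraries. Of 183 genes in the paper's tables for SCN with diabetes, 116 had values in at least 3 libraries of both groups, and 112 of these had the sign of the paper. In glomeruli with diabetes this held for 93 of 94 genes.

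On the PPAR isoforms, the paper's figure legend places Ppara in kidney cortex, Ppard and Pparg in glomeruli and SCN, and in DRG only a low level of Ppard. In the libraries, Ppara was above 0 in 15 of 24 SCN, 14 of 23 DRG and 16 of 24 glomerular libraries and in no cortex library, and Pparg was above 0 in 15 of 24 cortex and 4 of 24 glomerular libraries and listed at 0 in each SCN library. An entry at 0 was not read as a level. Over the db/+ libraries 0 of 4 pairs of tissues that could be tested passed the exact permutation test after adjustment. Their numbers of values were too small for any pair to pass, so this decides nothing about differences between the tissues.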

Other observations

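The gene lists were fixed before the data were examined, while the splits of the libraries were tests chosen after the result was seen. In kidney cortex, diabetes changed transcripts beyond the macrophage and interferon groups. Gsto1, an omega class glutathione transferase, rose from 23.8 ± 5.86 FPKM (SD, n = 6) in db/+ to 71.2 ± 7.87 (SD, n = 5) in db/db, a log2 fold change of 1.57 (SE 0.150, adjusted p = 7.24e-07 from limma). Gpx3, the secreted glutathione peroxidase, rose by 0.63 (SE 0.186, adjusted p = 0.032). Of 7 glutathione metabolism genes these 2 rose and none fell, and 3 rose when adjusted over the list alone (camera, adjusted p = 9.65e-04, and adjusted p = 0.013 with an estimated correlation). The complement gene C3 rose by 1.75 (SE 0.323, adjusted p = 0.003). Esm1, a proteoglycan gene of endothelial cells, fell from 50.7 ± 17.1 (n = 5) to 9.83 ± 3.66 (n = 5), a log2 fold change of -2.26 (SE 0.233, adjusted p = 2.51e-06), and Aif1, a macrophage gene, fell by 1.47 on the log2 scale (SE 0.229, adjusted p = 3.02e-04). All 3 MHC class II genes tested fell, with a median of -1.32. With zeros kept as values, the calls of Gsto1, C3, Esm1 and Aif1 ended, as did those of macrophage markers and of glutathione metabolism genes in cortex. The median of interferon-stimulated genes, Cortex, db/+ vs db/db, was then -0.39 (adjusted p = 0.012), and over all alternatives this list stayed lower and past the threshold, also with each cortex library left out (-0.78 to -0.62).

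In the nerve with diabetes, 2 of 5 non-myelinating Schwann cell markers tested fell and none rose, also when adjusted over the list alone (median log2 fold change -0.02; camera, adjusted p = 0.226), and so did 1 of 2 myelinating Schwann cell markers. Ngfr, the low-affinity neurotrophin receptor of Schwann cells, fell by 0.65 on the log2 scale (SE 0.171, adjusted p = 0.017 from limma), Gfap by 0.55 (SE 0.126, adjusted p = 0.007) and Mbp, the myelin basic protein gene, by 0.31 (SE 0.092, adjusted p = 0.029). Lepr, the receptor gene mutated in these mice, was at 3.92 ± 1.80 (n = 5) in db/+ and 1.40 ± 0.286 (n = 6) in db/db, a log2 fold change of -0.97 (SE 0.196, adjusted p = 0.003), a call that ended with zeros kept as values. With pioglitazone, 3 of 6 mast cell markers rose and none fell, and all 6 rose when adjusted over the list alone (camera, adjusted p = 2.57e-04, and adjusted p = 0.170 with an estimated correlation), which camera no longer called with zeros kept as values. Among them, Hdc, the enzyme of histamine synthesis, rose by 0.80 (SE 0.160, adjusted p = 0.003). In DRG, Thbs4, a matrix glycoprotein gene, rose with diabetes by 0.82 (SE 0.139, adjusted p = 0.003), the neuropeptide gene Cartpt by 0.76 (SE 0.10, adjusted p = 0.004) and the metallothionein gene Mt2 by 1.26 (SE 0.239, adjusted p = 0.005), and these calls ended with zeros kept as values. In DRG 1 of 13 interferon-stimulated genes fell, and 2 when adjusted over the list alone (median -0.35, camera, adjusted p = 5.21e-04, and adjusted p = 0.434 with an estimated correlation). In glomeruli 6 of 10 glutathione metabolism genes rose with diabetes and none fell, also when adjusted over the list alone (camera, adjusted p = 0.002, and adjusted p = 0.271 with an estimated correlation), with the microsomal transferase gene Mgst1 at 1.81 (SE 0.226, adjusted p = 4.60e-05). In the same glomerular libraries, 54 of 55 genes enriched in cortex had a log2 fold change above 0 with diabetes, of which 22 were called higher. All 3 collecting duct and all 3 intercalated cell markers tested rose. Neither the list in DRG nor that in glomeruli was called with zeros kept as values, where the median of interferon-stimulated genes, DRG, db/+ vs db/db, turned to 0.04.

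Whether chance can be excluded was tested with 100 splits of the libraries of both groups for each comparison, the real split included. Chance can be excluded for diabetes in SCN (629 DEGs, 1 split of 100 with as many, highest other split 103), DRG (158, 1 split, highest other 3), glomeruli (1070, 1 split, highest other 842) and cortex (406, 1 split, highest other 166). It can also be excluded for pioglitazone in db/db mice in SCN (399, 1 split, highest other 237), glomeruli (963, 1 split, highest other 272) and cortex (126, 1 split, highest other 3). For db/+ PIO with db/db PIO, it can be excluded in SCN (1487, 1 split, highest other 434), glomeruli (358, 1 split, highest other 17) and cortex (761, 1 split, highest other 79). In DRG (354), 2 splits of 100 had as many, with the highest other at 512, above the real count. Another grouping of these DRG libraries can thus give as many DEGs as the real one. Chance cannot be excluded for pioglitazone in db/+ mice in SCN (4, 5 splits, highest other 438) and cortex (1, 6 splits, highest other 6). The splits decide nothing where the real count was 0 in limma, since all 100 then have as many. These were pioglitazone in DRG of db/db mice (325 at an unadjusted p under 0.05, highest other split 4) and in DRG and glomeruli of db/+ mice (403 and 118 at an unadjusted p under 0.05, highest other splits 3 and 2). The split of SCN db/+ and db/+ PIO with 438 DEGs calls many times the real count and points to a structure of the samples. The DRG split with 512 put DRG db/+ PIO replicates 1 and 2 on one side, the libraries with median log2 deviations from the DRG libraries of 0.24 and 0.19, against -0.04 to -0.01 in the other 4.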
